# Lactylation-driven KRT19 promotes non-small cell lung cancer progression by suppressing cellular senescence

**DOI:** 10.1186/s13046-025-03602-5

**Published:** 2025-12-04

**Authors:** Cai Zhang, Yue Du, Yangyang Ji, Xiaoxiao Ye, Jingyao Lian, Haonan Zhou, Zihan Gao, Huiping Xu, Yuehan Tang, Yanhong Fan, Lu Zheng

**Keywords:** Non-small cell lung cancer, Lactylation, Cellular senescence, KRT19, P21, Ubiquitination

## Abstract

**Background:**

Cellular senescence provides a protective barrier against tumorigenesis. However, the detailed mechanisms underlying tumor cells bypass senescence to malignant progression of non-small cell lung cancer (NSCLC) are still poorly understood.

**Methods:**

In this study, we assessed the impact of KRT19 on NSCLC using xenograft tumor models, EdU, CCK8, colony formation and transwell assay. We performed chromatin immunoprecipitation sequencing and dual luciferase reporter assay to explore the mechanism through which H3K18 lactylation (H3K18la) mediated KRT19. The mechanism underlying KRT19 regulated p21-driven cellular senescence was explored by senescence-associated β-galactosidase staining, flow cytometry and further identified by RNA sequencing, mass spectrometry, immunofluorescence, co-immunoprecipitation and protein ubiquitination assay. The clinical significance of H3K18la/KRT19/p21 was determined by immunohistochemistry in human NSCLC specimens and bioinformatics analysis of TCGA database and Kaplan-Meier method. We evaluated the effects of KRT19 inhibition and anti-PD-1 on NSCLC growth and immune infiltration using xenograft tumor models, flow cytometry and CIBERSORT.

**Results:**

Our study revealed that elevated expression of KRT19 was correlated with poor prognosis of NSCLC patients and exhibited oncogenic activity in NSCLC. Mechanistically, lactate-derived H3K18la activated the transcription of KRT19 via directly binding to its promoter. KRT19 blocked the transcriptional activation of p21 by p53, alternatively, KRT19 also interacted with MYH9 to facilitate ubiquitination of p21 at K16. More significantly, blockade of KRT19 potently enhanced the cytotoxic function of tumor-infiltrating CD8^+^ T cells and synergistically repressed NSCLC progression when combining with anti-PD-1.

**Conclusion:**

Our study emphasizes the importance of lactylation-driven KRT19 for overriding senescence and promoting NSCLC progression, reinforcing the potential of combination therapy strategies with KRT19 inhibitors to yield favorable responses in patients with NSCLC.

**Graphical abstract:**

Lactate-derived H3K18 lactylation increases the expression of KRT19, which overrides p21-driven cellular senescence to promote NSCLC progression through inhibiting the transcriptional activation of p21 by p53 and facilitating MYH9-mediated ubiquitination of p21 at K16. Silencing of KRT19 potently induces senescence program in NSCLC cells and boosts anti-PD-1 immunotherapy efficiency by potentiating stronger antineoplastic responses of tumor-infiltrating cytotoxic CD8^+^ T cells.

**Graphical abstract:**

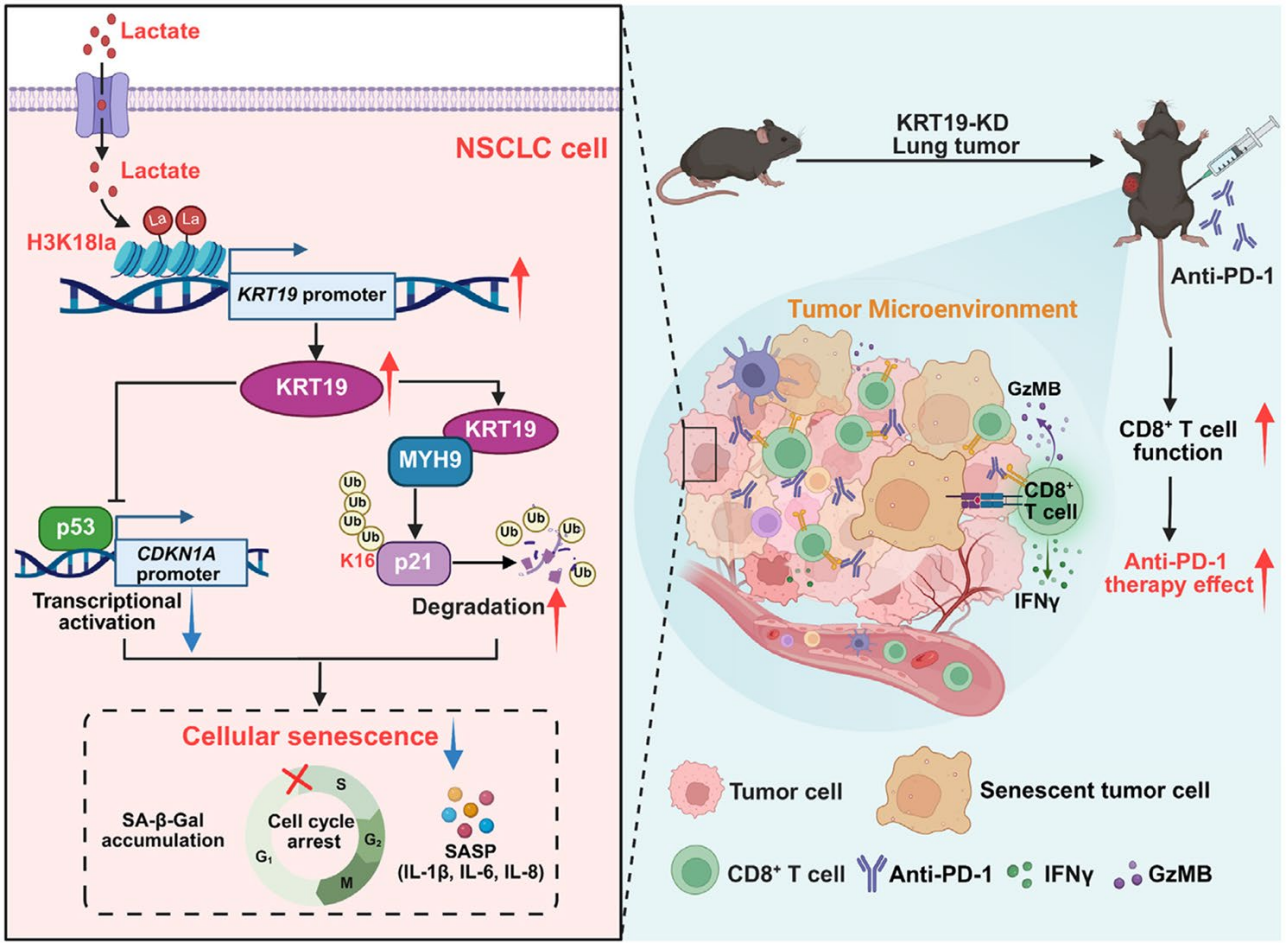

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03602-5.

## Background

Lung cancer is the most commonly diagnosed cancer and the leading cause of cancer-related mortality worldwide [1–3], and non-small cell lung cancer (NSCLC) accounts for approximately 85% of all diagnosed cases [4]. So far, limited approaches have been developed for early diagnosis, clinical therapies and prognosis of NSCLC [5–7], resulting in the grim reality of an incurable condition with the overall five-year survival rate only 26.4% [8]. Elucidating the molecular mechanisms underlying NSCLC development is essential for the evolution of novel therapeutic strategies for NSCLC [4].

Lactate, the end product of glycolysis, has been rediscovered as not only a major energy source, but also a vital signaling molecule serving non-metabolic functions [9]. *Zhang* et al. recently established lactate-derived histone lysine lactylation (Kla) as a novel post-translational modification (PTM) of lysine residues that directly stimulates transcription from chromatin to orchestrate the phenotypic shift from proinflammatory to tissue-repair state in macrophages [10]. Increasing evidence reveals the pivotal role of Kla in regulating tumor progression through histone modification [11–13] and non-histone protein modulation [14–17]. Histone H3 lysine 18 lactylation (H3K18la) enforces ubiquitin-specific protease 4 (USP4) upregulation to support glioblastoma stem cells maintenance and radiotherapy resistance by mediating stabilization and activity of Annexin A2 [13]. Elevated lactate levels could also promote p300-mediated H3K18la on the promoter of nicotinamide N-methyltransferase (NNMT) to induce resistance to epidermal growth factor receptor-tyrosine kinase inhibitors [18]. Extending our understanding of the pathogenic roles of H3K18la in NSCLC is of great significance for tumor prevention and accurate prognostic prediction.

As a member of the acidic type I cytokeratin family, keratin 19 (KRT19) is originally known to form the intermediate filament cytoskeleton and responsible for structural rigidity and multipurpose scaffolds [19]. KRT19 is abnormally expressed in various cancers including hepatocellular carcinoma [20], breast cancer [21, 22], colorectal cancer [23], papillary thyroid carcinoma [24], serous ovarian cystadenocarcinoma [25] and et al. KRT19 has been revealed to mediate cell cycle, cancer stem cell reprogramming by interacting with cellular molecules including receptors, adaptors, effectors and kinases. In hepatocellular carcinoma, KRT19 enhances the interaction of histone deacetylase 1 and REST corepressor 1 to increase the deacetylase activity of the corepressor of RE-1 silencing transcription factor (CoREST) complex, resulting in dedifferentiation and tumorigenesis [20]. In breast cancer, KRT19 could bind and stabilize human epidermal growth factor receptor 2 (HER2) via inhibition of ubiquitin-proteasome-mediated degradation of HER2 [26]. KRT19 also regulates cell cycle program by directly interacted with cyclin D3 [27]. Increasing evidence illustrates the clinical significance of KRT19 in lung cancer [28–30], extensive studies are urged to elucidate the role and underlying mechanism of KRT19 in NSCLC progression.

Cellular senescence, a stress-induced permanent cell-cycle arrest, undergoes phenotypic alterations including flattened and enlarged changes in cell morphology, production of a bioactive secretome termed senescence-associated secretory phenotype (SASP), macromolecular damage and metabolic reprogramming [31, 32]. SASP refers to the highly heterogeneous and dynamic secretory characteristics exhibited by senescent or stress-induced senescent cells, including the massive secretion of multiple pro-inflammatory cytokines (e.g. IL-6, IL-8 and IL-1α/β), chemokines (e.g. CXCL1, CCL2), growth factors (e.g. TGF-β, HGF) and non-protein molecules (e.g. extracellular vesicles, non-coding nucleic acids) [31]. It’s universally acknowledged that cellular senescence acts as a protective barrier against tumorigenesis upon numerous endogenous and exogenous stresses, such as nutrient deprivation, hypoxia and persistent DNA damage [33–36]. However, cancer cells could escape or bypass senescence to re-entry into the cell cycle and facilitate malignancy [37]. For example, RNA binding motif protein 4 (RBM4) competitively binds Liver kinase B1 (LKB1) and induces its ubiquitination and degradation in the nucleus to evade senescence and sustain cell growth of esophageal squamous cell carcinoma [38]. SET domain-containing protein 8 (SETD8) directly maintains H4K20me1 at the locus of cyclin dependent kinase inhibitor 1 A (CDKN1A) to repress p21-driven senescence in tumor cells independent of p53 [39]. In addition to directly influencing the behavior of tumor itself, senescent cells can also remodel the tumor immune microenvironment (TIME) via the SASP [40], activating immune surveillance to enhance therapeutic efficacy, or alternatively chronic inflammation that contributes to treatment failure and tumor recurrence [31, 41]. Deeper elucidation of the molecular dependencies and regulatory mechanisms underlying cellular senescence escape of NSCLC are crucial to invoke immune surveillance and harness senescence for tumor control.

Here, we revealed that lactate-derived H3K18la induced significant upregulation of KRT19, which exhibits oncogenic activity in NSCLC progression by overriding p21-dependent cellular senescence. Mechanistically, KRT19 inhibited p53 binding to the *CDKN1A* promoter, meanwhile, KRT19 bound to myosin heavy chain 9 (MYH9) to facilitate ubiquitination at lysine 16 (K16) of p21 and its subsequent degradation. Inspiringly, intervention of KRT19 in NSCLC cells enhanced anti-PD-1 immunotherapy efficiency by potentiating stronger antineoplastic responses of tumor-infiltrating cytotoxic CD8^+^ T cells (CTLs). Our study comprehensively characterizes the novel regulatory mechanism underlying H3K18la-driven KRT19 promotes NSCLC progression, yields promising insights into combination treatment strategies for patients with NSCLC.

## Methods

### Cell culture

PC-9, A549, NCI-H358, NCI-H1299 and NCI-H1944 cell lines were obtained from Cell Bank/Stem Cell Bank, Chinese Academy of Sciences. Lewis lung carcinoma (LLC), NCI-H1975 and HEK293T cell line were from Servicebio (Wuhan, China). All cell lines were authenticated by short tandem repeat profiling and certified as *Mycoplasma-free*. PC-9, A549, NCI-H358, NCI-H1944, NCI-H1299, NCI-H1975 and LLC cells were cultured in RPMI-1640 (L220KJ, BasalMedia) supplemented with 10% heat-inactivated fetal bovine serum (FBS, S660JY, BasalMedia) and penicillin-treptomycin (PS, C100C5, NCM Biotech). HEK293T cells were maintained in DMEM (L110KJ, BasalMedia) containing 10% FBS and PS. All cell lines were cultured less than 8 weeks after each thawing in 5% CO_2_ at 37 °C.

### Human specimens

NSCLC tissues and paracancerous normal tissues were obtained and the experiments were in accordance with relevant ethical regulations and approved by the Ethics Committee of the First Affiliated Hospital of Zhengzhou University (Zhengzhou, China).

### Mouse tumor models

BALB/c-nude mice (13001 A, Huafukang) or C57BL/6J mice (11001 A, Huafukang) were housed under the specific pathogen-free condition with a photoperiod (12-hour light/12-hour dark cycle). All experimental procedures were conducted in accordance with the Institutional Animal Care and Use Committee at the First Affiliated Hospital of Zhengzhou University.

For in vivo experiments, 1 × 10^6^ LLC cells or 1 × 10^6^ PC-9 cells were implanted subcutaneously into the upper left flank region of BALB/c-nude mice (5–6 weeks of age, female). When the tumor volume reached 50–100 mm^3^, mice were randomly divided into two groups and injected intratumorally with lactate (L7022, Sigma-Aldrich, 40 µL of 40 mM) or control saline. The mice were sacrificed to weigh the xenografted tumors after treatment. BALB/c-nude mice (5–6 weeks of age, female) were subcutaneously injected with 1 × 10^6^ PC-9 cells stably transduced with KRT19 shRNAs or control scramble shRNA, or 5 × 10^6^ A549 cells stably-overexpressing KRT19 or empty vector. Tumor size was measured daily or every 2 days until mice were sacrificed for further analysis. Tumor growth was monitored with the formula: V= (major axis) × (minor axis)^2^/2.

For the anti-PD-1 therapy, C57BL/6J mice (5 weeks of age, female) were implanted subcutaneously with 1 × 10^5^ Krt19-knockdown or control LLC cells and tumor volume was measured every 2 days. When tumor volume grew into 50–100 mm^3^, mice bearing Krt19-knockdown or control LLC cells were divided at random into four groups respectively, and then treated intraperitoneally with either 200 µg anti-PD-1 (S0B0594, Starter) or control IgG (S0B0788, Starter) every third day. Tumor volume was calculated as described above.

### Lentiviral vectors, plasmids and RNA interference

Lentiviral vectors encoding Flag-tagged KRT19 or shRNAs targeting KRT19 were generated by GeneChem (Shanghai, China). A549 and HEK293T cells were transduced with Flag-KRT19 lentivirus or lentiviral control vector. PC-9 and LLC cells were transduced with lentiviral particles containing KRT19 shRNAs or scramble shRNA respectively. All cell lines transduced with lentivirus were selected with puromycin (P8230, Solarbio) for 4 weeks to generate stable cell lines.

Plasmids were transfected with TRLIP DNA Transfection Reagent (KD0201, Kemix) and small interfering RNAs (siRNAs) were transfected using RNATransMate (E607402, Sangon) according to manufacturer’s instructions. HA-Ub plasmid was obtained from Addgene, Myc-p21 plasmid and MYH9-overexpressing plasmid were from Miaoling Bio (Wuhan, China). Myc-p21-K16R, Myc-p21-K75R, Myc-p21-K154R was generated by site-directed mutagenesis using Hieff Mut™ Targeted Mutagenesis Kit (11003ES10, Yeasen). Primers for mutation were listed in Table S1. All constructs were confirmed by DNA sequencing.

Small interfering RNAs targeting lactate dehydrogenase A (siLDHA) and LDHB (siLDHB) were from Sangon (Shanghai, China), siRNAs targeting p53, MYH9 and negative controls were obtained from GenePharma (Shanghai, China). See siRNA sequences in Table S2.

### Measurement of lactate concentration

Xenografted tumor tissues from saline- or lactate-treated mice were homogenized, and the intratumoral lactate content was tested with Lactic Acid Assay Kit (BC5340, Solarbio) following the manufacturer’s specifications.

### Cell viability assay

LLC and PC-9 cells were stimulated with lactate (40 mM) or vehicle. PC-9 and NCI-H1975 cells were treated with glycolysis inhibitor oxamate (HY-W013032A, MCE, 10 mM) and 2-Deoxy-D-glucose (2-DG; B1027, APExBIO, 20 mM) or vehicle, or transfected with siLDHA and siLDHB or control siRNA. A549 cells were transduced with KRT19-overexpressing lentiviral particles or lentiviral control vector, PC-9 cells were transduced with KRT19 shRNAs or scramble shRNA. The cell viability of LLC, PC-9, NCI-H1975 and A549 cells were measured by Cell Counting Kit-8 (CCK8; GK10001, GLPBIO) assay. In brief, cells were subjected to various treatments and seeded in 96-well plates at a density of 1,000 cells per well. At each time point, culture medium was removed, and 100 µL fresh medium containing 10 µL CCK8 reagent was added to per well, followed by 2-hour incubation in 5% CO2 at 37 °C. Then, the absorbance (450 nm) was measured with a microplate reader (51119080, Thermo Multiskan FC).

### EdU assay

For lactate treatment, LLC and PC-9 cells were stimulated with lactate (40 mM) or vehicle for 24 h. To investigate the impact of glycolysis inhibition on the NSCLC proliferation, PC-9 and NCI-H1975 cells were treated with 2-DG (20 mM), oxamate (10 mM) or vehicle for 24 h, or transfected with siLDHA and siLDHB or control siRNA. An equal number of LLC, PC-9 or NCI-H1975 cells under different treatments were seeded in 48-well plates for 24 h and incubated with 10 µM EdU reagent for another 2 h. Then, the cells were conducted with BeyoClick™ EdU Cell Proliferation Kit with AF488 (C0071S, Beyotime) according to manufacturer’s instruction. Cells were visualized by a microscope (DMI3000B, Leica) and the proportion of EdU positive cells was quantified with Image J (version 1.53q). To identify the effect of KRT19 on the NSCLC proliferation in vitro, A549 cells were transduced with KRT19-overexpressing lentivirus or lentiviral control vector, PC-9 were transduced with KRT19 shRNAs or scramble shRNA. EdU positive cells in different groups were detected with BeyoClick™ EdU Cell Proliferation Kit with AF488 (C0071S, Beyotime) as above.

### Colony formation assay

A549 cells with stable KRT19 overexpression or PC-9 cells with stable KRT19 knockdown were seeded in 6-well plates at a density of 5,000 cells per well and incubated in 5% CO2 at 37 ℃ with a fresh medium change every 2–3 days. Colonies were fixed with 4% paraformaldehyde (G1101, Servicebio) and stained with crystal violet (G1014, Servicebio). Cells were visualized by a microscope (DMI3000B, Leica) and the colony numbers were quantified by Image J (version 1.53q).

### Transwell assay

2 × 10^4^ stable KRT19 overexpression A549 cells or 4 × 10^4^ stable KRT19 knockdown PC-9 cells and equal number of corresponding control cells were suspended in 100 µL culture medium containing 1% FBS. Then, cells were inoculated on the upper chambers of a 24-well culture insert with permeable membrane (CLS3422, Corning), and the lower chambers were filled with 20% FBS medium as a chemoattractant. After cultured in a humidified incubator at 37 °C with 5% CO_2_ for 48 h, cells on the inside of the Transwell inserts were gently removed, and the cells on the lower surface were stained with crystal violet (G1014, Servicebio). The migrated cells were imaged with a microscope (DMI3000B, Leica) and quantified by Image J (version 1.53q).

### RNA extraction, cDNA synthesis and real-time PCR (RT-PCR)

Total RNA was extracted with TRIzol reagent (CW0580, CWBIO) based on the manufacturer’s specification, and cDNA was generated using the All-in-One Script RTpremix (MR0502, Kermey). RT-PCR was conducted with 2×SYBR Green qPCR Premix (MS0601, Kermey). The data were read using a Bio-Rad RT-PCR system (Roche LightCycler^®^ 480 II) and normalized to *ACTB* or *Actb* using ΔΔCt. The primers were described in Table S1.

### Chromatin Immunoprecipitation assay

ChIP-seq was performed on NCI-H1299 cells by Bioyigene Biotechnology Co.,Ltd. (Wuhan, China). In brief, NCI-H1299 cells were cross-linked with formaldehyde (1%, vol/vol) for 10 min, lysed, and dissociated by sonication. Then, cell lysis was immunoprecipitated with ChIP-grade anti-H3K18la (PTM-1427RM, PTM BIO) at 4 °C overnight, and the input sample was served as control. DNA was extracted by the phenolchloroform method. High-throughput DNA sequencing library preparation was conducted using the VAHTS Universal DNA Library Prep Kit for Illumina V3 (ND607, Vazyme). Library products with a size range of 200–500 bp were enriched, quantified, and sequenced on a Novaseq 6000 sequencer (Illumina) with PE150 model.

### ChIP-PCR assay

A549 or PC-9 cells subjected to different treatments were cross-linked with formaldehyde (1%, vol/vol), lysed and sonicated. Then, cell lysis was immunoprecipitated with ChIP-grade anti-H3K18la (PTM-1427RM, PTM BIO) or anti-p53 antibody (10442-1-AP, Proteintech) overnight at 4 °C, followed by washing, elution and cross-link reversal using the ChIP Assay Kit (P2078, Beyotime). Finally, the eluted DNA was extracted and tested using a Bio-Rad RT-PCR system (Roche LightCycler^®^ 480 II). Fold enrichment was calculated as a percentage of input chromatin. See primers in Table S1.

### Dual luciferase reporter assay

The *KRT19* promoter sequence (−448 bp to 163 bp) relative to the transcription start site was amplified using PCR and inserted into the pGL3-basic vector (PGL3-*KRT19* vector). A549 and PC-9 cells were co-transfected with pGL3-basic or pGL3-*KRT19*-Luc and pRL-TK (E2241, Promega) for 48 h. Then, A549 cells were incubated with lactate (40 mM) or vehicle for 16 h, PC-9 cells were treated with 2-DG (20 mM), oxamate (10 mM) or vehicle for 16 h. The luciferase activity was tested using the DLR Assay System (E1910, Promega) with BioTek Synergy H1, and the ratio of Firefly to Renilla was quantified.

### RNA sequencing and analysis

A549 cells were transduced with KRT19-overexpressing lentivirus or lentiviral empty vector, PC-9 cells were transduced with KRT19 shRNA or scramble shRNA. Total RNA was isolated using TRIzol reagent (CW0580, CWBIO). The GeneChem (Shanghai, China) and Sangon (Shanghai, China) carried out RNA-Seq, data cleaning, and standardization. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Gene Set Enrichment Analysis (GSEA) were performed using R software (version 4.3.1). The differentially expressed genes between KRT19-overexpressing A549 and control A549 cells were defined by *p* < 0.05. These differentially expressed genes were intersected with senescence-associated genes from the CellAge database to identify overlapping candidates, visualized via hierarchical clustering heatmap (Z-score normalized expression).

### Bioinformatics analysis

Transcriptome data of NSCLC patients were obtained from The Cancer Genome Atlas Program (TCGA) database, and lung adenocarcinoma (LUAD) data set includes 513 tumor samples and 58 normal samples, lung squamous carcinoma (LUSC) data set consists of 496 tumor samples and 51 normal samples. R software (version 4.3.1) was used for bioinformatics analysis. Differential expression analysis was conducted with |log_2_FC| >1 and *p* < 0.05. Survival curves were generated with the Kaplan-Meier method and were evaluated by the log-rank test using Kaplan-Meier Plotter.

CIBERSORT, a metagene analysis tool, was used to determine the infiltration scores of 22 distinct immune cell types within each tumor sample. The association between *KRT19* expression and immune cell infiltration scores was calculated using R software (version 4.3.1). In addition, correlations between *KRT19* and various immune cell infiltrations were explored using the TIMER2.0 website.

### Immunoblot

Tissues and cells were lysed with RIPA buffer (G2002, Servicebio) containing protease inhibitor (G2007, Servicebio) and 1 mM PMSF (G2008, Servicebio). Protein extracts were quantified with the BCA Protein Assay Kit (WB6501, NCM Biotech), and immunoblotted with primary antibodies against H3K18la (PTM-1406RM, PTM BIO), Histone H3 (17168-1-AP, Proteintech), KRT19 (10712-1-AP, Proteintech), MYH9 (11128-1-AP, Proteintech), p53 (10442-1-AP, Proteintech), p21 (10355-1-AP, Proteintech), CDK1 (ab133327, Abcam), CDK6 (CY5835, Abways), Cyclin D1 (CY5404, Abways), LDHA (CY5348, Abways), LDHB (sc-100775, Santa Cruz), Ubiquitin (sc-166553, Santa Cruz), α-Tubulin (66031-1-Ig, Proteintech), Flag tag (66008-4-Ig, Proteintech), HA tag (51064-2-AP, Proteintech), Myc tag (AB0001, Abways) and appropriated secondary horseradish peroxidase-labeled antibodies. Indicated protein was detected with Enhanced chemiluminescence (SQ201, Epizyme) and imaged on Azure Biosystems C300.

### Co-immunoprecipitation (Co-IP)

For immunoprecipitation assays, cells were transduced with lentiviral particles and transfected with plasmids or small interfering RNAs as required. Cell extracts were lysed with IP Lysis Buffer (G2038, Servicebio) containing protease inhibitor (G2007, Servicebio) and 1 mM PMSF (G2008, Servicebio) for 30 min at 4 °C. After centrifugation at 12,000×g for 10 min at 4 °C, the supernatant was collected and rotated with protein A + G agarose (P0255, Beyotime) for 1 h at 4 °C, and centrifuged at 3,000×g for 5 min at 4 °C. Then, the supernatant was harvested and incubated with specific antibodies or control IgG at 4 °C. After overnight incubation, the samples were rotated with protein A + G agarose (P0255, Beyotime) for 3 h at 4 °C, and the agarose was collected, washed three times with IP wash buffer and eluted with SDS-PAGE loading buffer for immunoblot analysis.

### Mass spectrometry

To identify the proteins interacted with KRT19, total extracts of A549 cells with stable Flag-KRT19 overexpression were immunoprecipitated with Flag tag antibody (66008-4-Ig, Proteintech) or control IgG as previously described, and subjected to SDS-PAGE. Then, the gels were stained using a Fast Silver Stain kit (P0017S, Beyotime) according to the manufacturer’s instructions. Subsequently, the silver-stained bands of interest were excised and processed for mass spectrometric analysis using an Ultimate 3000 nano ultra-performance liquid chromatography-tandem Q Exactive plus mass spectrometry system (LuMing Biotech, Shanghai, China).

### Senescence-associated β-galactosidase (SA-β-gal) staining

A549 cells transduced with Flag-KRT19 lentivirus or lentiviral control vector, or transfected with MYH9-overexpressing plasmid or empty vector were treated with 50 µM hydrogen peroxide (H_2_O_2_) for 24 h. PC-9 cells were transduced with lentiviral particles containing KRT19 shRNAs or scramble shRNA, or transfected with MYH9 siRNA or control siRNA. Then, cells were incubated with fresh β-gal staining solution at 37 °C for 20 h, and SA-β-gal activity was measured by SA-β-Gal Staining Kit (C0602, Beyotime) referring to the manufacturer’s protocol. For rescue assays, PC-9 cells were transduced with either shKRT19 lentiviral particles alone or co-transfected with MYH9-overexpressing plasmid for 48 h and then subjected to SA-β-gal staining. The SA-β-gal positive cells were captured using a microscope (DMI3000B, Leica) and quantified by Image J (version 1.53q).

### Histology/Immunohistochemistry (IHC)

Paraffin-embedded tissue samples were performed with hematoxylin and eosin (H&E) and IHC. IHC was conducted according to manufacturing protocol using primary antibodies against H3K18la (PTM-1406RM, PTM BIO), KRT19 (10712-1-AP, Proteintech), p21 (10355-1-AP, Proteintech) and Ki-67 (GB111499, Servicebio). The immunohistochemical reactivity of H3K18la, KRT19 and p21 was assessed by two pathologists independently as follows: multiplication of the percentage of positive cells and the immunostaining intensity (0-, no reactivity; 1-, weak; 2-, moderate; 3-, strong), which resulted in an immunoreactive score (IRS) of 0–300.

### Immunofluorescence

A549 and HEK293T cells co-transfected with Flag-KRT19 lentivirus and MYH9-overexpressing plasmid or control vector were seeded on coverslips in 24-well plates and cultured for 24 h. Culture medium was removed, cells were washed with PBS and fixed in 4% paraformaldehyde (G1101, Servicebio) for 15 min, followed by cell permeabilization with 0.1% Triton X-100 (G3068, Servicebio) for 10 min. Then, A549 and HEK293T cells were washed with PBS and blocked by 5% bovine serum albumin (BSA; MB0101, Kermey) for 1 h, incubated with anti-Flag and anti-MYH9 overnight at 4 °C and secondary antibodies labeled with AF488/594 (AB0141/AB0152, Abways) for 1 h. Finally, cell nuclear was staining with DAPI (MD0139, Kermey) for 10 min. The images were captured by Axio Scope A1 microscopy (Zeiss) and the co-localization analysis of Flag-KRT19 and MYH9 was determined with Image J (version 1.53q).

Immunofluorescence staining of LLC tumor tissues was performed as standard protocol with primary antibody against CD8 (GB15068, Servicebio). The images were captured by Axio Scope A1 microscopy (Zeiss). Number of tumor-infiltrating CD8^+^ T cells was calculated with Image J (version 1.53q).

### Flow cytometry

For cell cycle analysis, A549 cells with stable KRT19 overexpression or PC-9 cells with stable KRT19 knockdown and control cells were washed with PBS and fixed in 70% ethanol at 4 °C overnight. Then, the cells were washed with PBS and stained with propidium iodide (PI, C0080, Solarbio) containing RNase A (R1030, Solarbio) for 15 min and analyzed with BD FACSVerse™.

For measurement of tumor-infiltrating CTLs function, tumor tissues collected from LLC-bearing C57/BL6J mice were minced, digested with 200 µg/mL collagenase IV (17104019, Thermo Fisher Scientific) and 40 µg/mL DNase I (10104159001, Roche) for 90 min at 37 ℃, and filtered with cell strainers (BS-40-CS, Biosharp). Then, tumor-infiltrating leukocytes were separated from single cell suspensions with a Percoll gradient (17–0891-01, Cytiva), incubated with Cell Stimulation Cocktail (423303, BioLegend) at 37 ℃ for 4 h, and stained with fluorescent antibodies against CD3 (100325, BioLegend) and CD8 (100711, BioLegend) for 30 min at 4 ℃ in the dark. For intracellular staining, CD8^+^ T cell samples isolated from tumor tissues were fixed and permeabilized with Cytofix/Cytoperm Solution (554715, BD), followed by staining with fluorescent antibodies against IFN-γ (505806, BioLegend) and Granzyme B (GzMB, 372207, BioLegend). Data were acquired on a BD FACSVerse™ system and analyzed with FlowJo.

### Statistical analysis

Data are presented as mean ± SEM. Statistical significance was calculated using paired Student’s *t*-test or unpaired Student’s *t*-test and for variances by ANOVA using GraphPad Prism (version 9.0.0). Statistical *p*-value < 0.05 was considered statistically significant.

## Results

### Lactate directly accelerates NSCLC progression

Excessive lactate within tumors facilitates the tumor cell biology through multiple pathways [42]. We have identified an aberrant increase in glycolytic capacity and elevated lactate content in NSCLC tissues [43]. To explore the significance of lactate in NSCLC progression, we subcutaneously injected LLC or PC-9 cells into the BALB/c-nude mice and treated with lactate or saline. Compared with the control group, mice treated with lactate showed a significantly larger tumor burden (Fig. 1A-F). Moreover, intratumoral lactate level was positively correlated with tumor volume in both LLC- and PC-9-bearing mice (Figure S1A-D).

Next, we substantiated the effect of lactate in vitro. CCK8 assay found that lactate significantly accelerated the proliferation rate of LLC and PC-9 cells (Fig. 1G-H). Consistently, EdU assay also showed a marked increase in the number of EdU-positive LLC and PC-9 cells after lactate treatment compared to the control group (Fig. 1I-J). As a key enzyme of glycolysis, lactate dehydrogenase consists of two major subunits LDHA and LDHB. Simultaneous silencing of LDHA and LDHB intrinsically suppressed PC-9 and NCI-H1975 cell proliferation (Figure S1E-H). Consistently, glycolysis inhibitor 2-DG and oxamate also showed a profound inhibitory effect on the proliferative capacity of PC-9 and NCI-H1975 cells (Figure S1I-L).

Altogether, these findings further validate the important role of lactate in promoting NSCLC progression.

**Fig. 1:**
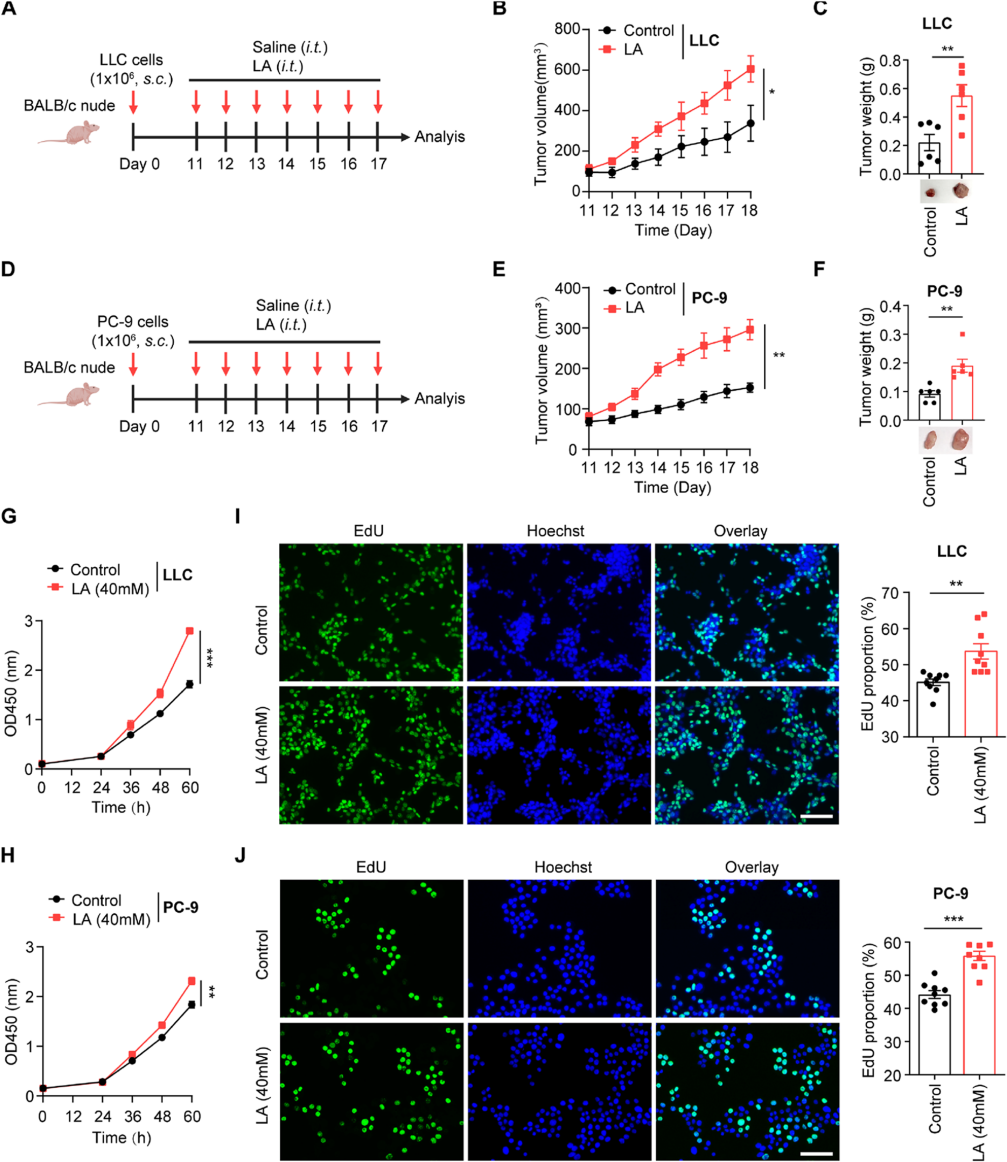
Lactate directly accelerates NSCLC progression. **A**-**F** BALB/c-nude mice (5–6 weeks of age, female) were subcutaneously (*s.c.*) injected with 1 × 10^6^ LLC or 1 × 10^6^ PC-9 cells and intratumorally (*i.t.*) treated with either lactate (40 µL of 40 mM, LA group) or saline (Control group) daily when the tumor tissues reached 50 mm^3^. Schematic depicting of experimental setup (A, D). Tumor growth curves (B, E), tumor weights and representative images of tumors (C, F) were shown (*n* = 6) **G-H** Cell viability of LLC (G) and PC-9 cells (H) treated with lactate (40 mM, LA group) or vehicle (Control group) for indicated time was determined by CCK8 assay **I-J** Proliferation of LLC (I) and PC-9 cells (J) treated with lactate (40 mM, LA group) or vehicle (Control group) for 24 h was assessed by EdU assay, representative images (left) and quantification of EdU-positive cells (right) were shown. Green, EdU; blue, Hoechst. Scale bar, 50 μm (3 technical replicate wells, 3 fields per well). Data are shown as mean ± S.E.M. and determined by Student’s *t*-test (B-C, E-J). *p < 0.05; **p < 0.01; ***p < 0.001. The experiments (G-J) were repeated three times

### KRT19 exerts oncogenic activity in NSCLC

In this section, we performed an integrated analysis of multi-cohort datasets (GSE31210, GSE18842, GSE224098, TCGA-LUAD, TCGA-LUSC) and comprehensively revealed 22 differentially overexpressed candidate genes in NSCLC, which were also positively correlated with poor prognosis and remarkably upregulated in the context of lactate accumulation (Fig. 2A). Of the 22 identified genes, KRT19 was the only member of the keratin family that met the criteria for the integrated analysis. Notably, aberrant KRT19 expression has been implicated in tumor proliferation, metastasis and survival in hepatocellular carcinoma [20], breast cancer [21, 22], colorectal cancer [23], and is closely associated with the prognosis of various tumors [44]. Based on TCGA database, we verified that NSCLC exhibited higher KRT19 expression than control group (Fig. 2B-C). To investigate the biological function of KRT19 in NSCLC cells, we stably-overexpressed KRT19 in A549 cells using lentiviral particles (Fig. 2D**)**. EdU, CCK8 and colony formation assay showed that KRT19 overexpression significantly enhanced the proliferation and cluster formation of A549 cells in vitro (Fig. 2E-F, Figure S2A). Furthermore, we subcutaneously injected empty vector (EV group) or KRT19-overexpressing (KRT19 group) A549 cells into the BALB/c-nude mice. Compared with the EV group, mice received KRT19-overexpressing A549 cells showed increased tumor growth rate and tumor weight (Fig. 2G-H), which also exhibited higher Ki-67 levels in tumor tissues determined by immunohistochemical staining (Fig. 2I). In addition, KRT19 overexpression accelerated the migration of A549 cells as judged by transwell assay (Figure S2B). On the other side, we also knocked down KRT19 using shRNA lentiviral particles in PC-9 cells (Fig. 2J). Compared with the corresponding control group, silencing of KRT19 intrinsically suppressed the proliferation and migration of PC-9 cells in vitro and in vivo (Fig. 2K-O, Figure S2C-D). Collectively, these data identified the oncogenic role of KRT19 in NSCLC progression.

**Fig. 2:**
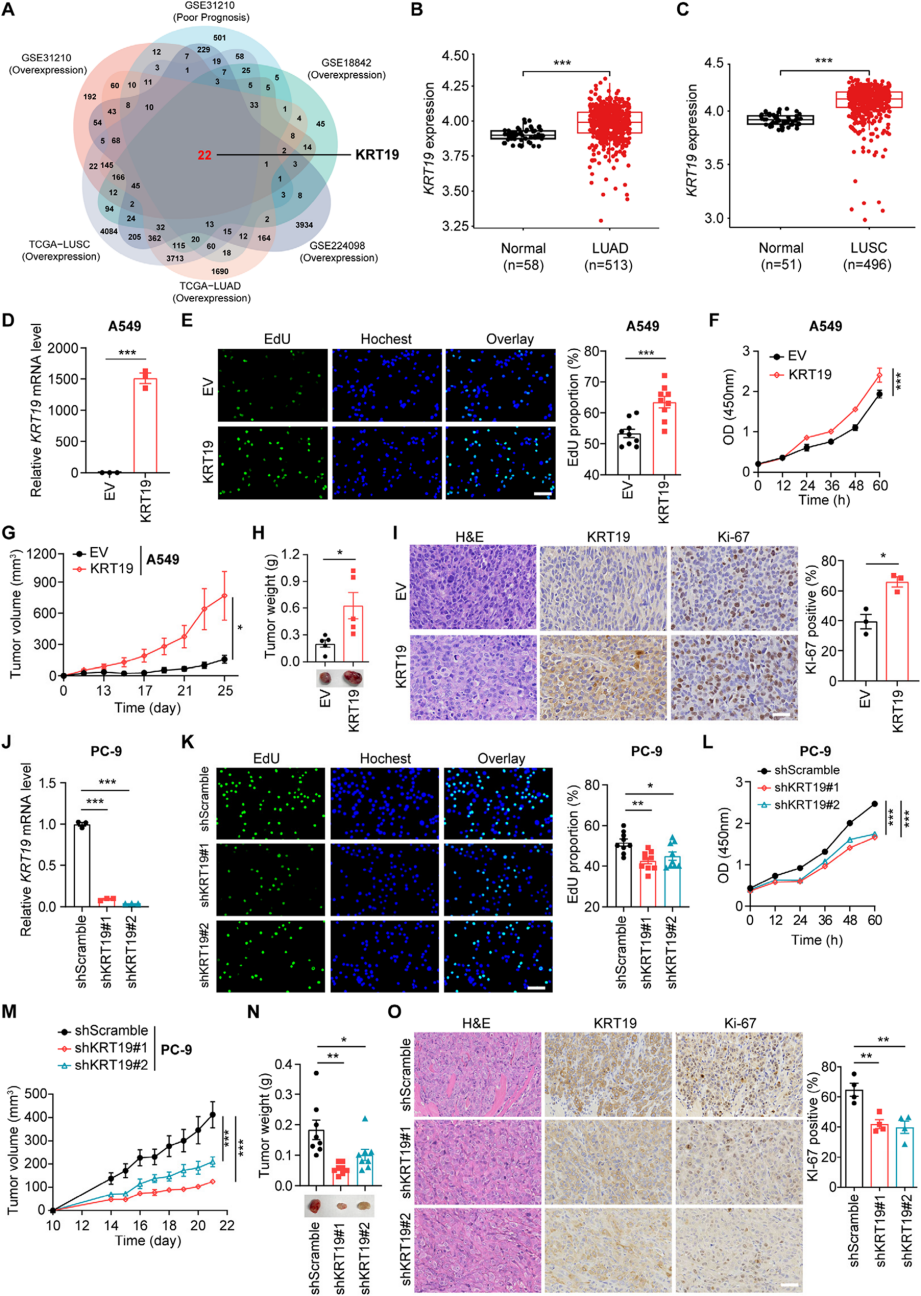
KRT19 exerts oncogenic activity in NSCLC **A** Venn diagram of an integrated analysis based on GSE31210, GSE18842, GSE224098, TCGA-LUAD and TCGA-LUSC **B-C** *KRT19* mRNA expression levels in LUAD (B) and LUSC (C) samples obtained from TCGA database were analyzed using R software (version 4.3.1) **D-I** A549 cells were transduced with KRT19-overexpressing lentiviral vector (KRT19 group) or control empty vector (EV group) **D** *KRT19* mRNA expression in A549 cells (EV, KRT19) was measured by RT-PCR **E** Proliferation of A549 cells (EV, KRT19) was assessed by EdU assay, representative images (left) and quantification of EdU-positive cells (right) were shown. Green, EdU; blue, Hoechst. Scale bar, 50 μm (3 technical replicate wells, 3 fields per well) **F** Cell viability of A549 cells (EV, KRT19) was determined by the CCK8 assay **G-I** BALB/c-nude mice (5 weeks of age, female) were subcutaneously implanted with 5 × 10^6^ A549 cells (EV, KRT19). Tumor growth curves (G), tumor weights and representative images of tumors (H) were shown (*n* = 5). (I) Representative images of H&E and IHC staining with KRT19 and Ki-67 within tumor tissues were shown (*n* = 3). Scale bar, 50 μm **J-O** PC-9 cells were transduced with scramble shRNA lentivirus (shScramble) or KRT19 shRNA lentivirus (shKRT19#1, shKRT19#2) **J** *KRT19* mRNA expression in PC-9 cells (shScramble, shKRT19#1, shKRT19#2) was determined by RT-PCR **K** Proliferation of PC-9 cells (shScramble, shKRT19#1, shKRT19#2) was assessed by EdU assay. Green, EdU; blue, Hoechst. Scale bar, 50 μm (3 technical replicate wells, 3 fields per well) **L** Cell viability of different groups of PC-9 cells was determined by the CCK8 assay **M-O** BALB/c-nude mice (5 weeks of age, female) were subcutaneously implanted with 1 × 10^6^ PC-9 cells (shScramble, shKRT19#1, shKRT19#2). Tumor growth curves (M), tumor weights and representative image of tumors (N) were shown (*n* = 8). (O) Representative images of H&E and IHC staining with KRT19 and Ki-67 within PC-9 tumor tissues were shown (*n* = 4). Scale bar, 50 μm. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test. *p < 0.05; **p < 0.01; ***p < 0.001. The experiments (D-F, J-K) were repeated three times

### H3K18la binds to the *KRT19* promoter to upregulate KRT19 expression in NSCLC cells

Given that KRT19 was remarkably upregulated in the context of lactate accumulation based on integrated multi-cohort dataset analysis (Fig. 2A), we next investigated the underlying molecular mechanism. Histone lactylation is a novel epigenetic modification that uses lactate as a substrate and directly promotes gene transcription on chromatin, among which H3K18la plays important roles in tumor growth, metastasis and therapy resistance and has attracted considerable attention. Immunoblot analysis showed that clinical NSCLC tissues exhibited elevated H3K18la levels compared with paired adjacent normal tissues (Fig. 3A). Then, we performed ChIP-seq (GEO accession number: GSE245990) and the candidate genomic loci identified at *KRT19* showed that the binding of H3K18la to the *KRT19* promoter was enriched in NSCLC cells (Fig. 3B). Referring to the differential expression of H3K18la in human PC-9 and A549 cell lines (Figure S3A), we performed ChIP-PCR and found that the level of H3K18la at the *KRT19* promoter was significantly increased upon lactate stimulation in A549 cells, while treatment with glycolysis inhibitor 2-DG and oxamate dramatically blocked H3K18la binding to the *KRT19* promoter in PC-9 cells (Fig. 3C-D). Moreover, we constructed luciferase reporter vector containing *KRT19* promoter and further identified that lactate significantly enhanced the luciferase activity driven by the *KRT19* promoter, which was inhibited by 2-DG and oxamate (Fig. 3E-F). Consistently, lactate treatment significantly elevated KRT19 mRNA and protein level in NSCLC cells compared to control vehicle (Fig. 3G-H, Figure S3B). Glycolysis inhibition by 2-DG and oxamate or simultaneous silencing of LDHA and LDHB markedly reduced H3K18la levels, along with decreased KRT19 expression in NSCLC cells (Fig. 3I-L, Figure S3C).

Altogether, these findings demonstrate that lactate-derived H3K18la activates the transcription of KRT19 via directly binding to its promoter to potentiate NSCLC progression.

**Fig. 3:**
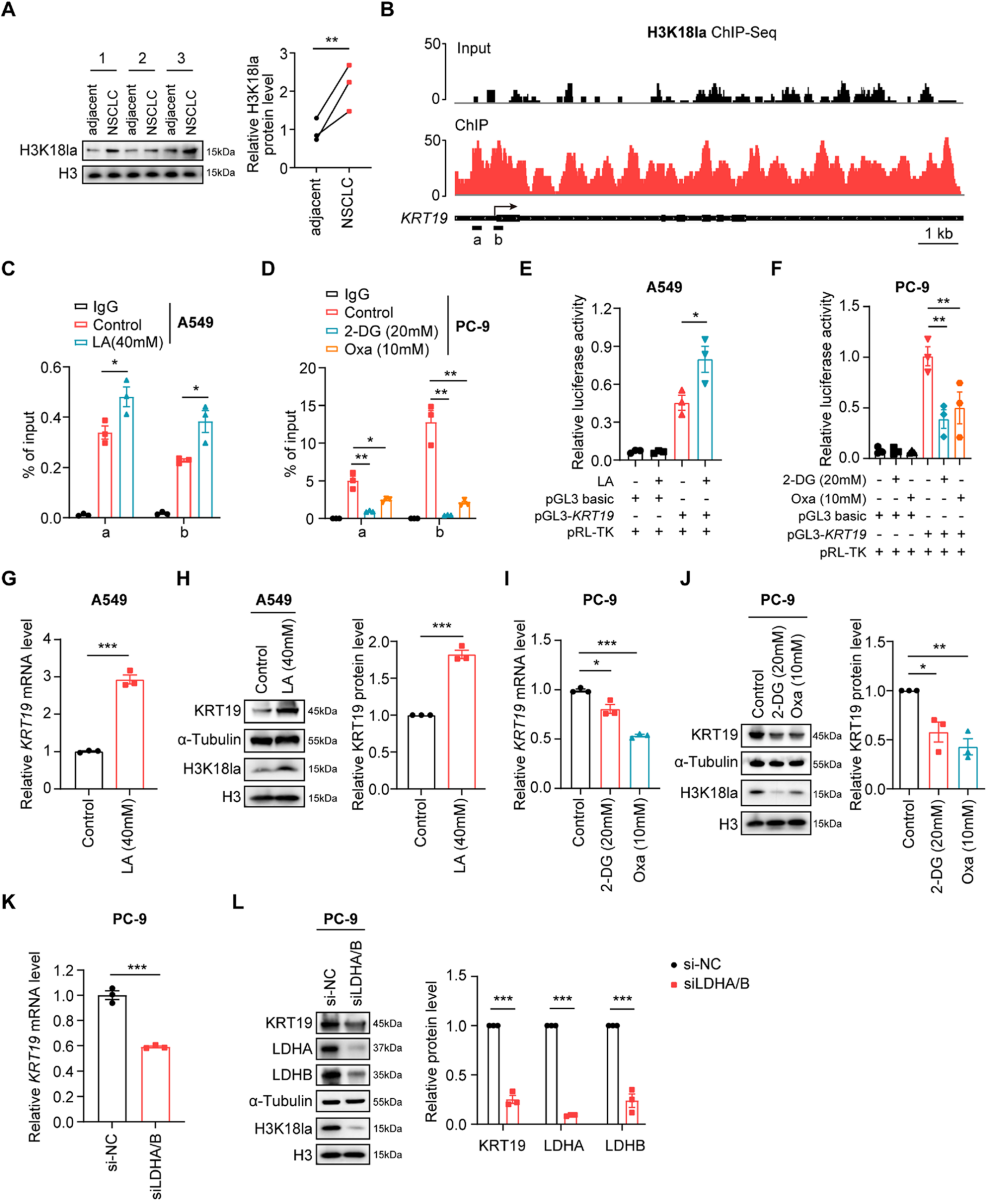
H3K18la binds to the *KRT19* promoter to upregulate KRT19 expression in NSCLC cells **A** The protein expression of H3K18la in clinical NSCLC tissues and paired normal tissues (*n* = 3) were determined by immunoblot **B** ChIP-seq with anti-H3K18la was performed on NCI-H1299 cells, and input was served as control. IGV tracks for KRT19 from ChIP-seq data (GSE245990) were shown **C** A549 cells were incubated with lactate (40 mM, LA group) or vehicle (Control group) for 16 h, the binding of H3K18la to the *KRT19* promoter regions (a, b) in control and lactate-treated A549 cells was determined by ChIP-PCR **D** PC-9 cells were treated with 2-DG (20 mM, 2-DG group), oxamate (10 mM, Oxa group) or vehicle (Control group) for 16 h. The enrichment of H3K18la in the *KRT19* promoter regions (a, b) in different groups of PC-9 cells was measured by ChIP-PCR **E** A549 cells were co-transfected with pRL-TK and pGL3-basic or pGL3-*KRT19-*Luc plasmids for 48 h, and then stimulated with or without lactate (40 mM, LA group) for another 16 h, the luciferase activities were determined **F** PC-9 cells were co-transfected with pRL-TK and pGL3-basic or pGL3-*KRT19-*Luc plasmids for 48 h, and treated with or without 2-DG (20 mM) or oxamate (10 mM, Oxa) for another 16 h. The luciferase activities were determined **G-H** A549 cells were incubated with lactate (40 mM, LA group) or vehicle (Control group) for 24 h, KRT19 mRNA (G) and protein (H) expression was determined by RT-PCR and immunoblot, respectively **I-J** KRT19 mRNA (I) and protein (J) levels in PC-9 cells treated with 2-DG (20 mM, 2-DG group), oxamate (10 mM, Oxa group) or vehicle (Control group) for 24 h were measured **K-L** PC-9 cells were transfected with siLDHA and siLDHB (siLDHA/B group) or control siRNA (si-NC group) **K** *KRT19* mRNA expression in PC-9 cells (si-NC, siLDHA/B) was determined by RT-PCR **L** KRT19, LDHA, LDHB and H3K18la protein levels in different groups of PC-9 cells were measured using immunoblot. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test (A, C-L). *p < 0.05; **p < 0.01; ***p < 0.001. All experiments were repeated two (B) or three times (C-L)

### KRT19 suppresses cell senescence to promote NSCLC growth

To further investigate how KRT19 regulates NSCLC progression, we analyzed the transcriptional alterations of KRT19-depleted PC-9 cells by the RNA-seq (GEO accession number: GSE299060). 

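RNA was sequenced from PC-9 cells, an established human lung adenocarcinoma line with mutant EGFR, that had been transduced with scramble shRNA lentivirus (shScramble, n = 3 libraries) or KRT19 shRNA lentivirus (shKRT19#1, n = 3 libraries). The deposited table holds whole-number counts for 20263 genes. The submitters' notes name CASAVA, Trimmomatic, HISAT2, bedtools, DESeq and the build GRCh38 without versions. Neither they nor the paper's text names the tool that assigned reads to genes, the annotation release or the strand setting. Total counts ran from 43357799 to 46695891 in the shScramble libraries and from 37896875 to 42867587 in the shKRT19#1 libraries. Genes with exactly 2 counts outnumbered genes with exactly 1 count in every library, for example 410 against 111 in shScramble replicate 1, so that both reads of a pair may have been counted. The 13791 genes that passed edgeR's filter on low counts were scaled by TMM and compared with edgeR's quasi-likelihood test, with p-values adjusted by the method of Benjamini and Hochberg. Levels are given as CPM with the SD, and log2 fold changes as shKRT19#1 over shScramble. DESeq2's Wald test, with its own scaling and filter, tested 14598 genes. Nothing states that the 3 replicates of a group are separate cultures or transductions, so the p-values measure the spread between these libraries. The common biological coefficient of variation was 0.261. In shKRT19#1, replicate 1 stood apart: its root mean square log2 difference was 0.828 from replicate 2 and 0.841 from replicate 3, which differed from each other by 0.471. From shScramble replicate 3 it differed by 0.578. The 3 shScramble libraries differed from one another by 0.473 to 0.631 on the same scale.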

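KRT19 encodes a type I keratin of epithelial intermediate filaments, and its mRNA was 3107 ± 817 CPM (SD, n = 3) in shScramble and 1698 ± 505 CPM (SD, n = 3) in shKRT19#1 cells. The log2 fold change was -0.87 (standard error 0.26, adjusted p = 0.402 from edgeR and 0.0657 from DESeq2). All 3 shKRT19#1 libraries lay below all 3 shScramble libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). CDKN2C, which encodes an inhibitor of CDK4 and CDK6, rose from 6.74 ± 0.26 to 26.3 ± 2.3 CPM (SD, n = 3 each), a log2 fold change of 1.96 (standard error 0.14, adjusted p = 0.0108 from edgeR). PIGY, which encodes a subunit of the enzyme that starts synthesis of the glycosylphosphatidylinositol anchor, fell from 9.44 ± 0.58 to 0.051 ± 0.002 CPM (SD, n = 3 each; log2 fold change -7.44, adjusted p = 0.000284 from edgeR). KBTBD11-OT1 fell from 8.40 ± 1.52 to 0.144 ± 0.073 CPM (SD, n = 3 each; log2 fold change -5.83, adjusted p = 0.0097 from edgeR).
These 3 genes were the only ones that passed edgeR's test, 1 higher and 2 lower, all by at least 2-fold. At an unadjusted p under 0.05 there were 1464 genes (743 higher, 721 lower), while 212 genes passed in DESeq2 (112 higher, 100 lower) and 6 in limma-voom. The exons of PIGY overlap those of PYURF, whose log2 fold change was 0.61, and summed with PYURF its log2 fold change was 0.24 (standard error 0.18), against -0.36 if its reads had been lost. Those of KBTBD11-OT1 overlap the exons of ARHGEF10 and CLN8, whereas no gene of the table overlaps the exons of CDKN2C. By position in GRCh38, KRT19 (ENSG00000171345) lies on the minus strand of chromosome 17 from 41523617 to 41528308, and CDKN2C (ENSG00000123080) on the plus strand of chromosome 1 from 50960745 to 50974633. PIGY (ENSG00000255072) lies on the minus strand of chromosome 4 from 88521573 to 88521789, and KBTBD11-OT1 (ENSG00000283239) on the plus strand of chromosome 8 from 1763888 to 1958627.
Among the genes that passed in DESeq2 but not in edgeR, the largest increases included MED29, a subunit of the Mediator complex, from 11.0 ± 3.4 to 55.4 ± 18.5 CPM (SD, n = 3 each; adjusted p = 6.83e-10 from DESeq2). ACKR3, an atypical chemokine receptor, was also higher (log2 fold change 2.18), as was the calcium-binding protein gene S100A8 (2.18). So were the MHC class II gene HLA-DQB1 (1.797), the actin-binding protein gene TAGLN (1.70) and the extracellular matrix genes COL15A1 (1.97) and SVEP1 (1.59). APC (2.31) and LBHD1 (1.90) were higher as well. The exons of APC, LBHD1, TAGLN and CEACAM6 overlap another gene. The largest decreases included the cell adhesion gene CEACAM6, from 66.0 ± 7.6 to 20.6 ± 4.4 CPM (SD, n = 3 each; adjusted p = 2.09e-11 from DESeq2). WASL, an activator of actin nucleation, went from 35.9 ± 1.3 to 13.5 ± 2.3 CPM (SD, n = 3 each; adjusted p = 1.04e-11 from DESeq2). Lower too were MARCKS (log2 fold change -1.54), SCEL (-1.53), the cytokine gene IL1B (-1.48), the keratin gene KRT6A (-1.47), ZKSCAN1 (-1.44) and RAB3B (-1.38). None of these reached an adjusted p under 0.05 in edgeR, where the lowest was 0.102 for CEACAM6 and WASL. Of the 33 genes of the paper that were looked up, 30 were tested and CCL2, HGF and NNMT had a count of 0 in all 6 libraries. None of the 30 passed in edgeR, 5 had an unadjusted p under 0.05, and 2, IL1A and IL1B, passed in DESeq2. In 7 of the 30 the groups did not overlap, where chance gives 10% of genes and 2306 genes (16.7% of those tested) did so.
Without shKRT19#1 replicate 1, in which KRT19 was at 2280 CPM against 1379 and 1434 CPM in replicates 2 and 3, the KRT19 log2 fold change was -1.14 (adjusted p = 0.0232 from edgeR, range over all alternatives 0.0232 to 0.939). In that fit 2827 genes passed (1560 higher, 1267 lower), among them 194 of the 212 DESeq2 genes. The library was singled out from the same data and both fits share the other libraries, so the overlap is not independent support. The CDKN2C call ended without each library in turn except shKRT19#1 replicate 1 (adjusted p from 0.0658 without shKRT19#1 replicate 2 to 0.16 without shScramble replicate 1, at log2 fold changes from 1.94 to 2.00). It also ended with all 6 libraries scaled by their totals alone (log2 fold change 1.90, adjusted p = 0.0507 from edgeR). That of KBTBD11-OT1 ended without shScramble replicate 1 (log2 fold change -5.73, adjusted p = 0.103 from edgeR) or 2 (-5.78, 0.0732). On simulated counts DESeq2 made 46 false calls against 4 by edgeR, and recovered 62.7% of 2-fold changes against 29.9%. The genes were simulated independently, with no state shared between libraries. The counts were drawn once, with dispersions that edgeR estimated from all 6 libraries, shKRT19#1 replicate 1 included. In the real libraries, shScramble replicates 1 and 3 with shKRT19#1 replicate 1 against the rest gave 1523 genes in DESeq2, against 212 for the real groups.

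**Figure D1:**
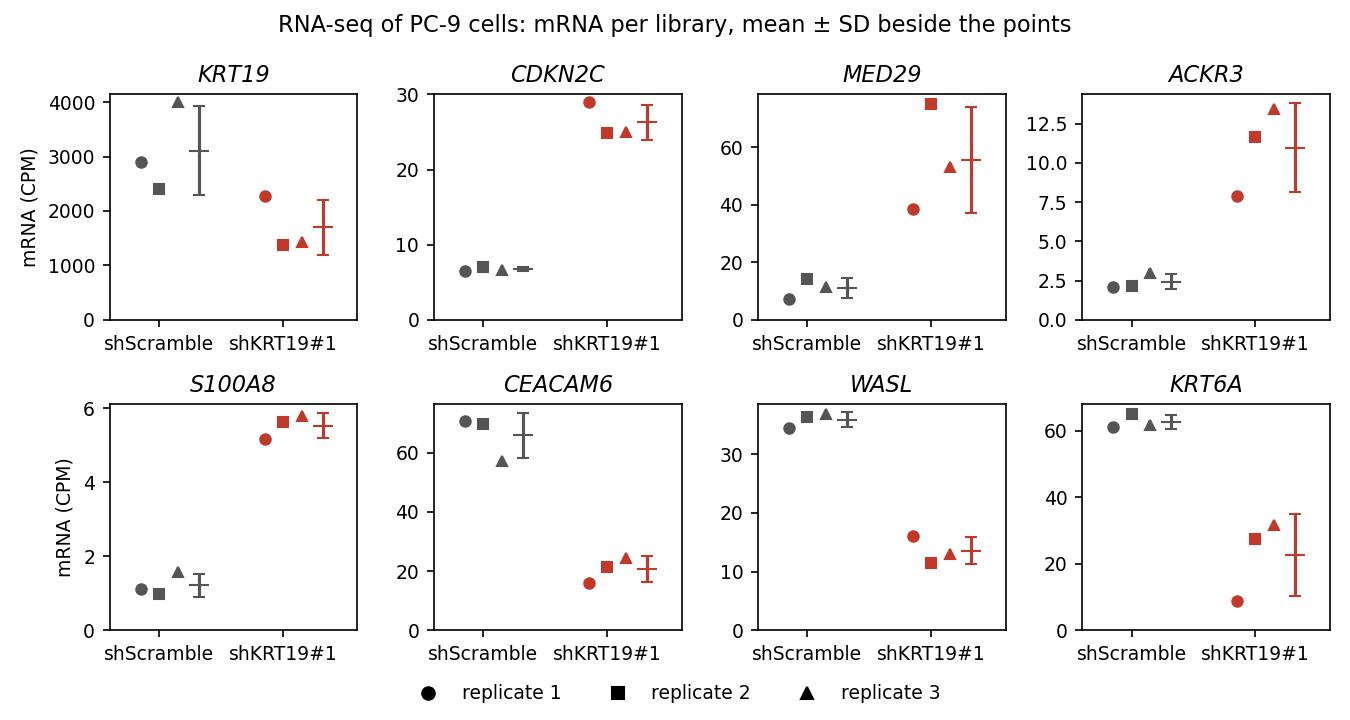
Level in CPM of KRT19, CDKN2C, MED29, ACKR3, S100A8, CEACAM6, WASL and KRT6A in each shScramble and shKRT19#1 library, with the mean and SD of each group (n = 3). The 3 shKRT19#1 libraries lie above the 3 shScramble libraries for CDKN2C, MED29, ACKR3 and S100A8 and below them for the other genes. Except for KRT19, the genes were picked by a rule that requires groups that do not overlap, so this separation follows from the choice.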

GSEA showed an aberrant activation of cellular senescence signal in PC-9 cells after KRT19 knockdown (Fig. 4A). 

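Of 48 tested regulators of cellular senescence, a list recalled by hand after the gene ontology term in the title of Fig. 4A and not the paper's own set, 28 had a log2 fold change below 0 and 20 above 0 in shKRT19#1 cells. The list as a whole leaned towards shScramble, with a normalized enrichment score of -1.44 (p = 0.0595 from a gene permutation test by fgsea) that did not pass the test. Its mean was highest in shKRT19#1 replicate 1 (0.09, against 0.03 to 0.08 in shScramble) and lowest in replicates 2 (-0.15) and 3 (-0.13). No member passed in edgeR, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. In DESeq2, 1 passed. Among the members with the lowest log2 fold changes were SMC5 (-0.65) and SMC6 (-0.59), which form a complex that maintains chromosomes and telomeres. Among classical effectors of the arrest, the log2 fold change was -0.31 (standard error 0.22) for CDKN2A, which encodes p16, and -0.14 (standard error 0.60) for CDKN1A, which encodes p21.
CDKN1A was at 12.9, 27.1 and 58.2 CPM in the shScramble libraries and at 50.6, 18.7 and 19.7 CPM in the shKRT19#1 libraries. Its log2 fold change was 0.56 without shScramble replicate 3, 0.10 without shKRT19#1 replicate 2 and 0.08 without shKRT19#1 replicate 3. Among 44 drivers of senescence, 1 passed when adjusted over the list alone and in DESeq2, the stress kinase gene MAPK14 (log2 fold change 1.14). The list mean of -0.07 (adjusted p = 0.202 from limma's camera) was 0.06 without shScramble replicate 3. The 39 suppressors of senescence had a mean of 0.01 (adjusted p = 0.61 from limma's camera). A scaling shifts all genes of a library together, and the other 3 scalings put this mean at -0.001 to -0.07. The transcriptional repressor gene ID3 (log2 fold change 0.78) passed when adjusted over the list alone and in DESeq2.
Among 61 tested factors of the senescence-associated secretory phenotype (SASP), 29 lay above 0 and 32 below. None passed in edgeR over all genes or adjusted over the list alone, and 6 passed in DESeq2. Of these, IL1B was at 9.16 ± 2.59 CPM in shScramble and 3.28 ± 1.51 CPM in shKRT19#1 (SD, n = 3 each; adjusted p = 0.00968 from DESeq2). IL1A was lower as well (log2 fold change -2.29), whereas SPP1 (1.07) and WNT5A (0.92) were higher. IL6, whose exons overlap another gene, had a log2 fold change of 0.18 (standard error 0.35) and CXCL8 of -0.46 (standard error 0.41). These became -0.14 without shKRT19#1 replicate 2 and 0.03 without shScramble replicate 3. The SASP list mean was -0.12 (adjusted p = 0.202 from limma's camera), and 0.12 without shScramble replicate 3, in which the list stood highest of the 6 libraries.
Genes are not independent replicates. The enrichment score passed an unadjusted p under 0.05 with upper quartile factors (-1.497, p = 0.0418), library totals alone (-1.54, p = 0.0266), a stricter filter (-1.496, p = 0.0409), or ranking by the signed square root of F (-1.56, p = 0.0205), each from a gene permutation test. It also did so over the 10000 genes with the highest mean CPM (-1.70, p = 0.00852), or without shScramble replicate 2 (-1.495, p = 0.0399), from the same permutation test. Without each of the other 5 libraries it was -1.35 to -1.04 and did not pass (p up to 0.378 from the same permutation test), and camera with an estimated correlation gave p = 0.147 for the list. With no filter on low counts it was 0.86 (p = 0.715 from the same permutation test). From the enrichment, the paper states that the senescence signal was activated, and with its measurements of SASP mRNA, SA-β-gal and cell cycle proteins it proposes that KRT19 knockdown induced senescence of NSCLC cells.

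**Figure D2:**
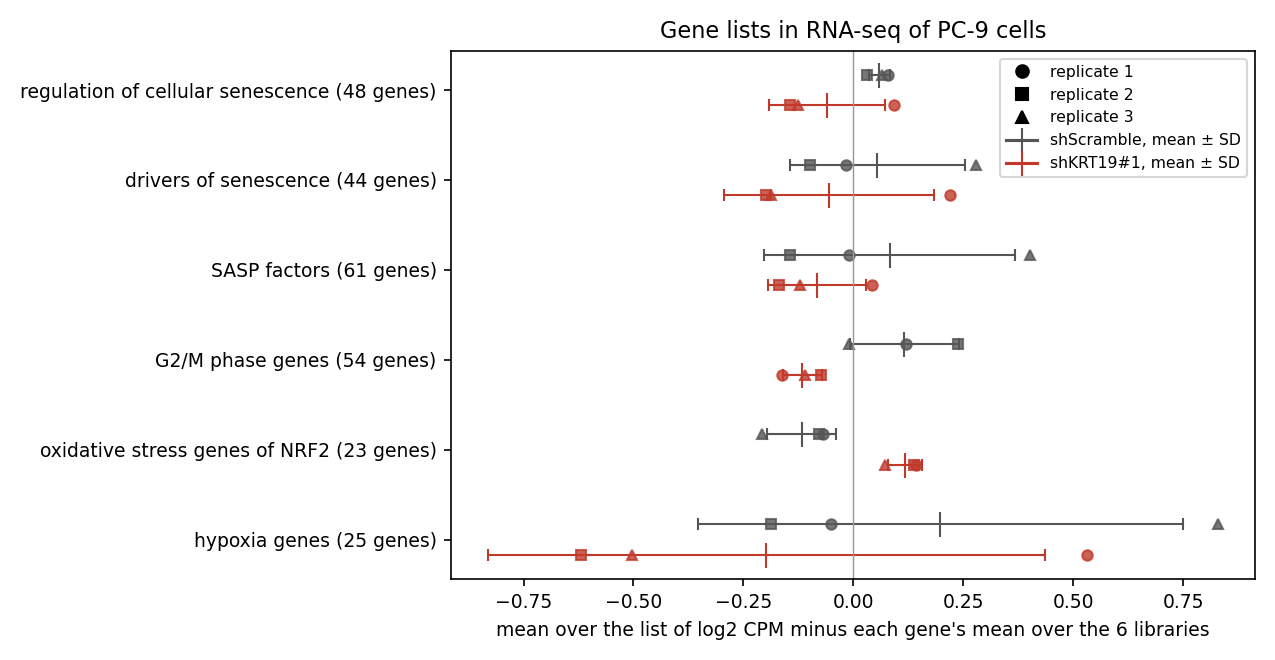
Mean log2 level of 6 gene lists in each library, relative to the mean over the 6 libraries, for shScramble and shKRT19#1 replicates 1 to 3. The list means of G2/M phase genes lie lower in all 3 shKRT19#1 libraries than in all 3 shScramble libraries, and the hypoxia list is highest in shScramble replicate 3 (0.83) and shKRT19#1 replicate 1 (0.53).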

Senescent cells display SASP through secreting pro-inflammatory factors, cytokines and chemokines [31, 38]. Both inhibiting KRT19 by 2-DG and oxamate or silencing of KRT19 using shRNAs led to enlarged morphologic changes, remarkably upregulated the SASP factors *IL1B*, *IL6* and *CXCL8* mRNA expression and facilitated the accumulation of senescence-associated β-galactosidase (SA-β-gal) in PC-9 cells, indicating a rise in the number of senescent cells (Fig. 4B-C, Figure S4). Cellular senescence suppresses tumorigenesis by stably arresting proliferation [38]. Immunoblot and flow cytometric analysis showed that KRT19 knockdown could significantly downregulate proliferation-related CDK1, CDK6 and Cyclin D1 protein expression, which resulted in cell cycle arrest in G1 phase (Fig. 4D-E), supporting the notion that KRT19 knockdown induced cellular senescence of NSCLC. On the other side, we also overexpressed KRT19 in A549 cells by lentiviral particles and performed RNA-seq (GEO accession number: GSE298926) in EV or KRT19-overexpressing A549 cells. GSEA and KEGG analysis ensured that overexpression of KRT19 led to the activation of cell cycle pathway (Figure S5). Consistently, RT-PCR and SA-β-gal staining assays showed lower *CDKN2A*, *IL6* and *CXCL8* mRNA expression and decreased SA-β-gal intensity in KRT19-overexpressing A549 cells compared with corresponding control under hydrogen peroxide stimuli (Fig. 4F-G). Moreover, KRT19 could remarkably upregulate CDK1, CDK6 and Cyclin D1 protein expression and promote cell cycle transition from G1 to S phase in A549 cells (Fig. 4H-I).

Taken together, our data indicated that KRT19 promotes NSCLC progression by overriding cellular senescence.

**Fig. 4:**
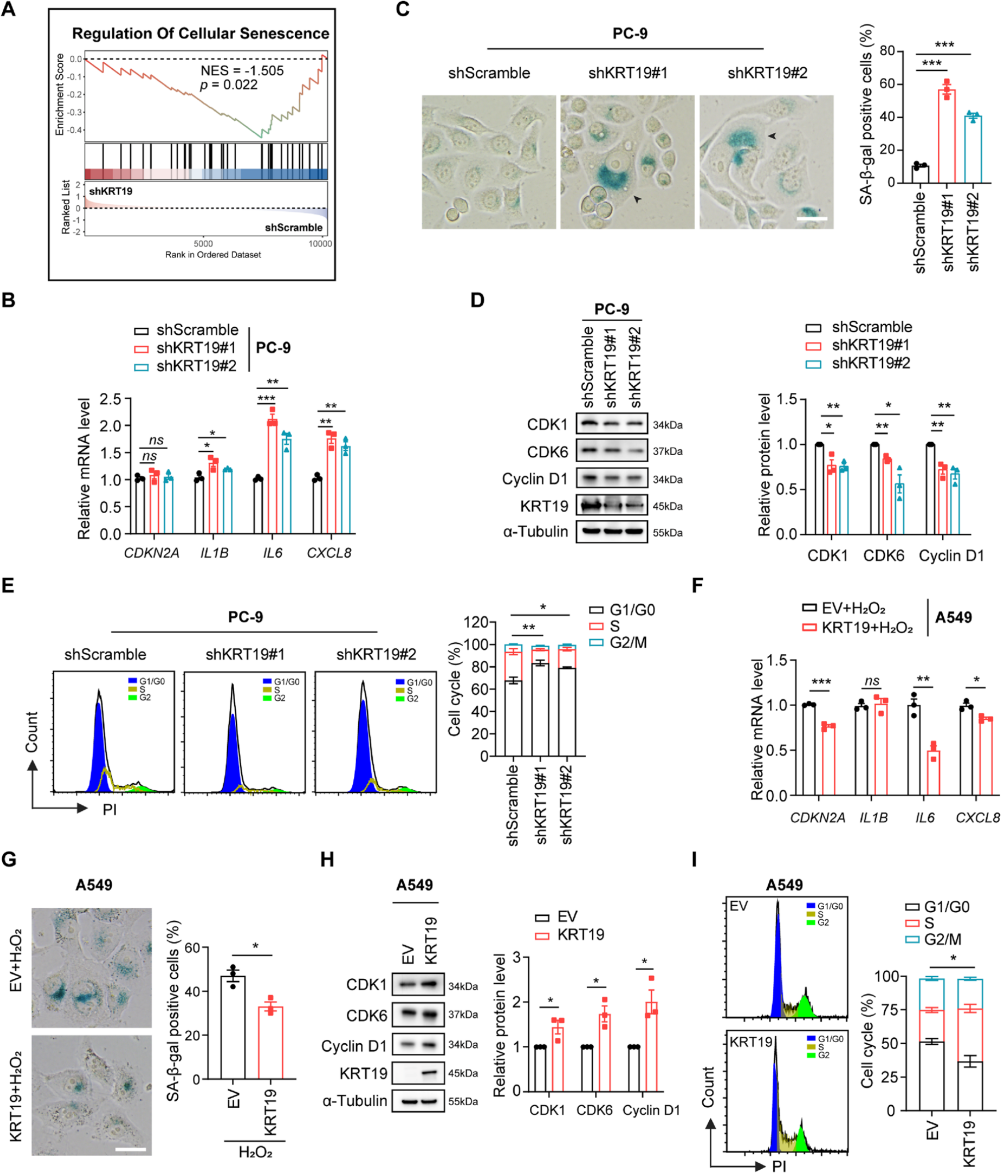
KRT19 suppresses cell senescence to promote NSCLC growth **A** RNA-seq (GSE299060) was performed in PC-9 cells transduced with scramble shRNA lentivirus (shScramble) or KRT19 shRNA lentivirus (shKRT19#1). GSEA plot evaluating cellular senescence in PC-9 cells (shScramble, shKRT19#1) **B** PC-9 cells were transduced with scramble shRNA lentivirus (shScramble) or KRT19 shRNA lentivirus (shKRT19#1, shKRT19#2). *CDKN2A*,* IL1B*,* IL6* and *CXCL8* mRNA expression in PC-9 cells (shScramble, shKRT19#1, shKRT19#2) was measured by RT-PCR **C** SA-β-gal accumulation in PC-9 cells (shScramble, shKRT19#1, shKRT19#2) was determined by SA-β-Gal Staining Kit. The arrow indicates the enlarged morphologic changes in senescent cells. Scale bar, 10 μm **D** CDK1, CDK6, Cyclin D1 and KRT19 protein levels in PC-9 cells (shScramble, shKRT19#1, shKRT19#2) were measured by immunoblot **E** Flow cytometric analysis of cell cycle in PC-9 cells (shScramble, shKRT19#1, shKRT19#2) using propidium iodide (PI) staining, and the percentage of cells in S phase was compared **F** A549 cells transduced with KRT19-overexpressing lentiviral vector (KRT19 group) or control empty vector (EV group) were treated with hydrogen peroxide (H_2_O_2_, 100 µM) for 24 h, *CDKN2A*,* IL1B*,* IL6* and *CXCL8* mRNA levels of A549 cells (EV, KRT19) were measured by RT-PCR **G** A549 cells transduced with KRT19-overexpressing lentiviral vector (KRT19 group) or control empty vector (EV group) were treated with hydrogen peroxide (H_2_O_2_, 50 µM) for 24 h. SA-β-gal staining of A549 cells (EV, KRT19) was shown. Scale bar, 10 μm **H** CDK1, CDK6, Cyclin D1 and KRT19 protein levels in A549 cells (EV, KRT19) were measured by immunoblot **I** Flow cytometric measurement of cell cycle in A549 cells (EV, KRT19) using propidium iodide (PI) staining, and the percentage of cells in S phase was compared. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test (B-I). *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant. The experiments (B-I) were repeated three times

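In 9 of the 10 splits of the 6 libraries into 3 and 3, the real one included, limma's camera with its preset correlation called at least 7 lists. The real split called 7 and the highest other 15, so the number of list calls does not set the real groups apart. Genes of the G2/M phase of the cell cycle fell as a list in shKRT19#1 cells: of 54 tested, 38 lay below 0 and 16 above. Their mean log2 fold change was -0.23 (adjusted p = 9.16e-05 from limma's camera with its preset correlation, 0.862 with an estimated correlation and 0.342 from limma's fry). ANLN, an actin-binding protein of the cleavage furrow, was at 151 ± 30 CPM in shScramble and 81.2 ± 6.1 CPM in shKRT19#1 (SD, n = 3 each) and was the only member that passed when adjusted over the list alone. None passed over all genes in edgeR and 4 were lower in DESeq2, among them the kinetochore motor gene CENPE (log2 fold change -1.14). The proliferation marker gene MKI67 had a log2 fold change of -0.30 (standard error 0.13). The antioxidant genes activated by NRF2 rose as a list, with 21 of 23 members above 0 and a mean of 0.24 (adjusted p = 2.50e-06 from limma's camera, 0.706 with an estimated correlation and 0.0839 from limma's fry). Adjusted over the list alone, 5 of them passed: AKR1B10 (log2 fold change 0.77), GCLC (0.58), which makes the rate-limiting enzyme of glutathione synthesis, AKR1C1 (0.49), SRXN1 (0.58) and OSGIN1 (0.65), against 0 over all genes in edgeR and 4 in DESeq2.
The 19 genes of MHC class I antigen presentation also rose as a list (mean 0.21, 16 above 0, adjusted p = 0.00427 from limma's camera; adjusted p = 0.862 with an estimated correlation), with HLA-C and HLA-B past the test when adjusted over the list alone and in DESeq2. The exons of both overlap other genes, as do those of ANLN and CCND1. HLA-B and HLA-C also overlap each other in position, on the minus strand of chromosome 6. Whether they share reads was not tested. HLA-C was at 245 ± 22 CPM in shScramble and 367 ± 3 CPM in shKRT19#1 (SD, n = 3 each). Nuclear genes of the respiratory chain (48 tested, 44 above 0) rose by a mean of 0.11 (adjusted p = 0.000401 from limma's camera; adjusted p = 0.862 with an estimated correlation), although shKRT19#1 replicate 1 (-0.08) lay with the shScramble libraries (-0.08 to -0.03). Proteasome subunits (36 tested, 27 above 0) had a mean of 0.12 (adjusted p = 0.0135 from limma's camera; adjusted p = 0.862 with an estimated correlation), with shKRT19#1 replicate 1 at -0.16, the lowest of the 6 libraries. The 13 mitochondrially encoded genes had a mean of 0.24 (12 above 0, adjusted p = 0.00427 from limma's camera; adjusted p = 0.862 with an estimated correlation) and stood lowest in shScramble replicate 3 (-0.48). Hypoxia-induced genes (25 tested, 21 below 0) had a mean of -0.35 (adjusted p = 0.0252 from limma's camera; adjusted p = 0.862 with an estimated correlation), and were highest in shScramble replicate 3 (0.83) and shKRT19#1 replicate 1 (0.53). No member of these 4 lists passed in edgeR, over all genes or adjusted over the list alone, or in DESeq2.
Of the 28 tested cyclins, CDKs and their inhibitors, CDKN2C alone passed in edgeR, over all genes and adjusted over the list alone. The log2 fold change of mRNA was -0.15 (standard error 0.16) for CDK1, -0.33 (0.19) for CDK6 and 0.24 (0.29) for CCND1, which encodes Cyclin D1. The paper's lower levels of these are of protein, by immunoblot, which mRNA does not test. The list mean was 0.07 (adjusted p = 0.434 from limma's camera). In the list of 43 S phase genes, which had a mean of 0.07 (adjusted p = 0.156 from limma's camera), the helicase subunit gene MCM6 (log2 fold change 0.71) passed when adjusted over the list alone and in DESeq2.
The list calls ended without shKRT19#1 replicate 1 for G2/M (mean -0.22, adjusted p = 0.114), antigen presentation (0.15, 0.146) and mitochondrially encoded genes (0.21, 0.163), all by limma's camera. They ended without shScramble replicate 3 for mitochondrially encoded (0.08, 0.291), proteasome (0.08, 0.147) and hypoxia genes, whose mean became 0.06 (0.971). Without shKRT19#1 replicate 2 or 3 the calls ended for hypoxia (-0.17, 0.264 and -0.19, 0.162) and proteasome genes (0.07, 0.195 and 0.05, 0.303), by the same limma test. So did that for hypoxia with library totals alone (-0.39, 0.0898) and that for proteasome genes with DESeq2 (0.11, 0.06).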

### KRT19 reduces p53-dependent transcription of p21 and impairs p21 protein stability

To gain insights into the mechanism underlying the connection between KRT19 and NSCLC cell senescence, we jointly analyzed RNA-seq data (GEO accession number: GSE298926) and CellAge database [45] and noticed that overexpression of KRT19 significantly inhibited the level of the cell cycle inhibitor p21, the well-known gene associated with cell senescence (Fig. 5A-B). Meanwhile, we also found that knockdown of KRT19 remarkably upregulated the p21 mRNA and protein expression in PC-9 cells (Fig. 5C-D). It’s known that p53 transcriptionally activates p21, which plays important roles in cell growth arrest [46]. Immunoblot and ChIP-PCR showed that silencing of KRT19 led to an increased p53 level in NSCLC cells and significantly enhanced p53 binding to the *CDKN1A* promoter in PC-9 cells compared to controls (Fig. 5D-E). Interestingly, knockdown of KRT19 could still induce p21 expression in PC-9 cells bearing silencing of p53 (Fig. 5F), suggesting that KRT19 might also regulate p21 expression in a p53-independent pathway. Post-translational modification is crucial for protein expression. We found that KRT19 knockdown notably stabilized p21 but not p53 protein as compared to control (Fig. 5G), further suggesting that KRT19 could inhibit p21 expression by impairing its stability.

Altogether, these data demonstrated that KRT19 inhibits p21 expression in both p53-dependent and p53-independent manners.

**Fig. 5:**
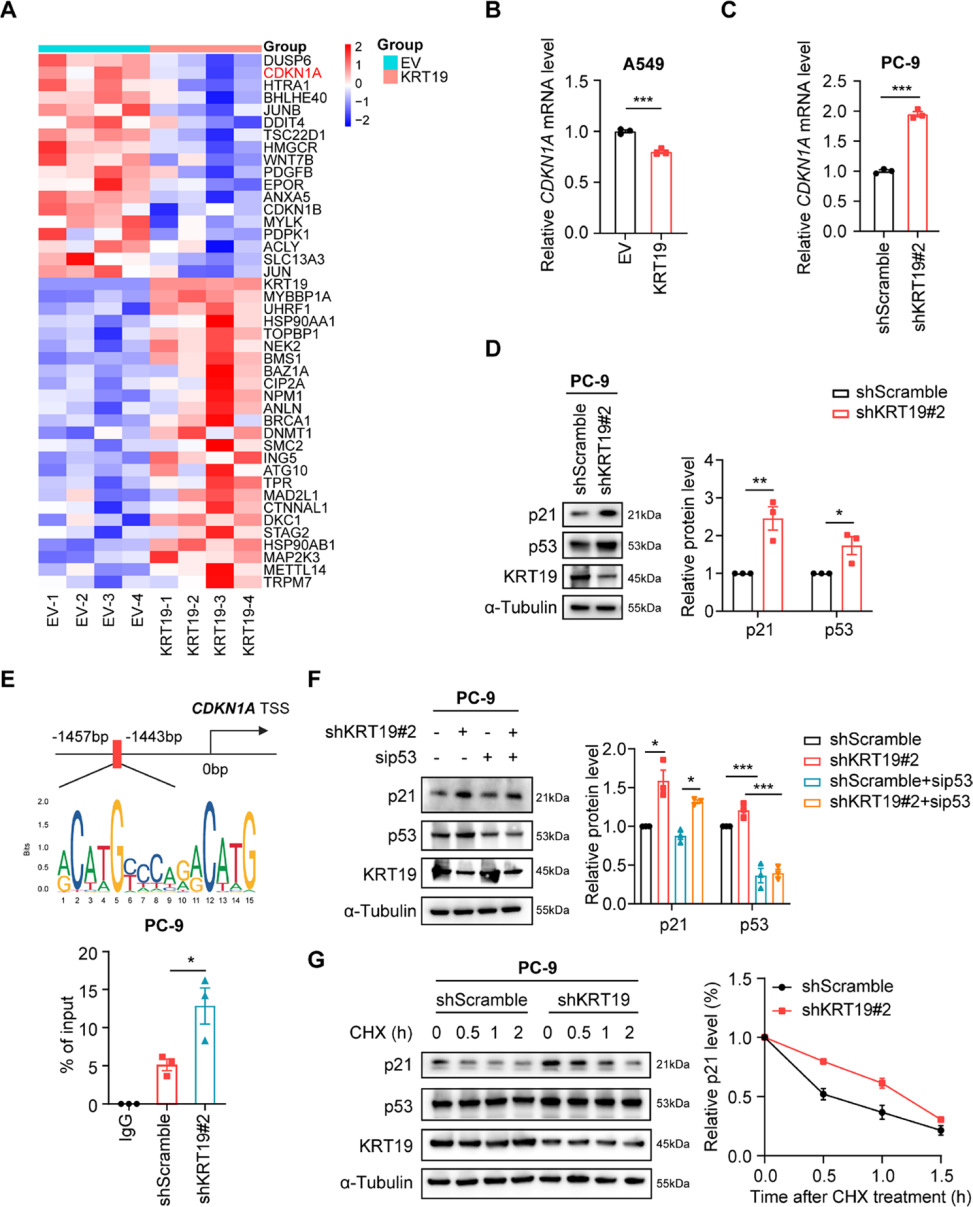
KRT19 reduces p53-dependent transcription of p21 and impairs p21 protein stability **A** Integrated analysis was performed between RNA-seq data of A549 cells (GSE298926) and the CellAge database. Heatmap visualizing differentially expressed genes related to cellular senescence was shown (*p* < 0.05) **B-C** *CDKN1A* mRNA expression in A549 (EV, KRT19, B) and PC-9 cells (shScramble, shKRT19#2, C) was measured by RT-PCR **D** The protein levels of p21, p53 and KRT19 in PC-9 cells (shScramble, shKRT19#2) were determined by immunoblot **E** The binding status of p53 in *CDKN1A* promoter region in PC-9 cells (shScramble, shKRT19#2) was measured by ChIP-PCR. TSS: transcription start site **F** PC-9 cells were transduced with shKRT19 lentivirus (shKRT19#2) or transfected with p53 siRNA (sip53) for 48 h. p21, p53 and KRT19 protein levels were measured by immunoblot **G** p21, p53 and KRT19 protein levels in PC-9 cells (shScramble, shKRT19#2) treated with cycloheximide (CHX, 15 µg/mL) for the indicated time were measured by immunoblot (left), and quantitation of p21 protein levels based on band intensity was shown (right). Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test (B-E) or one-way ANOVA (F). *p < 0.05; **p < 0.01; ***p < 0.001. The experiments (B-G) were repeated three times

### KRT19 interacts with MYH9 and induces its expression to facilitate p21 ubiquitination at K16

To mechanistically clarify how KRT19 regulates p21 protein stability in NSCLC cells, we focused on the potential proteins interacted with KRT19 in NSCLC cells using immunoprecipitation (IP) coupled with mass spectrometry (Fig. 6A-C), among which MYH9 showed high affinity enrichment and has been found to be dysregulated and oncogenic in many cancers [47–50]. In the Co-IP experiments, we further confirmed KRT19 interacted with MYH9 in NSCLC cells (Fig. 6D-E). Consistently, we also detected the colocalization of KRT19 and MYH9 occurs abundantly in the cytoplasm using immunofluorescence (Fig. 6F-I). In addition, immunoblot analysis found that overexpression of KRT19 significantly upregulated the level of MYH9 while KRT19 knockdown led to reduced MYH9 expression in NSCLC cells (Fig. 6J-K). These data indicated that KRT19 interacts with MYH9 and induces its expression.

**Fig. 6:**
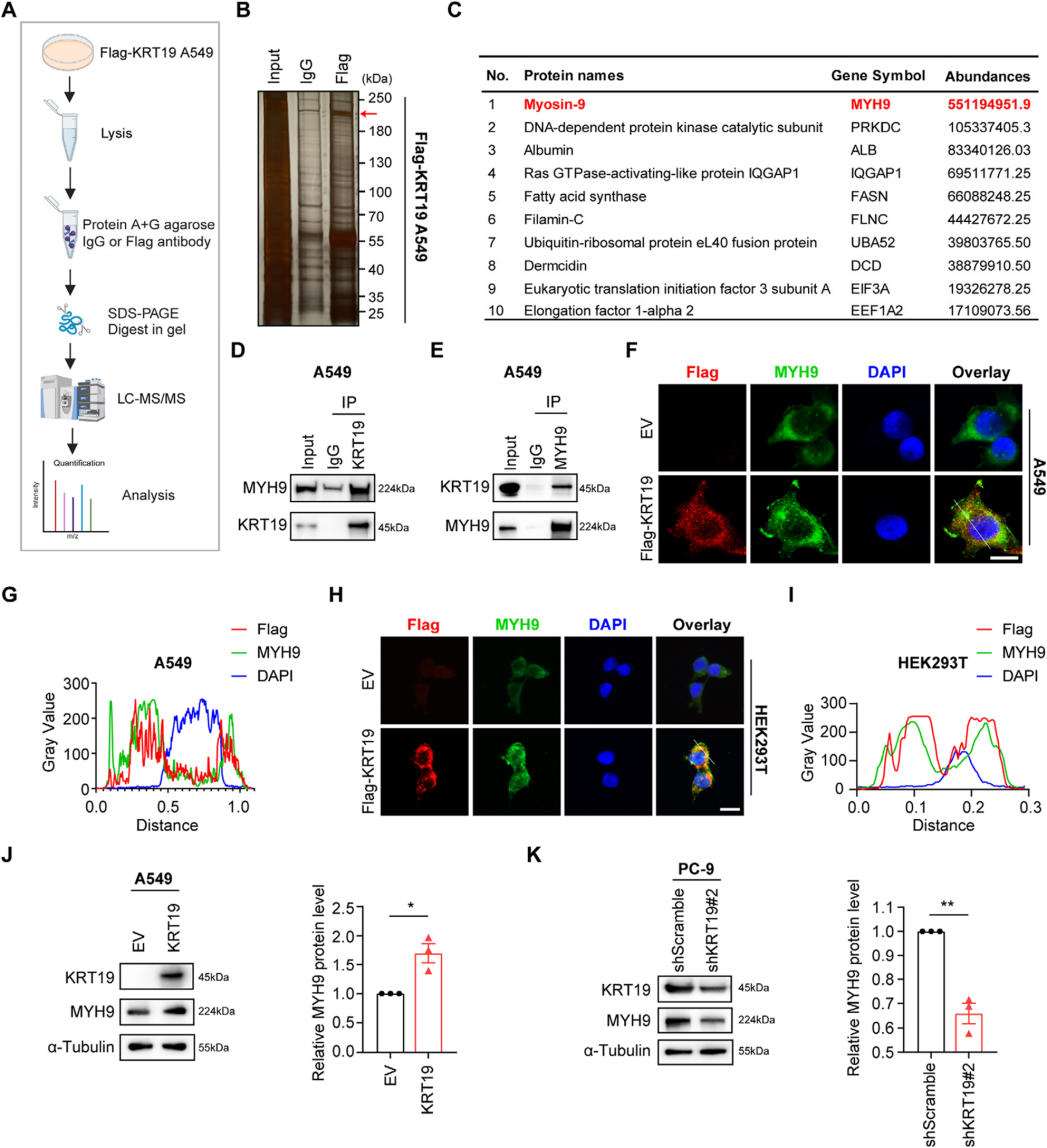
KRT19 interacts with MYH9 and induces its expression **A** Schematic representation of experimental setup for identifying KRT19-interacting proteins **B** Representative SDS-PAGE separation and silver staining of protein lysates from Flag-KRT19-overexpressing A549 cells immunoprecipitated with anti-Flag or control IgG **C** List of potential KRT19-binding proteins identified by mass spectrometry **D-E** The interaction of endogenous KRT19 and MYH9 in A549 cells was determined by Co-IP **F-I** A549 (F-G) and HEK293T cells (H-I) were transfected with MYH9-overexpressing plasmid and transduced with Flag-KRT19 lentivirus (Flag-KRT19 group) or control empty vector (EV group). Representative immunofluorescence images of A549 (F) and HEK293T cells (H), and co-localization analysis of Flag and MYH9 in Flag-KRT19 A549 (G) and HEK293T cells (I) were shown. Scale bar, 10 μm **J-K** KRT19 and MYH9 protein levels in different groups of A549 cells (J) and PC-9 cells (K) were measured by immunoblot. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test (J-K). *p < 0.05; **p < 0.01. The experiments were repeated two (A-C) or three times (D-K)

MYH9 could interfere protein stability in various types of cancers [51]. We have found that KRT19 could inhibit p21 expression by impairing its stability (Fig. 5G), to identify whether KRT19 induced p21 degradation via MYH9, we employed a cycloheximide (CHX) chasing assay and found that knockdown of MYH9 markedly promoted the stabilization of p21 protein (Fig. 7A). Immunoblot further showed that MG132 treatment significantly promoted p21 protein accumulation and partially abolished the elevated expression of p21 in PC-9 cells bearing knockdown of KRT19 or MYH9 (Fig. 7B, Figure S6A), suggesting that the regulation of p21 protein stability by KRT19/MYH9 axis relies on the ubiquitin-proteasome pathway. To be consistent, Co-IP assay discovered that either KRT19 or MYH9 knockdown significantly blocked the ubiquitination of p21, and overexpression of KRT19 or MYH9 produced the opposite results (Fig. 7C-D, Figure S6B-C). Moreover, silencing of MYH9 weakened the effect of KRT19 on the ubiquitination of p21 (Fig. 7E), further indicating that KRT19 regulates p21 protein stability through MYH9-mediated ubiquitin-proteasome degradation. In addition, we recognized K16, K75 and K154 of p21 as the potential ubiquitination sites using GPS-Uber (Fig. 7F-G). Exogenous Co-IP, multiple sequence alignment and WebLogo analysis indicated that K16 is a strictly conserved residue of p21, mutant of which could prompt the disassembly of ubiquitin and p21, while K75R and K154R mutant was ubiquitinated indistinguishably to that of wild-type protein (Fig. 7H-J). These findings demonstrated that KRT19 interacts with MYH9 to facilitate p21 ubiquitination at K16.

We next investigated the regulatory function of KRT19/MYH9 axis on cellular senescence. In NSCLC cells, MYH9 knockdown led to SA-β-gal accumulation and remarkably upregulated the mRNA expression of *CDKN2A*, *IL1B*,* IL6* and *CXCL8* in PC-9 cells (Figure S7A-B). Consistently, under hydrogen peroxide-induced senescence condition, MYH9-overexpressing A549 cells showed decreased SA-β-gal intensity and lower *CDKN2A*, *IL1B*,* IL6* and *CXCL8* mRNA levels compared with control group (Figure S7C-D). Furthermore, rescue experiments were performed by overexpressing MYH9 in KRT19-depleted PC-9 cells. Immunoblot and β-gal staining found that MYH9 overexpression partially reversed KRT19 knockdown-induced p21 upregulation and β-gal accumulation (Fig. 7K-L), implying that MYH9-mediated p21 ubiquitination contributes to KRT19 deficiency-induced NSCLC cellular senescence.

**Fig. 7:**
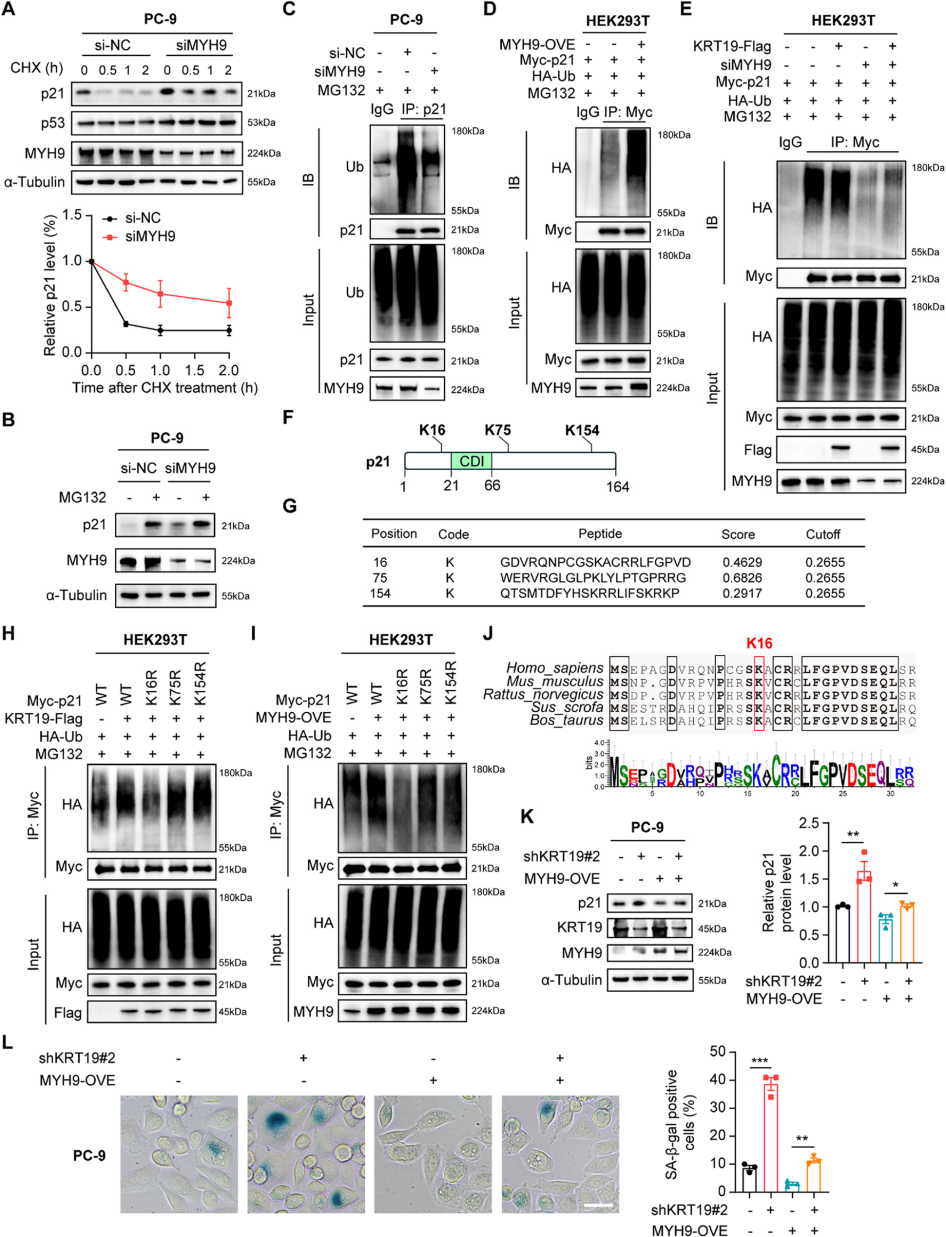
KRT19 facilitates p21 ubiquitination at K16 via MYH9 **A** PC-9 cells were transfected with MYH9 siRNA (siMYH9) or control siRNA (si-NC). The protein levels of p21, p53 and MYH9 in PC-9 cells (si-NC, siMYH9) treated with CHX (15 µg/mL) for the indicated time were measured by immunoblot (Top), and quantitation of p21 protein levels based on band intensity was shown (bottom) **B** p21 and MYH9 protein expression in PC-9 cells (si-NC, siMYH9) treated with or without MG132 (20 µM) for 4 h was determined by immunoblot **C** Co-IP analysis of the interaction between p21 and ubiquitin (Ub) in PC-9 cells (si-NC, siMYH9) treated with MG132 (20 µM) for 4 h **D** HEK293T cells were co-transfected with Myc-p21, HA-Ub and MYH9-overexpressing (MYH9-OVE) plasmids or control plasmid. Co-IP analysis of the interaction between Myc-p21 and HA-Ub in different groups of HEK293T cells treated with MG132 (20 µM) for 4 h **E** Control or Flag-KRT19-overexpressing (Flag-KRT19) HEK293T cells were co-transfected with siMYH9 or si-NC, Myc-p21 and HA-Ub plasmids. **F-G** Prediction of ubiquitination sites of p21 protein using GPS-Uber **H-I** KRT19-Flag-OVE (H) or MYH9-OVE (I) HEK293T cells were co-transfected with HA-Ub and Myc-p21 (WT, K16R, K75R, K154R). The interaction between Myc-p21 and HA-Ub was determined by Co-IP after treatment with MG132 (20 µM) for 4 h **J** Sequence comparison around the K16 residue (red) of the p21 homologue in different species **K-L** PC-9 cells were transduced with shKRT19#2 or transfected with MYH9-OVE plasmid for 48 h. p21, KRT19, MYH9 protein expression levels (K) and SA-β-gal staining (L) of different groups of PC-9 cells were shown. Scale bar, 10 μm. Data are shown as mean ± S.E.M. and analyzed by one-way ANOVA (K-L). *p < 0.05; **p < 0.01; ***p < 0.001. The experiments (A-E, H-I, K-L) were repeated three times

### Elevated KRT19 is positively linked with poor prognosis in NSCLC patients

We next identified the clinical significance of H3K18la/KRT19/p21 signaling in clinical NSCLC. Based on TCGA database, we found that NSCLC exhibited higher KRT19 expression than control group (Fig. 2B-C), and p21 levels were notably lower in NSCLC tissues compared with normal control (Figure S8). Then, we systematically identified the levels of H3K18la/KRT19/p21 by immunohistochemistry in a cohort of 47 NSCLC patients. Immunohistochemical analysis showed that H3K18la and KRT19 levels were significantly elevated, but p21 expression was decreased in clinical NSCLC specimens compared with adjacent normal tissues (Fig. 8A-D). Moreover, KRT19 expression was positively associated with H3K18la and negatively correlated to p21 expression levels in NSCLC tissues (Fig. 8E-F). In addition, we performed Kaplan-Meier survival analysis in Kaplan-Meier Plotter and illustrated that tumor KRT19 expression was positively correlated to poor prognosis in NSCLC patients, suggesting that KRT19 might serve as an indicator for overall survival of NSCLC patients (Fig. 8G).

These data further supported the notion that H3K18la/KRT19/p21 signaling plays a crucial role in tumor progression and prognosis of NSCLC patients.

**Fig. 8:**
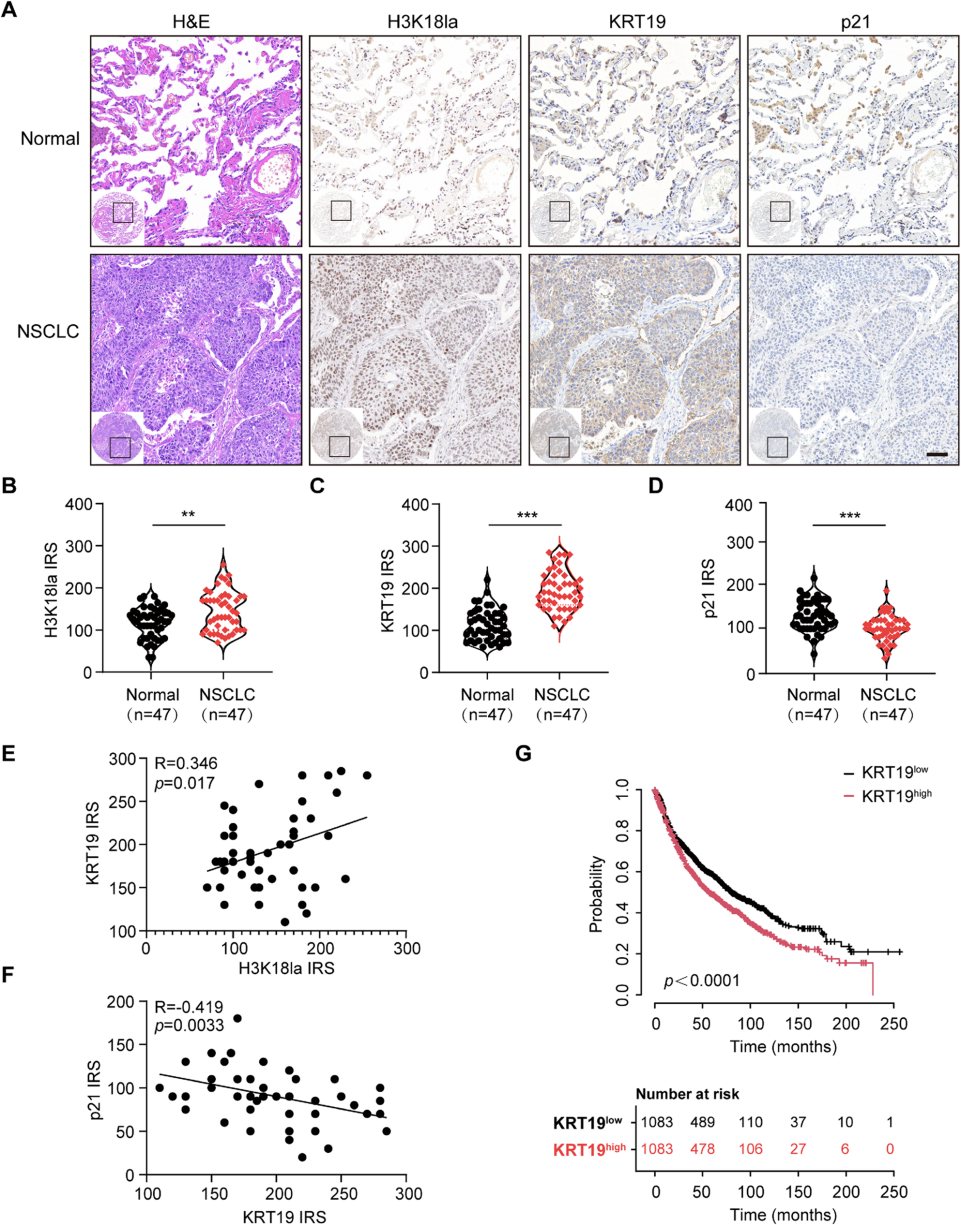
Elevated KRT19 is positively linked with poor prognosis in NSCLC patients **A-D** Representative H&E and IHC staining (A) and immunoreactive score (IRS) of H3K18la (B), KRT19 (C) and p21 (D) in clinical NSCLC tissues (*n* = 47) and normal control tissues (*n* = 47). Scale bar, 50 μm **E-F** Correlation between H3K18la and KRT19 (E), KRT19 and p21 (F) in NSCLC tissues (*n* = 47) **G** Kaplan-Meier survival analysis of NSCLC patients according to tumor KRT19 expression in Kaplan-Meier Plotter (Top). The number of NSCLC patients (KRT19^low^, KRT19^high^) at risk corresponding to each time point was shown (bottom). Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test (B-D). **p < 0.01; ***p < 0.001

### Silencing of KRT19 enhances anti-PD-1 immunotherapy efficiency in a NSCLC xenograft model

Remodeling the TIME via the SASP is key to representing an emerging immunotherapeutic paradigm, which is critical to explore the next generation of cancer therapeutics [40]. Hypothesizing that SASP reprogramming with KRT19 knockdown in NSCLC cells might benefit anti-PD-1 immunotherapy, we stably silenced Krt19 using lentiviral particles in LLC cells and subcutaneously injected control or Krt19-knockdown LLC cells into the C57BL/6J mice, followed by treatment with anti-PD-1 (200 µg) or control IgG every three days (Fig. 9A-B). Combination of Krt19 knockdown in LLC and anti-PD-1 immunotherapy remarkably attenuated tumor growth compared with all other groups (Fig. 9C). Immunohistochemical analysis showed that the percentage of Ki-67-positive cells was significantly decreased in Krt19-knockdown xenografts treated with anti-PD-1 compared to therapeutic blockade of PD-1 alone (Fig. 9D).

To assess the TIME landscape reprogrammed by SASP, we firstly compared the infiltration of 22 immune cells between KRT19^high^ and KRT19^low^ NSCLC tissues obtained from TCGA database, and intratumoral CTLs infiltration was significantly restrained in NSCLC tissues with higher KRT19 expression (Figure S9A-B). XCELL analysis [52] further identified a negative correlation between intratumoral CTLs infiltration level and tumor KRT19 expression in NSCLC (Fig. 9E-F). Moreover, immunofluorescence assay also showed that tumor-infiltrating CTLs number was significantly higher in shKrt19 group compared with shScramble group (Figure S9C). Then, we investigated the effect of Krt19 inhibition and anti-PD-1 immunotherapy on tumor-infiltrating CTLs. Flow cytometric analysis showed that Krt19 knockdown in LLC promoted IFN-γ and Granzyme B (GzMB) levels in tumor-infiltrating CTLs, indicating the in vivo importance of KRT19-mediated cellular senescence in TIME reprogramming, while intervention of Krt19 in NSCLC and anti-PD-1 could synergistically enhance the IFN-γ and GzMB production in intratumoral CTLs (Fig. 9G-I).

In summary, these data verified that KRT19 knockdown enhances anti-PD-1 immunotherapy efficiency by potentiating stronger anti-tumor responses of tumor-infiltrating CTLs.

**Fig. 9:**
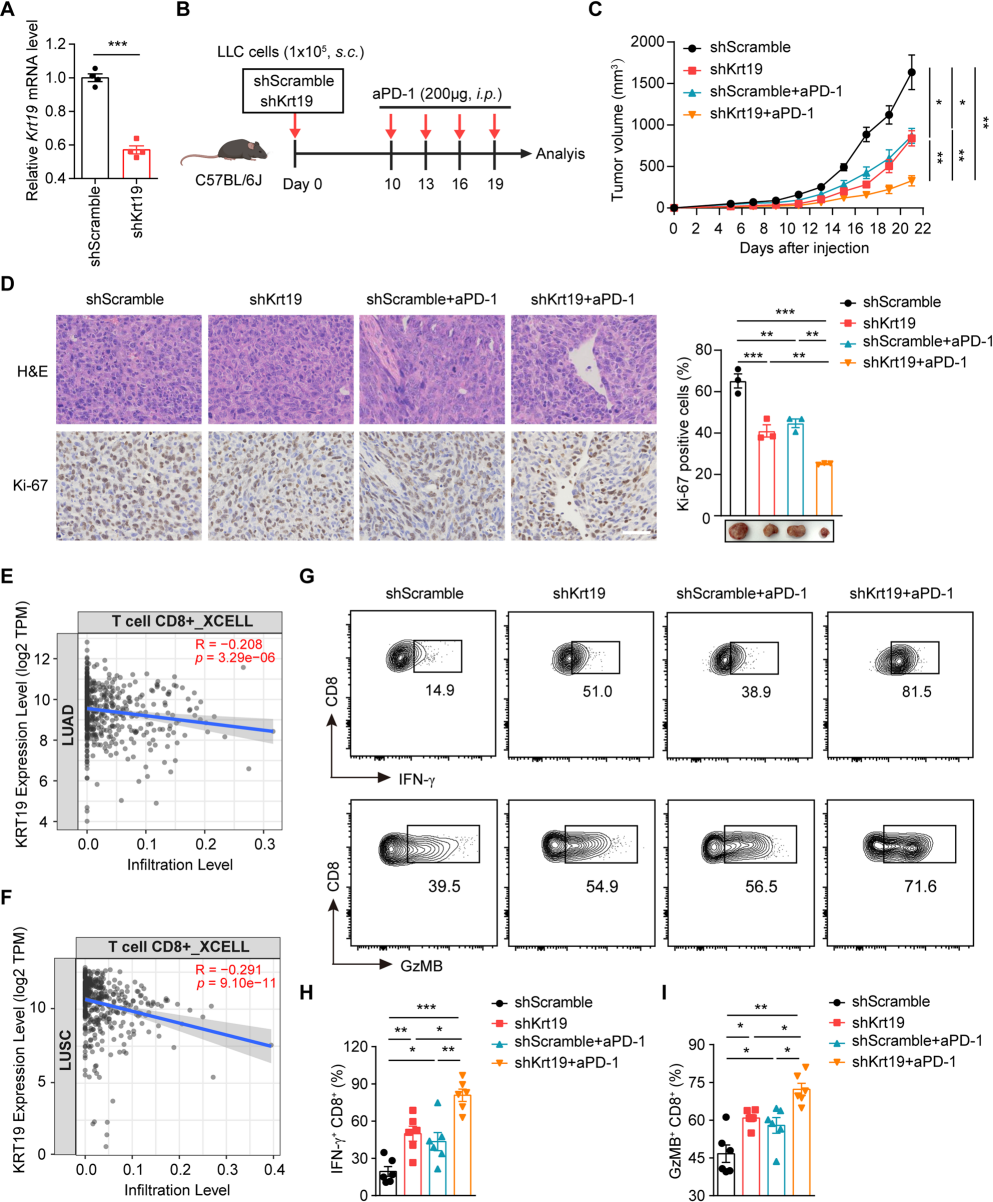
Silencing of KRT19 enhances anti-PD-1 immunotherapy efficiency in a NSCLC xenograft model **A** Stable knockdown of Krt19 in LLC cells was determined by RT-PCR **B-D** C57BL/6J mice (5 weeks of age, female) were subcutaneously (*s.c.*) injected with 1 × 10^5^ LLC cells. After 10 days, mice were intraperitoneally (*i.p.*) treated with anti-PD-1 (200 µg) or IgG every third day **B** Flowchart of in vivo experiment **C** Tumor growth curves were shown (*n* = 6) **D** IHC analysis of Ki-67-positive cells in LLC tumors (*n* = 3) and representative images of tumors subjected to various treatments were shown. Scale bar, 50 μm **E-F** Pearson correlation between immune infiltration level and KRT19 expression in lung adenocarcinoma (LUAD, E) and lung squamous cell carcinoma (LUSC, F) calculated by XCELL **G-I** Flow cytometric analysis of IFN-γ^+^ (G, H) and GzMB^+^ (G, I) CTLs isolated from tumor tissues within different groups (*n* = 6). Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test (A), two-way ANOVA (C) or one-way ANOVA (D, H-I). *p < 0.05; **p < 0.01; ***p < 0.001

## Discussion

Cancer cells are metabolically heterogeneous and produce chromatin-modifying metabolites including lactate [53, 54]. In our study, we demonstrated that lactate directly accelerates NSCLC progression, blockade of which could remarkably induce senescence of NSCLC cells. Lactate-derived Kla, a newly identified PTM, mediates tumor progression through histone modification in various cancers [55–57]. For example, lactate has been acquainted to drive senescence-resistant hepatocellular carcinoma through lactylation of histone H2B at K58 on N-myc downstream-regulated gene 1 (NDRG1) [55]. In LUAD, LKB1 decreased histone H4 Lys8 and Lys16 lactylation to inhibit telomerase activity and thus induced cellular senescence [57]. Here, we detected increased H3K18la level in NSCLC, which activated downstream target KRT19 to resist senescence of NSCLC cells, further highlighting the significance of histone lactylation in NSCLC progression.

Upon p53 activation, cyclin-dependent kinase inhibitor p21 stimulates the retinoblastoma protein (RB) to inactivate E2F complexes, consequently resulting in cell cycle arrest [46]. Our study demonstrated that lactate-derived H3K18la transcriptionally activates KRT19 to inhibit p21 expression by downregulating p53, describing a novel regulatory mechanism of lactate in dictating the transcription of p21. *Zong* et al. discovered that alanyl-tRNA synthetase 1 (AARS1) mediated p53 lactylation at the K120 and K139 residues and hindered its liquid-liquid phase separation, DNA binding, and transcriptional activation of p21 [15], which is consistent with our notion that lactate is a natural inhibitor of the p53-p21 axis and senescence of tumor cells. On the other side, it becomes apparent that p21 could be regulated by alternative signaling pathways that are independent of p53. Ubiquilin 4 (Ubqln4) interacts with E3 ubiquitin ligase RING-type zinc-finger protein 114 (RNF114) to stabilize p21 by attenuating proteasomal degradation of p21 [58]. We revealed that KRT19 binds to MYH9 and induces its expression to facilitate ubiquitination and proteasomal degradation of the p21 without affecting p53 stability, establishing a novel epigenetic mechanism interlinking metabolic remodeling to cellular senescence.

Accumulating evidence has shown that KRT19 is abnormally expressed and correlates to poor prognosis in various cancers. Mechanistically, KRT19 regulates cancer cell properties, especially the reprogramming of cancer stem cells by mediating β-catenin [59], glycogen synthase kinase-3 (GSK3β) [21] et al. In the study herein, we found that KRT19 overexpression significantly prevents cellular senescence and exhibits oncogenic activity in NSCLC via MYH9-dependent ubiquitination of p21 at K16, revealing an unconventional role of KRT19 in dictating tumor cell fate. Cell-fate determination has evolved to be highly resilient to various perturbations [60]. In breast cancer, KRT19 is found to mediate cell cycle arrest, a typical characteristic of senescence by physically interacting with GSK3β and thus restrain GSK3β-dependent degradation of cyclin D3 [61]. MYH9 can also interact with GSK3β and facilitate GSK3β ubiquitination and degradation to favor cancer stemness properties in hepatocellular carcinoma [51], illustrating that KRT19/MYH9 may coordinate cell fate specification via orchestrating regulatory hubs with GSK3β. Comprehensive and integrated unraveling the intricate crosstalk and the dynamic molecular regulatory network of KRT19/MYH9 complex in dictating cell properties among different tumor types is of interest and needs further investigation.

During tumor initiation and progression, cellular senescence induces persistent cell cycle arrest, enhances immune clearance and finally avoids malignant expansion of cancer cells [62–65]. In the study herein, we found that tumor cell-intrinsic KRT19 deficiency results in cell cycle arrest in G1 phase and the accumulation of SA-β-gal, thus directly suppressing NSCLC progression ultimately. In addition, phenotypic shifts in immune cells regulated by cellular senescence can develop an immunosuppressive tumor microenvironment, which influences immune responses and treatment efficiency [66]. Therefore, specific induction of senescence in tumor cells, or the elimination of senescent cells by pharmacological interventions is gaining consideration in tumor treatment field [67–69]. Following the criterion, we identified KRT19 is highly expressed in NSCLC but not normal tissues, targeting of which not only induces NSCLC cell senescence, but also enhances the function of tumor-infiltrating CTLs and synergistically represses NSCLC progression when combining with anti-PD-1. Given that targeting senescent cells with senotherapies is postulated as a novel cancer treatment therapy, among which “one-two punch” strategy is intended to amplify the benefits of senescence induction and lessen related detrimental consequences [70]. In the future, high throughput screening and identifying KRT19 inhibitors and combining them with senotherapies might be a promising therapeutic strategy for the intervention of NSCLC and other tumors.

## Conclusions

In this study, we discovered that lactate-derived H3K18la is a critical factor for inducing the expression and oncogenic activity of KRT19, and intervention of KRT19 potently promotes p21-driven senescence program in NSCLC cells and boosts anti-PD-1 immunotherapy efficiency. Our study comprehensively characterizes the novel regulatory mechanism underlying H3K18la-driven KRT19 promotes NSCLC progression, yields promising insights into combination treatment strategies for patients with NSCLC.

## Supplementary Information

Supplementary Material 1.

## Data Availability

ChIP-seq (GSE245990) reported in this paper has been publicly available at the GEO database. RNA-seq datasets (GSE299060, GSE298926) generated in this work have been deposited at the GEO database and publicly available as of the date of publication. The data generated and analyzed during the current study are available from the corresponding author on reasonable request. Further information for reagents and resources (Table S3) will be available upon request from corresponding author.

## Abbreviations

AARS1: Alanyl-tRNA synthetase 1
CCL2: C-C motif chemokine ligand 2
CDKN1A: Cyclin dependent kinase inhibitor 1 A
ChIP-seq: Chromatin immunoprecipitation sequencing
CoREST: Corepressor of RE-1 silencing transcription factor
CTLs: Cytotoxic CD8^+^ T cells
CXCL1: C-X-C motif chemokine ligand 1
GSEA: Gene Set Enrichment Analysis
GSK3β: Glycogen synthase kinase-3β
GzMB: Granzyme B
HER2: Human epidermal growth factor receptor 2
HGF: Hepatocyte growth factor
H3K18la: H3K18 lactylation
IRS: Immunoreactive score
KEGG: Kyoto Encyclopedia of Genes and Genomes
Kla: Histone lysine lactylation
KRT19: Keratin 19
LDHA: Lactate dehydrogenase A
LDHB: Lactate dehydrogenase B
LKB1: Liver kinase B1
LLC: Lewis lung carcinoma
MYH9: Myosin heavy chain 9
NSCLC: Non-small cell lung cancer
NDRG1: N-myc downstream-regulated gene 1
NNMT: Nicotinamide N-methyltransferase
PTM: Post-translational modification
RB: Retinoblastoma protein
RBM4: RNA binding motif protein 4
RNA-seq: RNA-sequencing
RNF114: RING-type zinc-finger protein 114
SASP: Senescence-associated secretory phenotype
SA-β-gal: Senescence-associated β-galactosidase
SETD8: SET domain-containing protein 8
TIME: Tumor immune microenvironment
TCGA: The Cancer Genome Atlas Program
TGF-β: Transforming growth factor-β
Ub: Ubiquitin
Ubqln4: Ubiquilin 4
USP4: Ubiquitin-specific protease 4

# Supplementary material for: Lactylation-driven KRT19 promotes non-small cell lung cancer progression by suppressing cellular senescence
**Source:** J Exp Clin Cancer Res. 2025 Dec 4;45:13. doi: 10.1186/s13046-025-03602-5
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Supplemental information**

**Lactylation-driven KRT19 promotes non-small cell lung cancer progression by suppressing cellular senescence**

Cai Zhang, Yue Du, Yangyang Ji, Xiaoxiao Ye, Jingyao Lian, Haonan Zhou, Zihan Gao, Huiping Xu, Yuehan Tang, Yanhong Fan, Lu Zheng

**
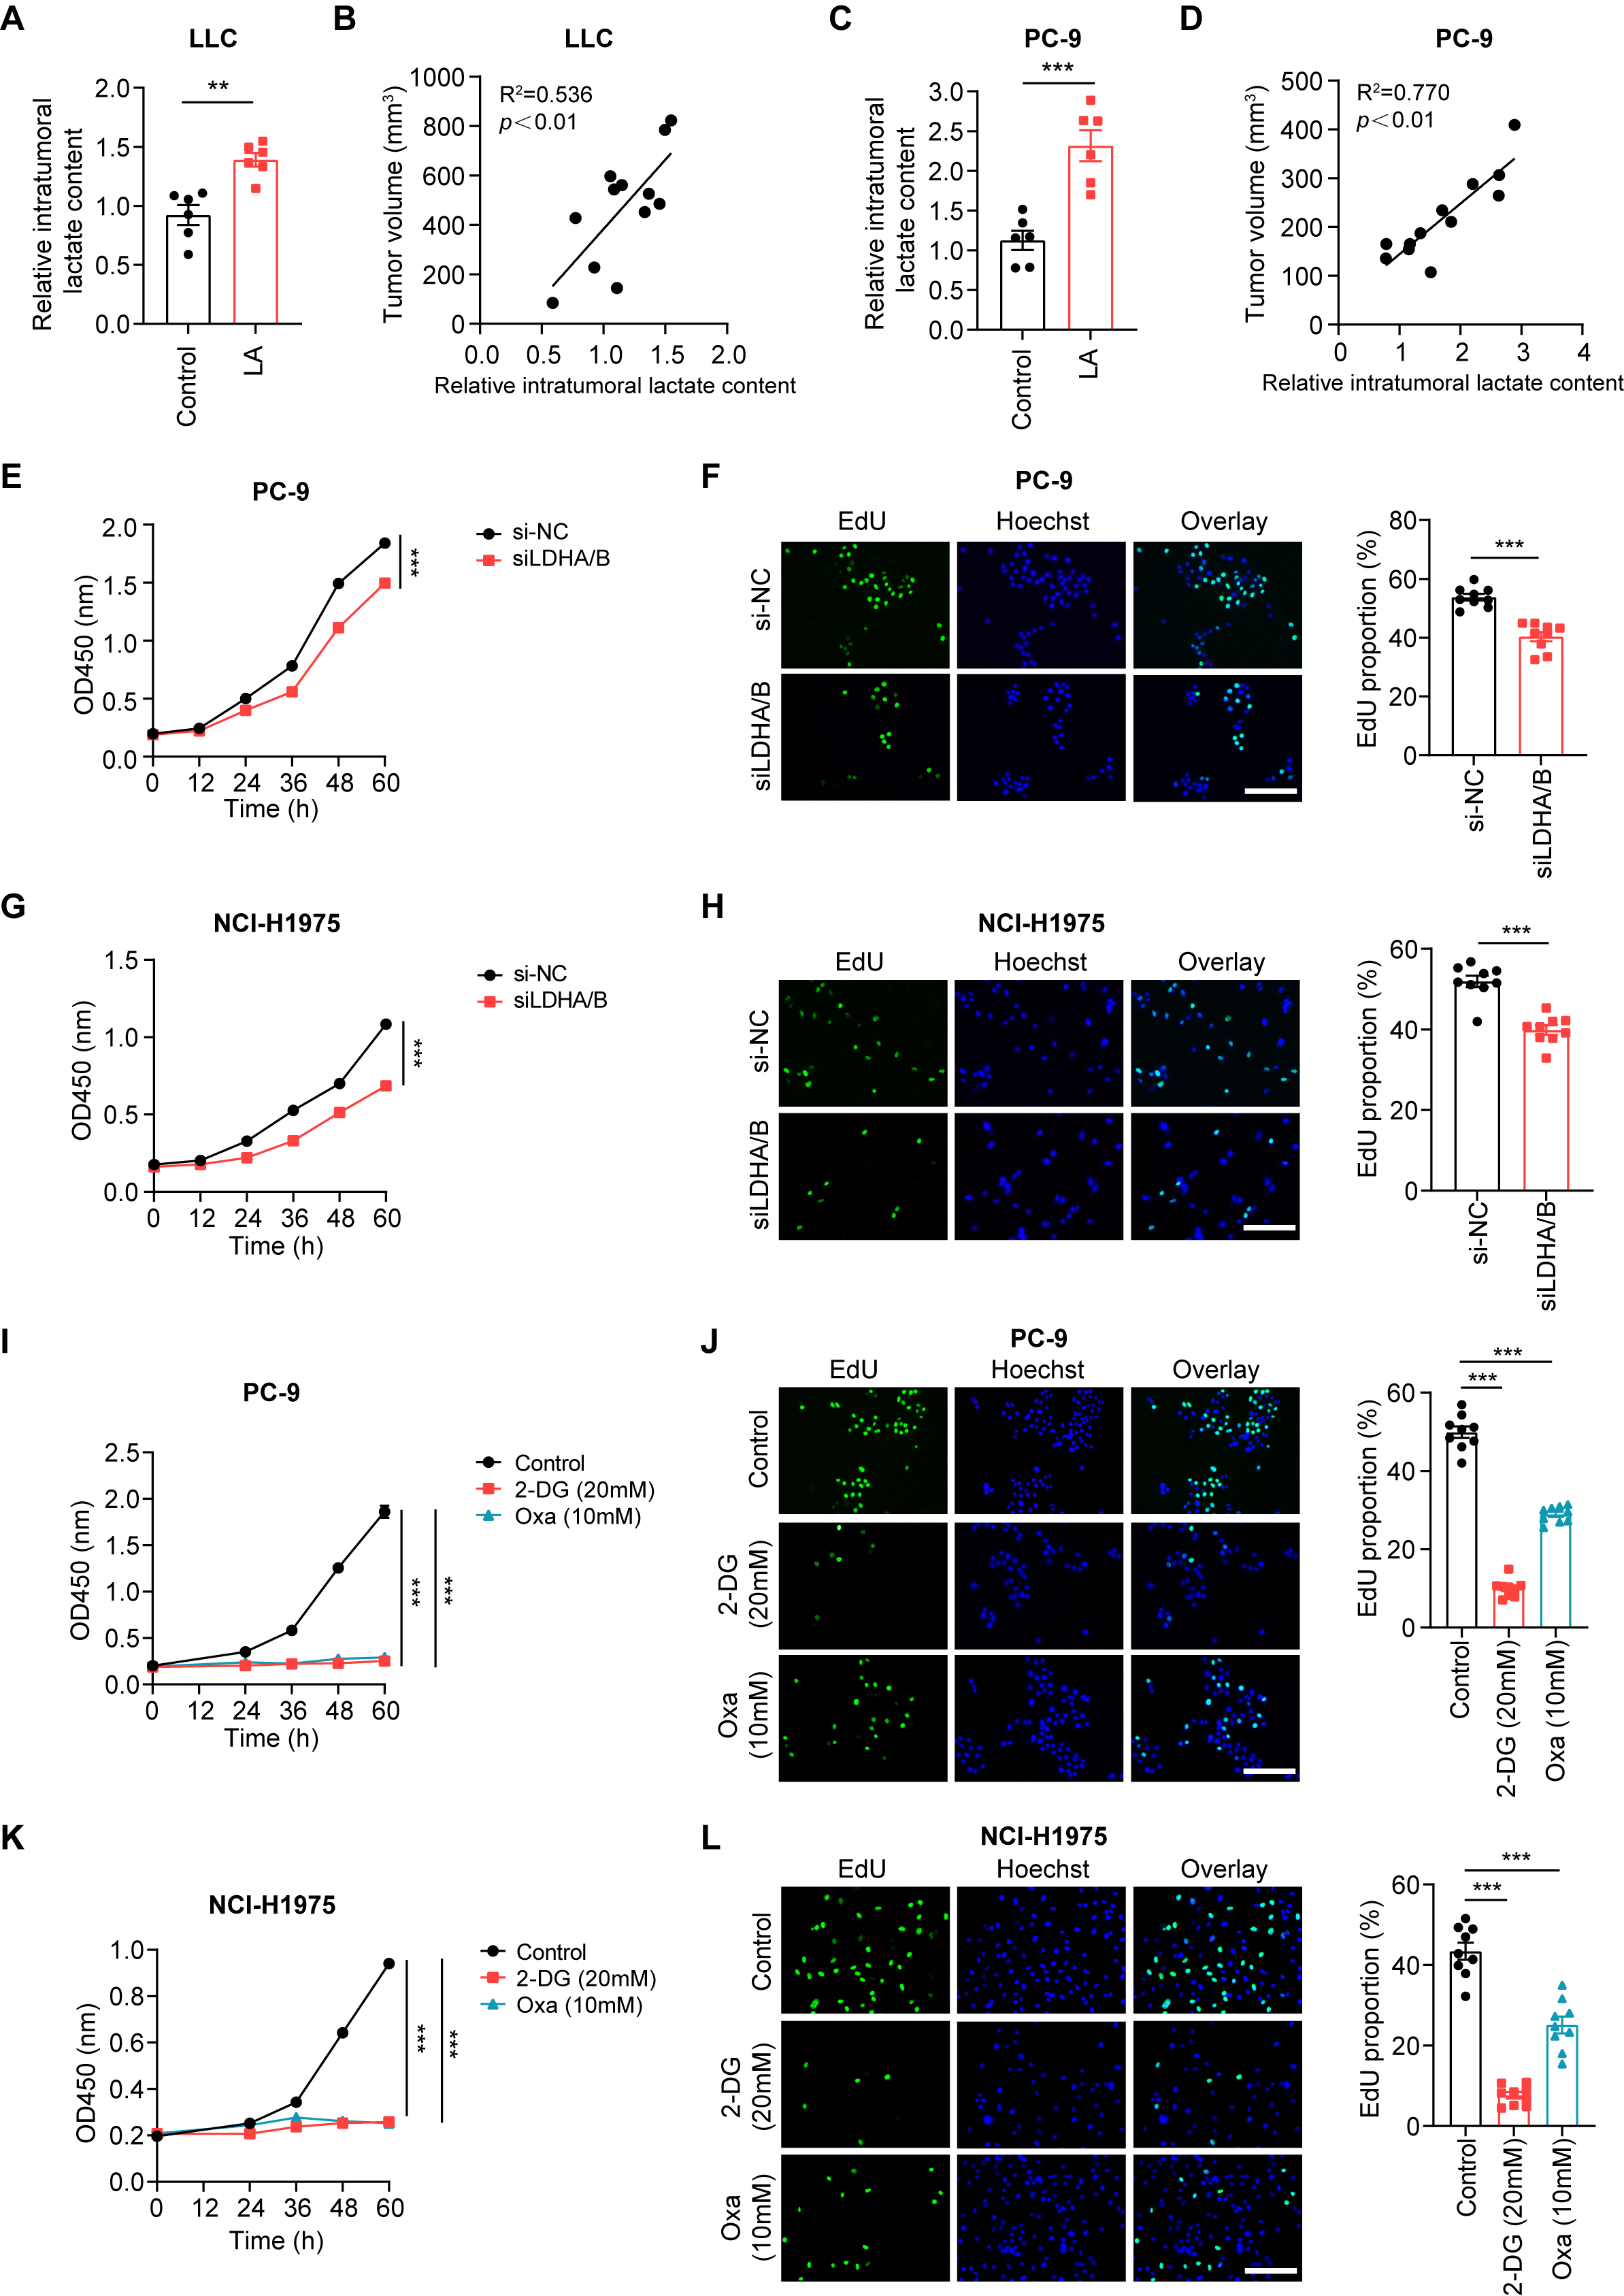
**

**Figure S1. Blocking cell-intrinsic lactate production prevents NSCLC cell growth, related to Figure 1.**

(**A**-**D**) BALB/c-nude mice (5-6 weeks of age, female) were subcutaneously injected with 1×10^6^ LLC or 1×10^6^ PC-9 cells and intratumorally treated with either lactate (40 μL of 40 mM, LA group) or saline (Control group) when the tumor tissues reached 50 mm^3^. Lactate content in control and lactate-treated LLC tumors (A, n=6) and PC-9 tumors (C, n=6) were measured. Correlation analysis of intratumoral lactate content with tumor volume of LLC (B) and PC-9 tumors (D) was shown. (**E-H**) PC-9 (E-F) and NCI-H1975 cells (G-H) were transfected with siLDHA and siLDHB (siLDHA/B group) or control siRNA (si-NC group). (**E, G**) Cell viability of PC-9 (E) and NCI-H1975 cells (G) in si-NC or siLDHA/B group was determined by CCK8 assay. (**F, H**) Proliferation of PC-9 (F) and NCI-H1975 cells (H) transfected with siLDHA and siLDHB (siLDHA/B group) or control siRNA (si-NC group) was measured by EdU assay. (**I-L**) PC-9 (I-J) and NCI-H1975 cells (K-L) were incubated with 2-DG (20 mM, 2-DG group), oxamate (10 mM, Oxa group) or vehicle (Control group) for indicated time. (**I, K**) Cell viability of PC-9 (I) and NCI-H1975 cells (K) after stimulation with 2-DG (20 mM), oxamate (10 mM) or vehicle for indicated time was determined by CCK8 assay. (**J, L**) PC-9 and NCI-H1975 cells were treated with 2-DG (20 mM), oxamate (10 mM) or vehicle for 24 h. Representative images and quantification of EdU-positive PC-9 (J) and NCI-H1975 cells (L) in different groups were shown. For the EdU assay (F, H, J, L), Green, EdU; blue, Hoechst. Scale bar, 50 μm (3 technical replicate wells, 3 fields per well). Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test. ***p* < 0.01; ****p* < 0.001. The experiments (E-L) were repeated three times.

**
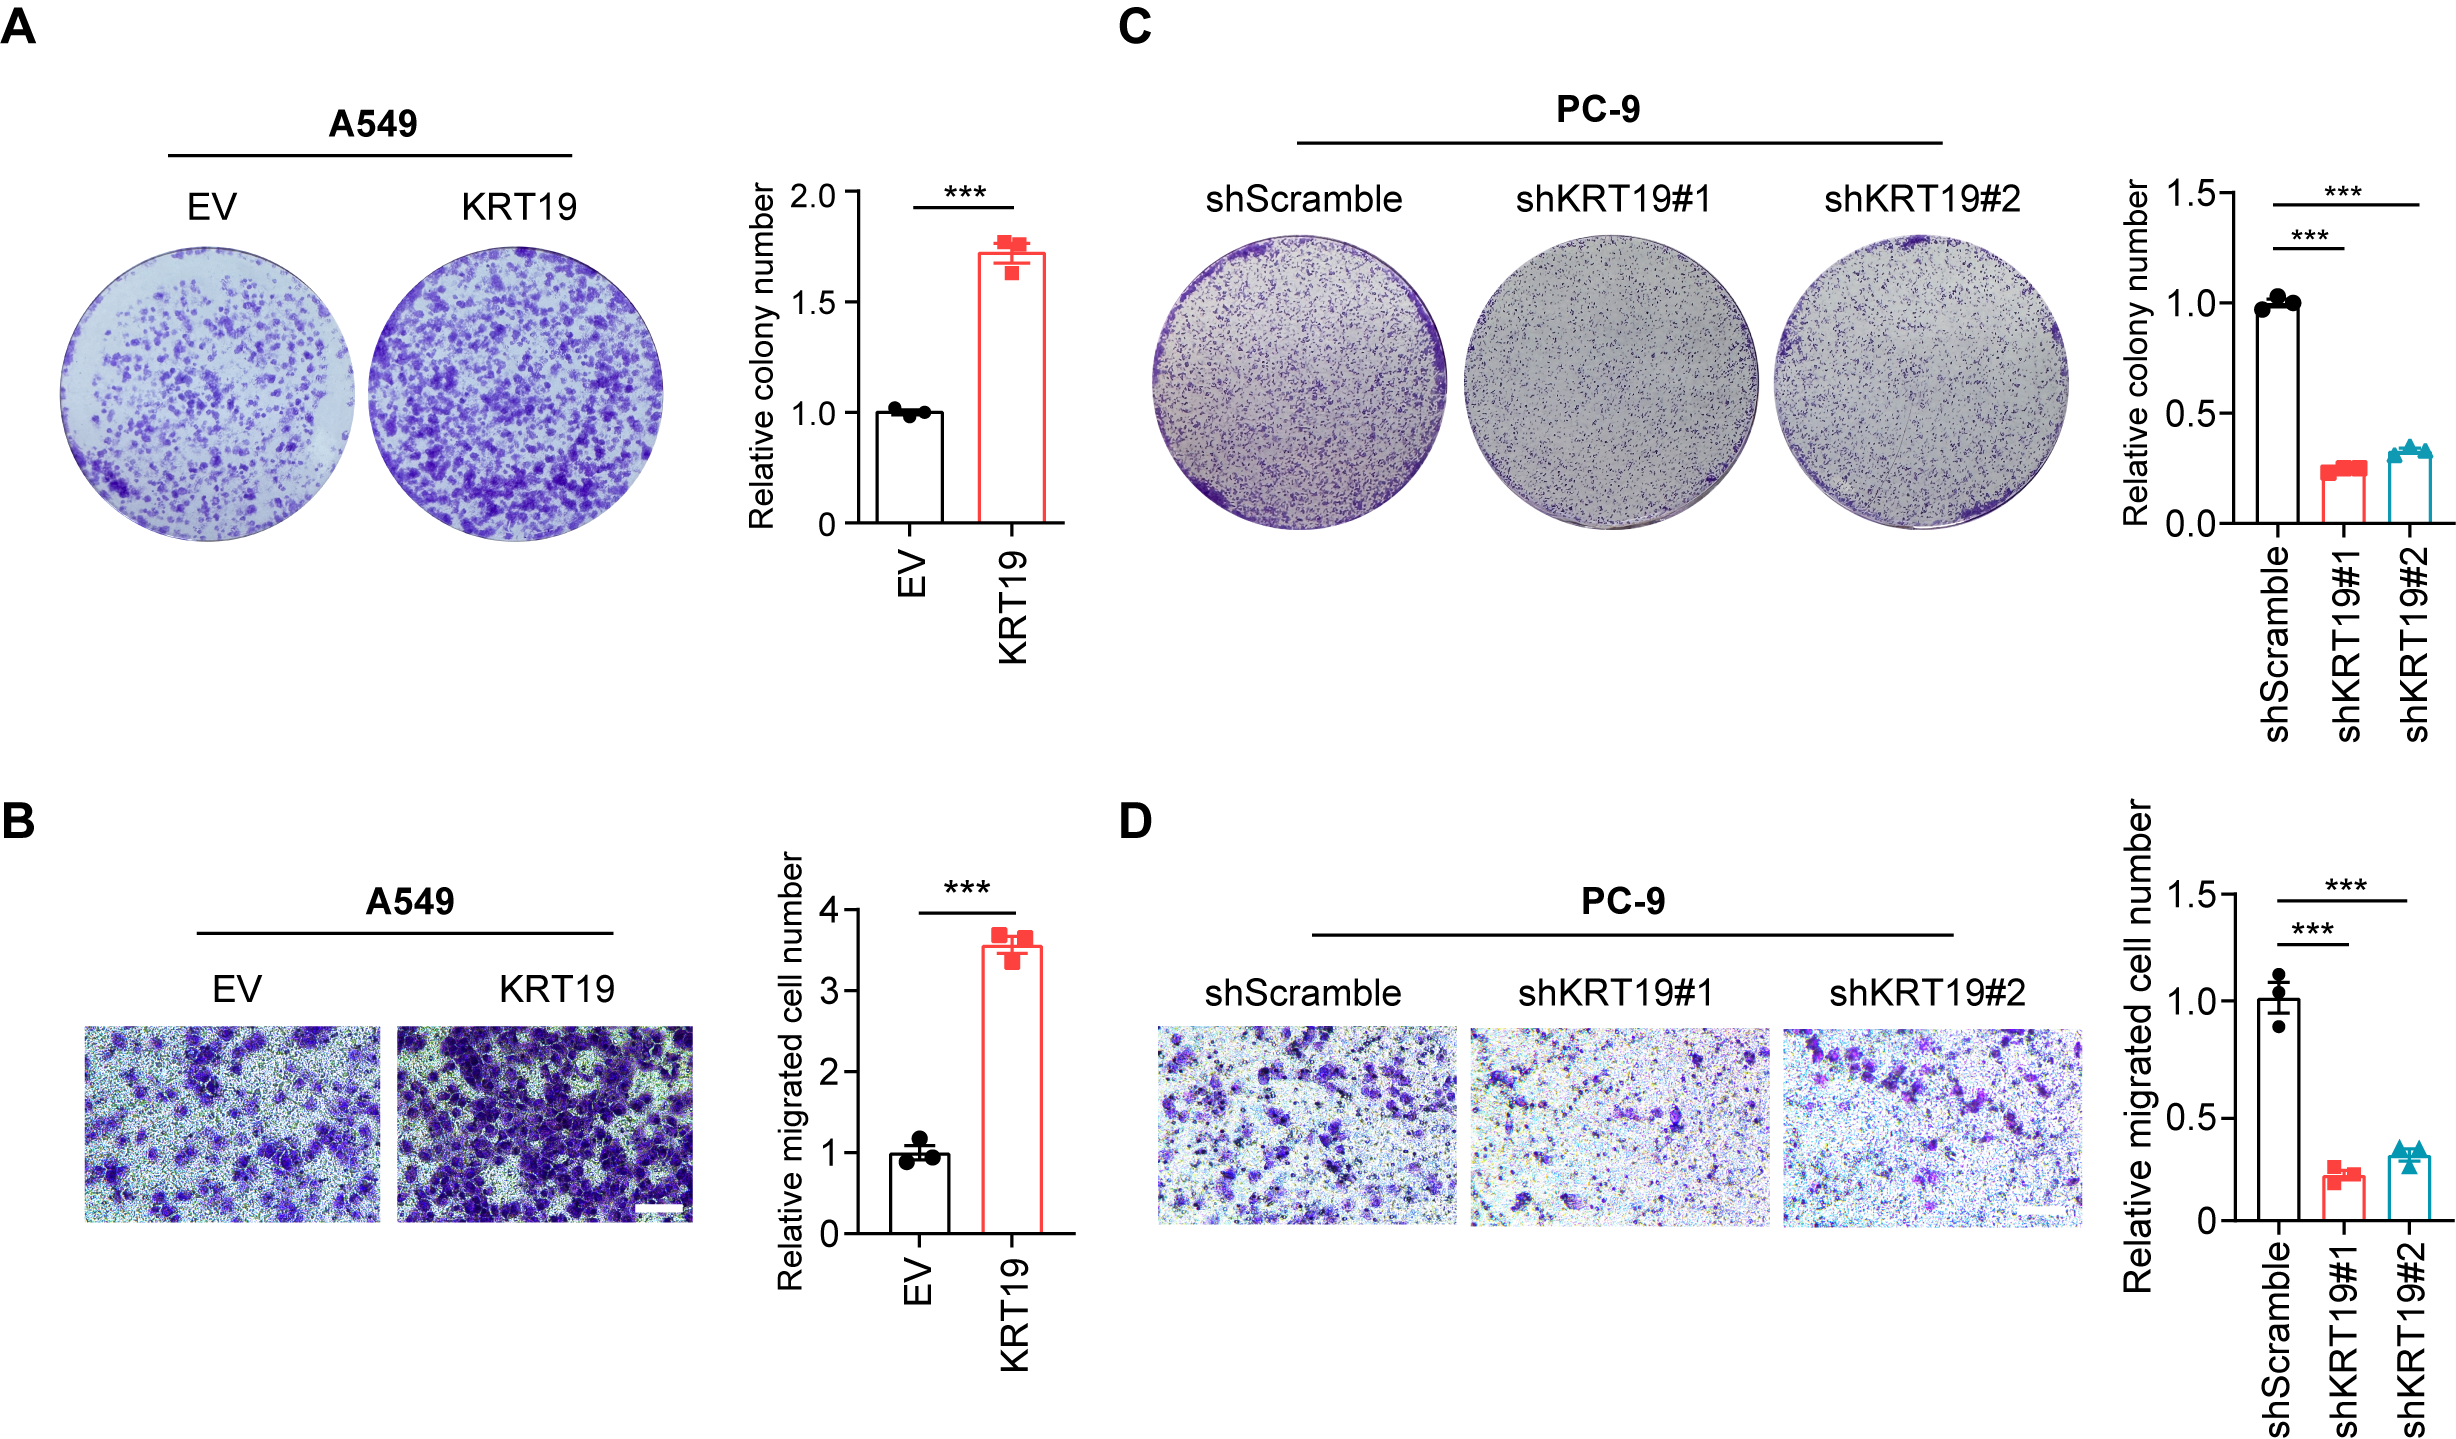
**

**Figure S2. KRT19 promotes the cluster formation and migration of NSCLC cells, related to Figure 2.**

**(A-B**) A549 cells were transduced with KRT19-overexpressing lentiviral vector (KRT19 group) or control empty vector (EV group). The cluster formation and migration of A549 cells (EV, KRT19) were determined by the colony formation assay (A) and transwell assay (B), respectively. Scale bar, 20 μm. (**C-D**) PC-9 cells were transduced with scramble shRNA lentivirus (shScramble) or KRT19 shRNA lentivirus (shKRT19#1, shKRT19#2). The cluster formation and migration of PC-9 cells (shScramble, shKRT19#1, shKRT19#2) were determined by the colony formation assay (C) and transwell assay (D), respectively. Scale bar, 20 μm. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test. ****p* < 0.001. The experiments were repeated three times.

**
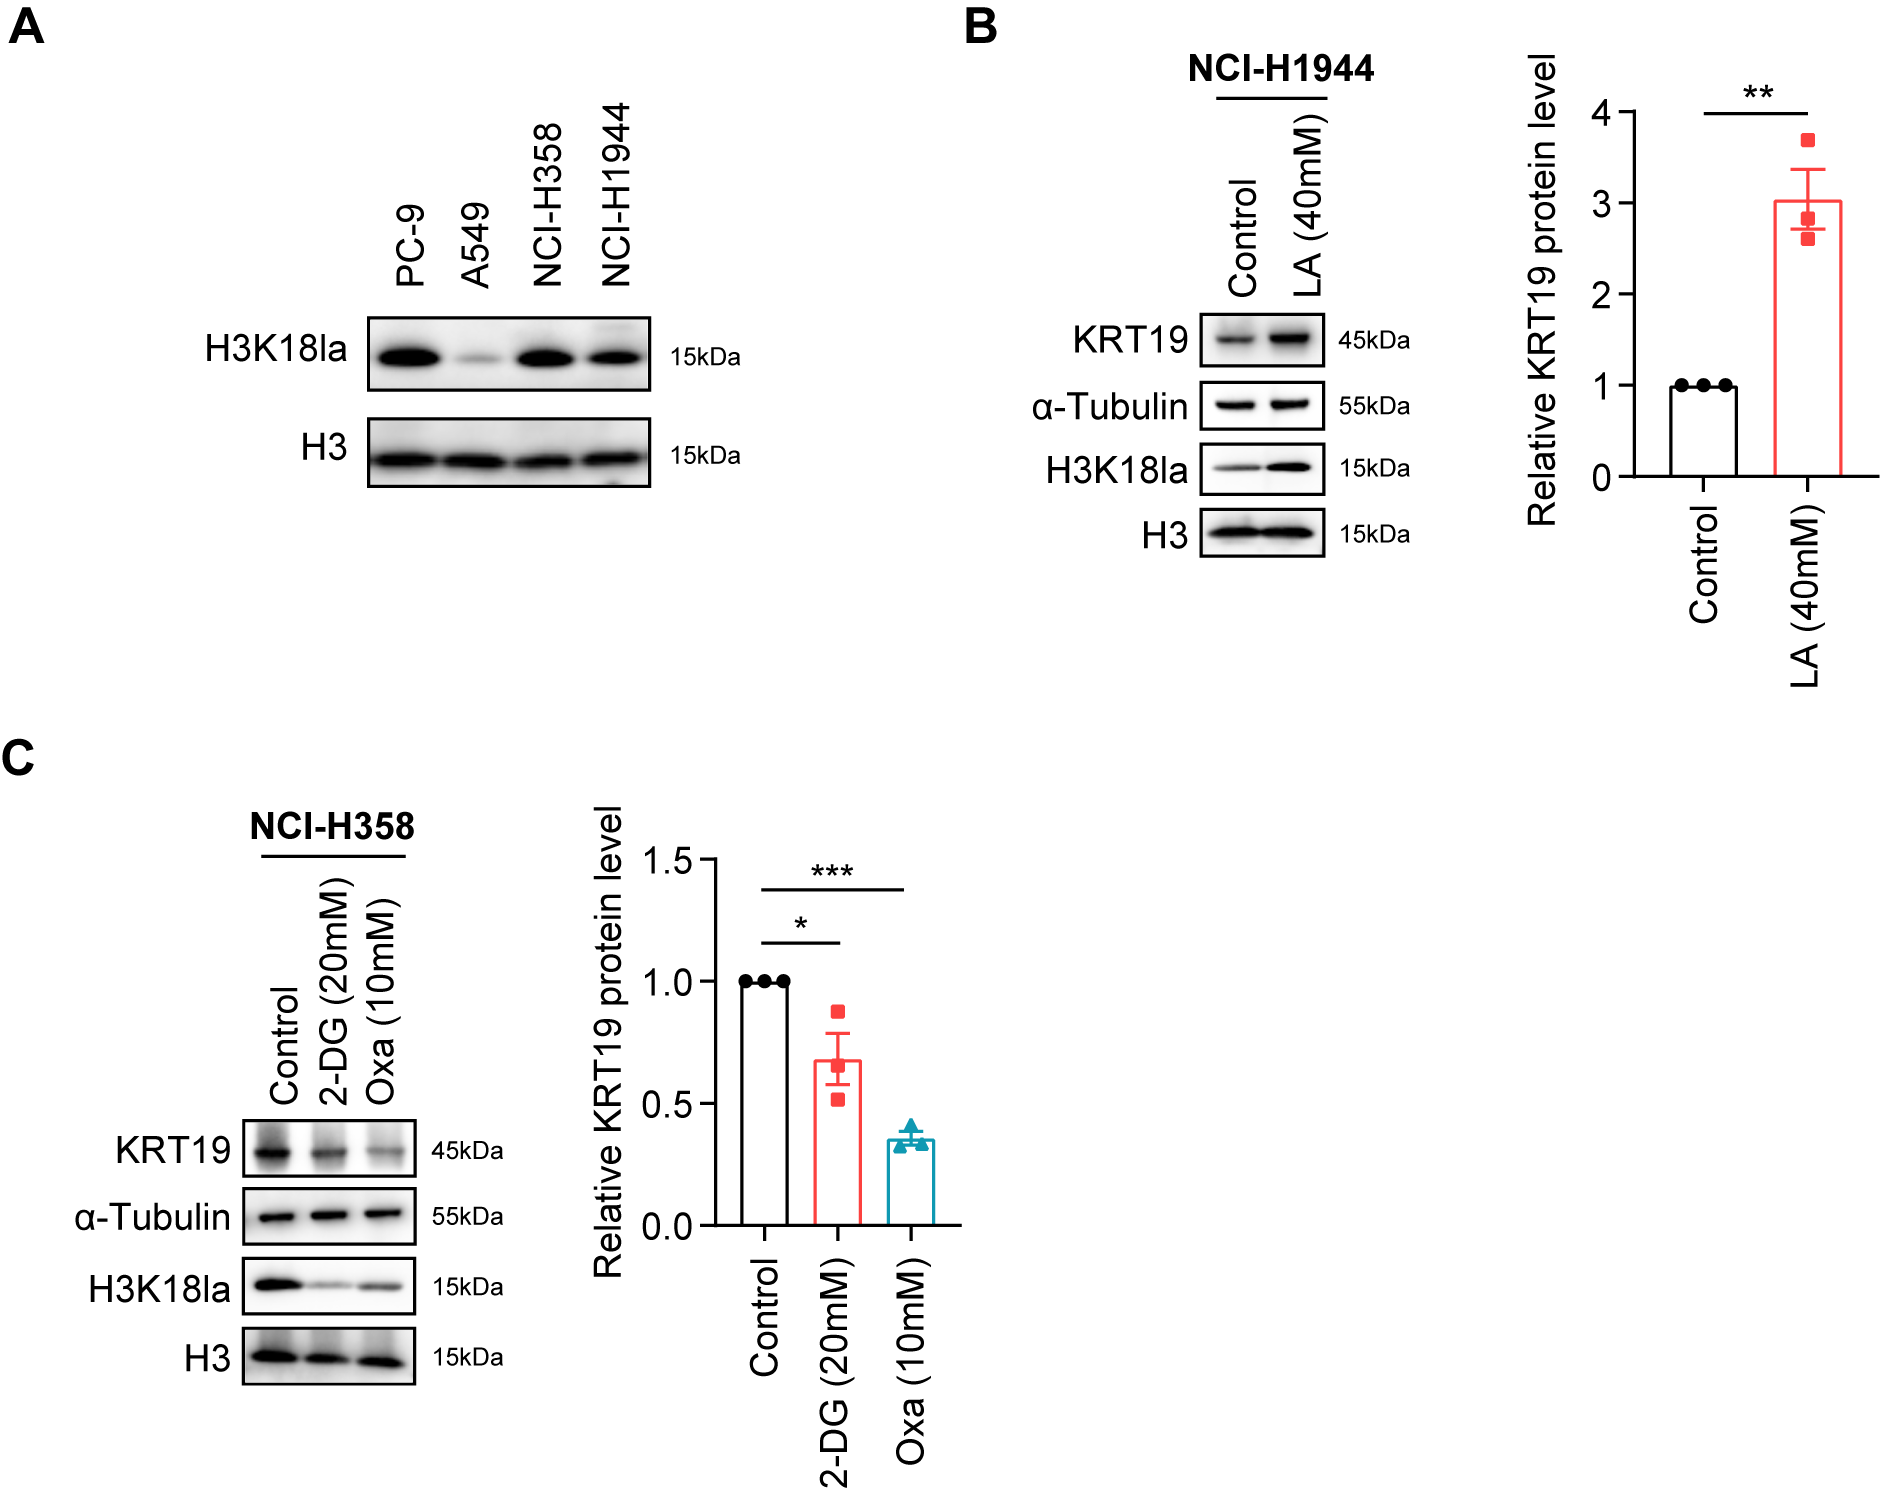
**

**Figure S3. Lactate-derived H3K18la positively regulates KRT19 expression in NSCLC cells, related to Figure 3.**

(**A**) H3K18la protein expression in NSCLC cell lines (PC-9, A549, NCI-H358, NCI-H1944) was determined by immunoblot. (**B**) H3K18la and KRT19 protein in NCI-H1944 cells incubated with lactate (40 mM, LA group) or vehicle (Control group) for 24 h. (**C**) H3K18la and KRT19 protein expression levels in NCI-H358 cells treated with 2-DG (20 mM, 2-DG group), oxamate (10 mM, Oxa group) or vehicle (Control group) for 24 h. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test. **p* < 0.05; ***p* < 0.01; ****p* < 0.001. The experiments were repeated three times.

**
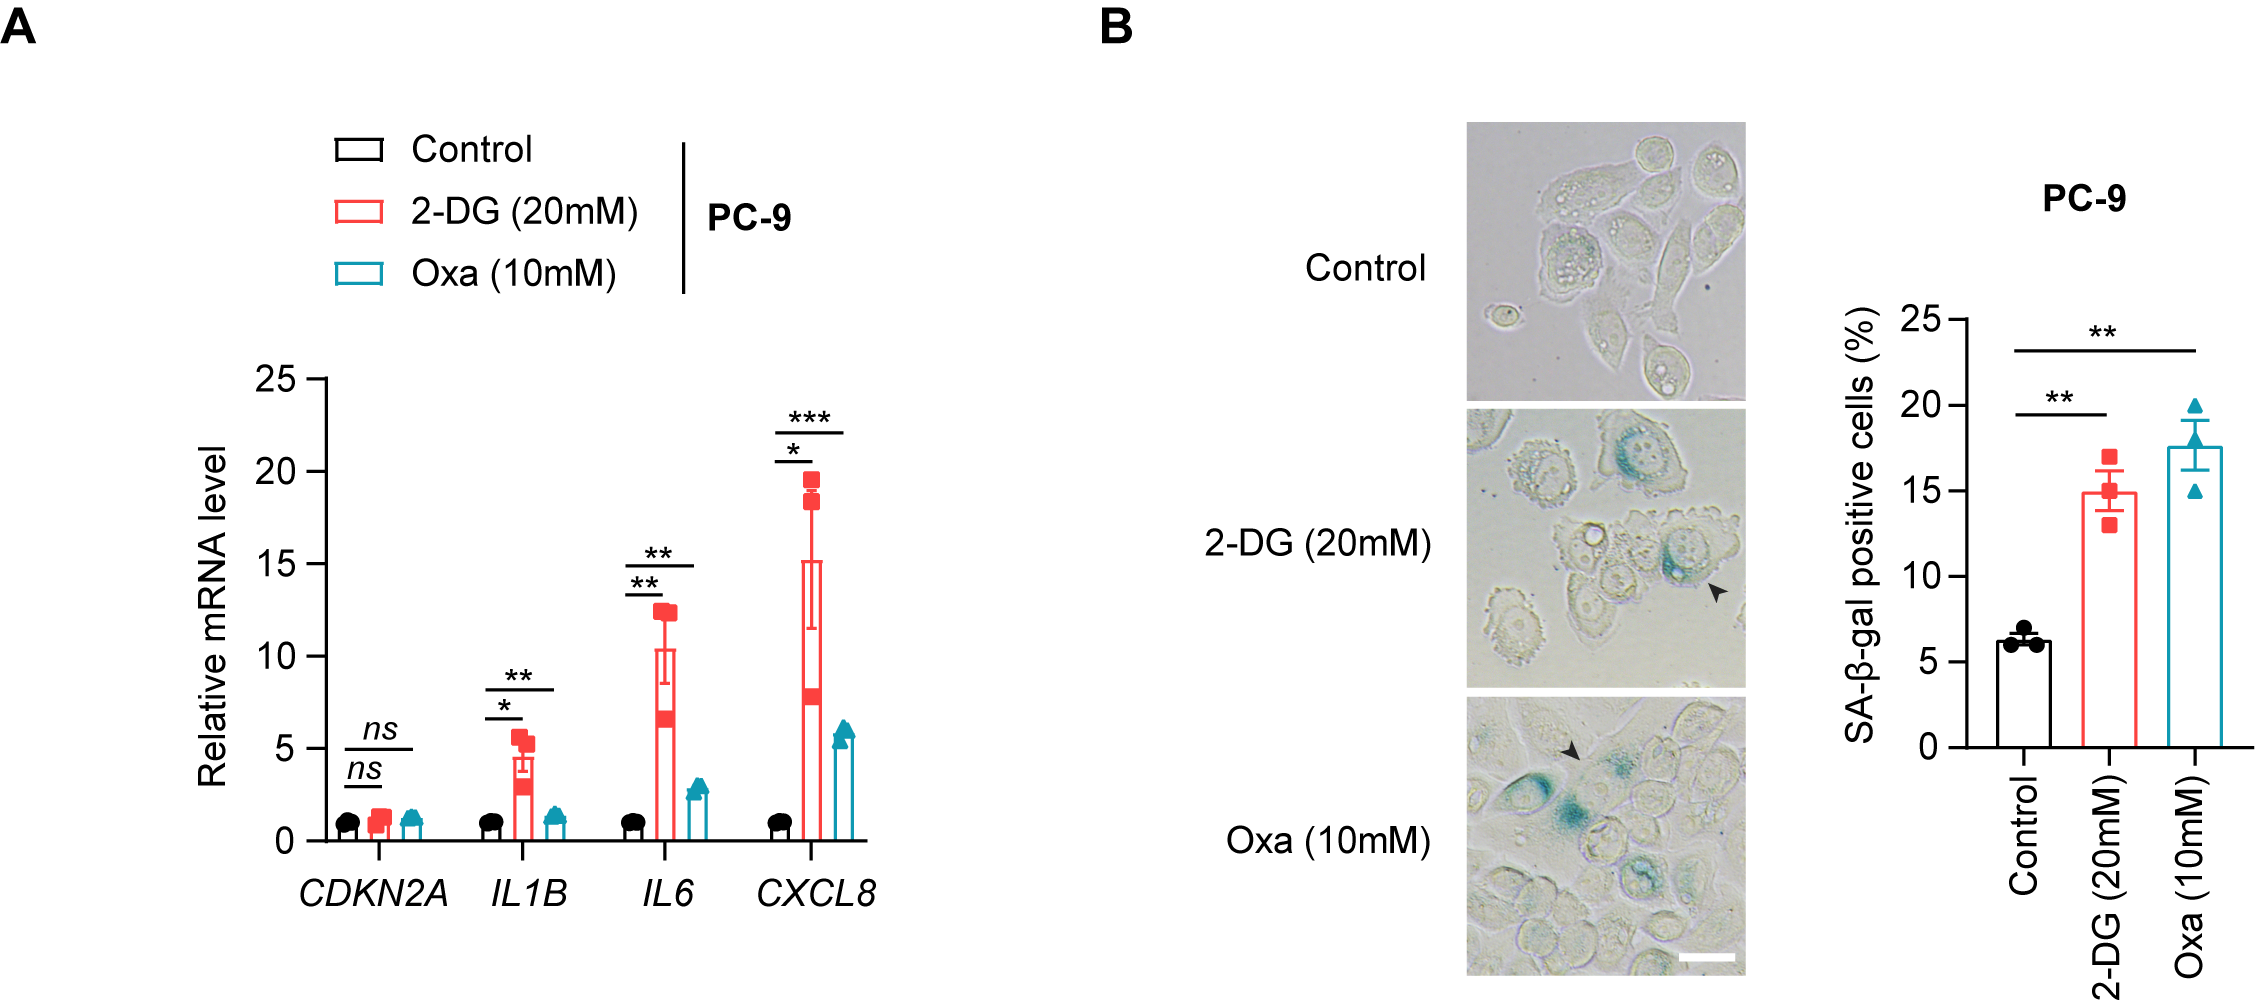
Figure S4. Glycolysis inhibition induces cellular senescence of PC-9 cells, related to Figure 4.**

PC-9 cells were treated with 2-DG (20 mM, 2-DG group), oxamate (10 mM, Oxa group) or vehicle (Control group) for 24 h. (**A**) *CDKN2A, IL1B, IL6* and *CXCL8* mRNA expression in PC-9 cells subjected to various treatments was measured by RT-PCR. (**B**) SA-β-gal staining of PC-9 cells (Control, 2-DG, Oxa). The arrow indicates the enlarged morphologic changes. Scale bar, 10 μm. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test. **p* < 0.05; ***p* < 0.01; ****p* < 0.001; ns, not significant. The experiments were repeated three times.

**
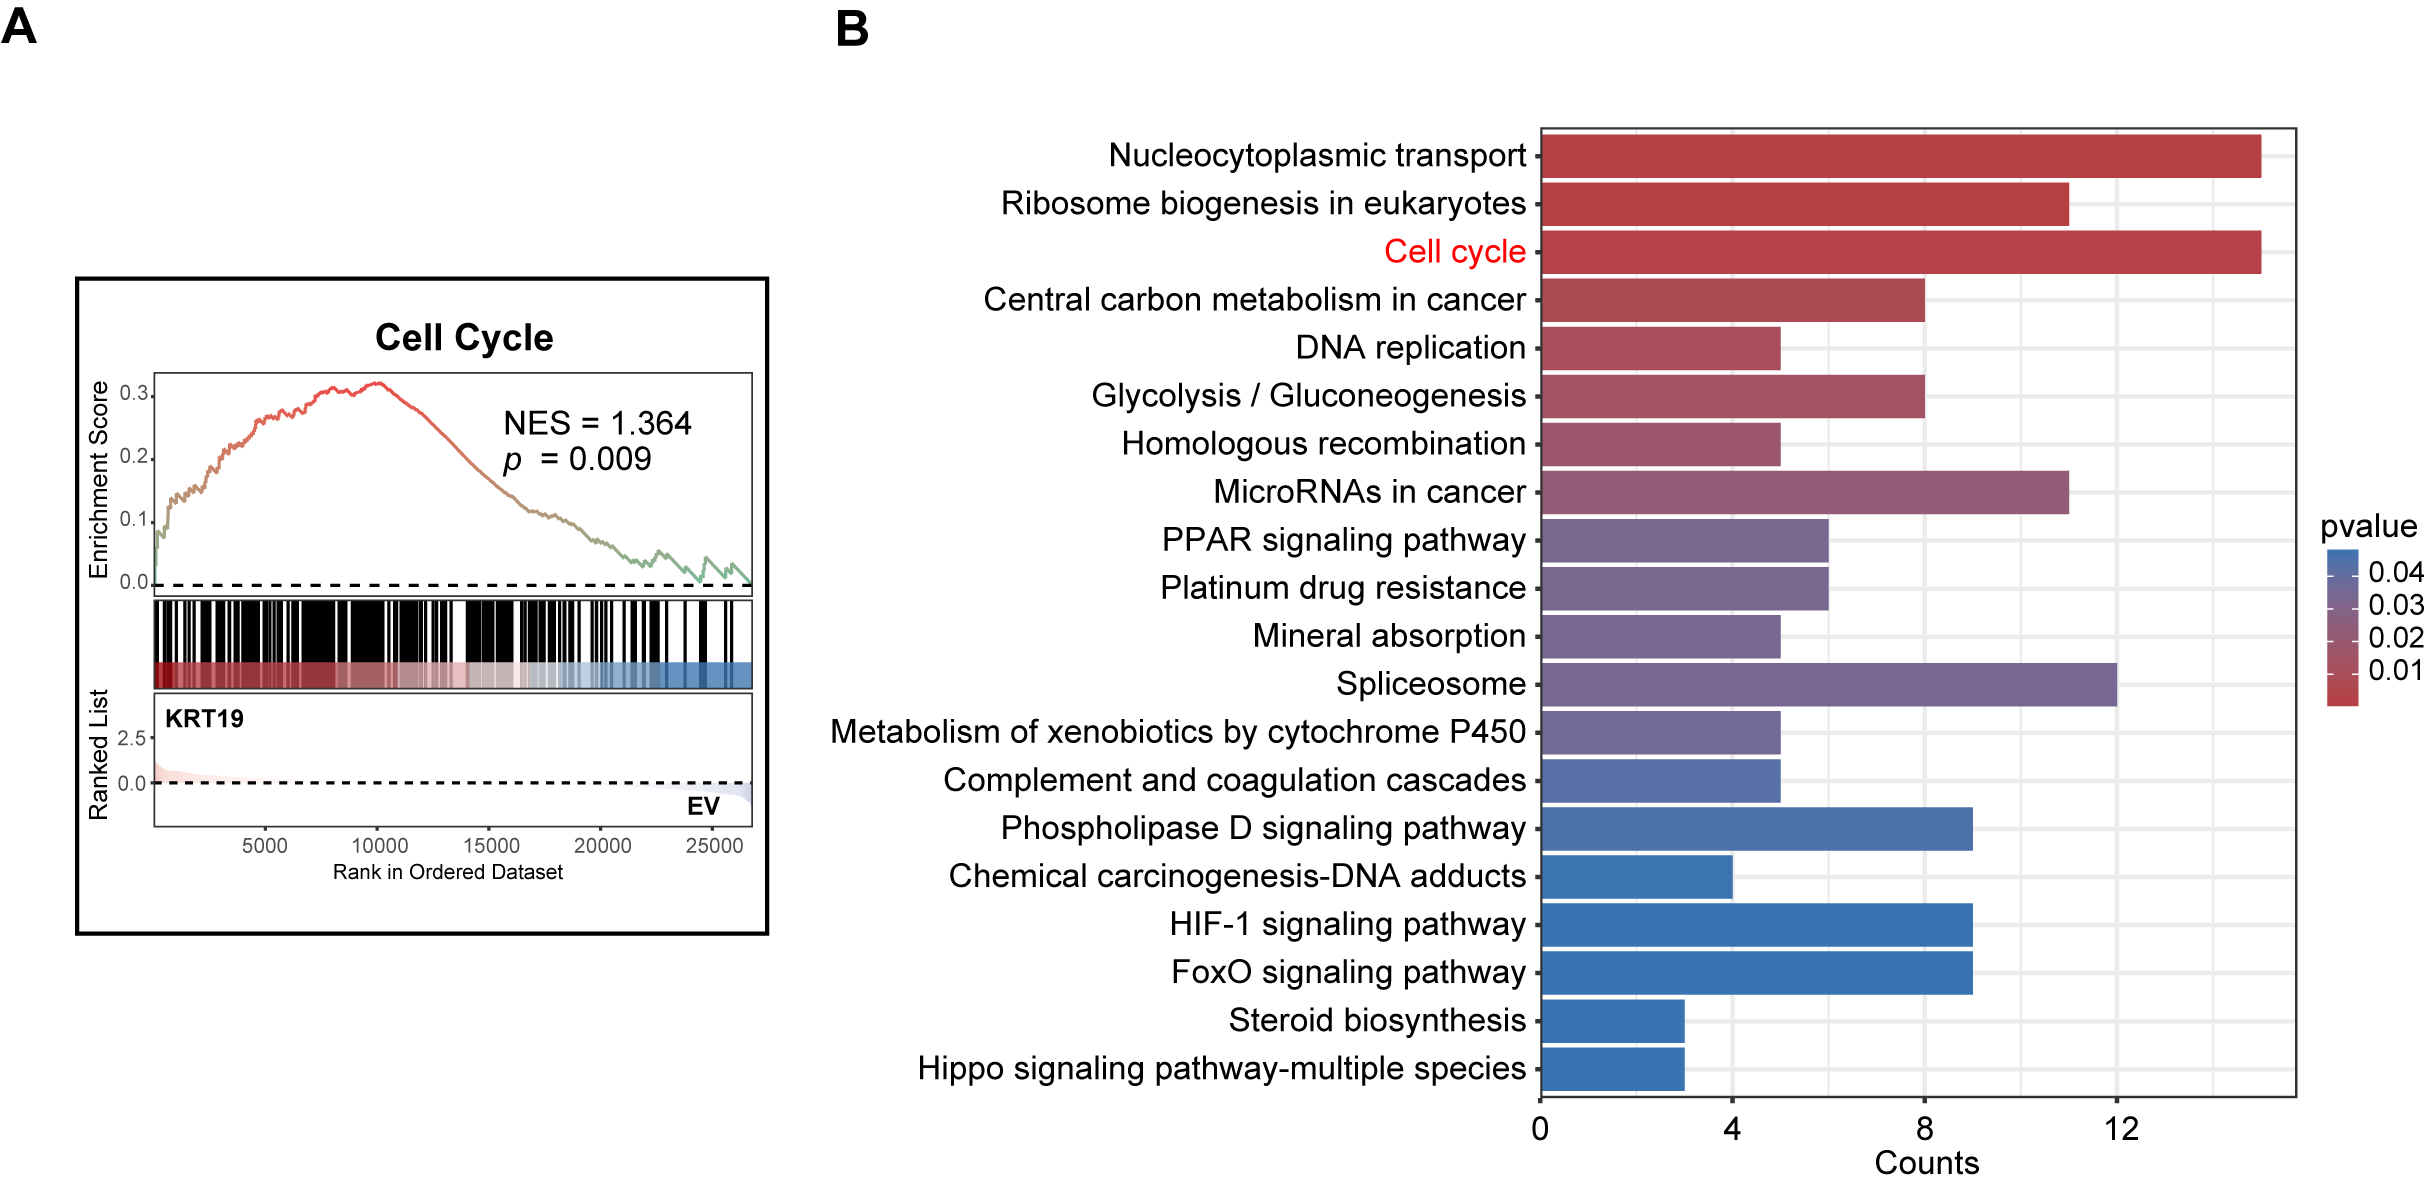
**

**Figure S5. KRT19 overexpression activates cell cycle signaling in A549 cells, related to Figure 4.**

(**A-B**) RNA-seq (GSE298926) was performed in A549 cells transduced with KRT19-overexpressing lentiviral vector (KRT19 group) or control empty vector (EV group). (A) Gene set enrichment analysis (GSEA) plot evaluating cell cycle signal in A549 cells (EV, KRT19). (B) Top 20 KEGG pathways enriched by differentially expressed genes from RNA-seq data between KRT19 group and EV group (*p* < 0.05).

**
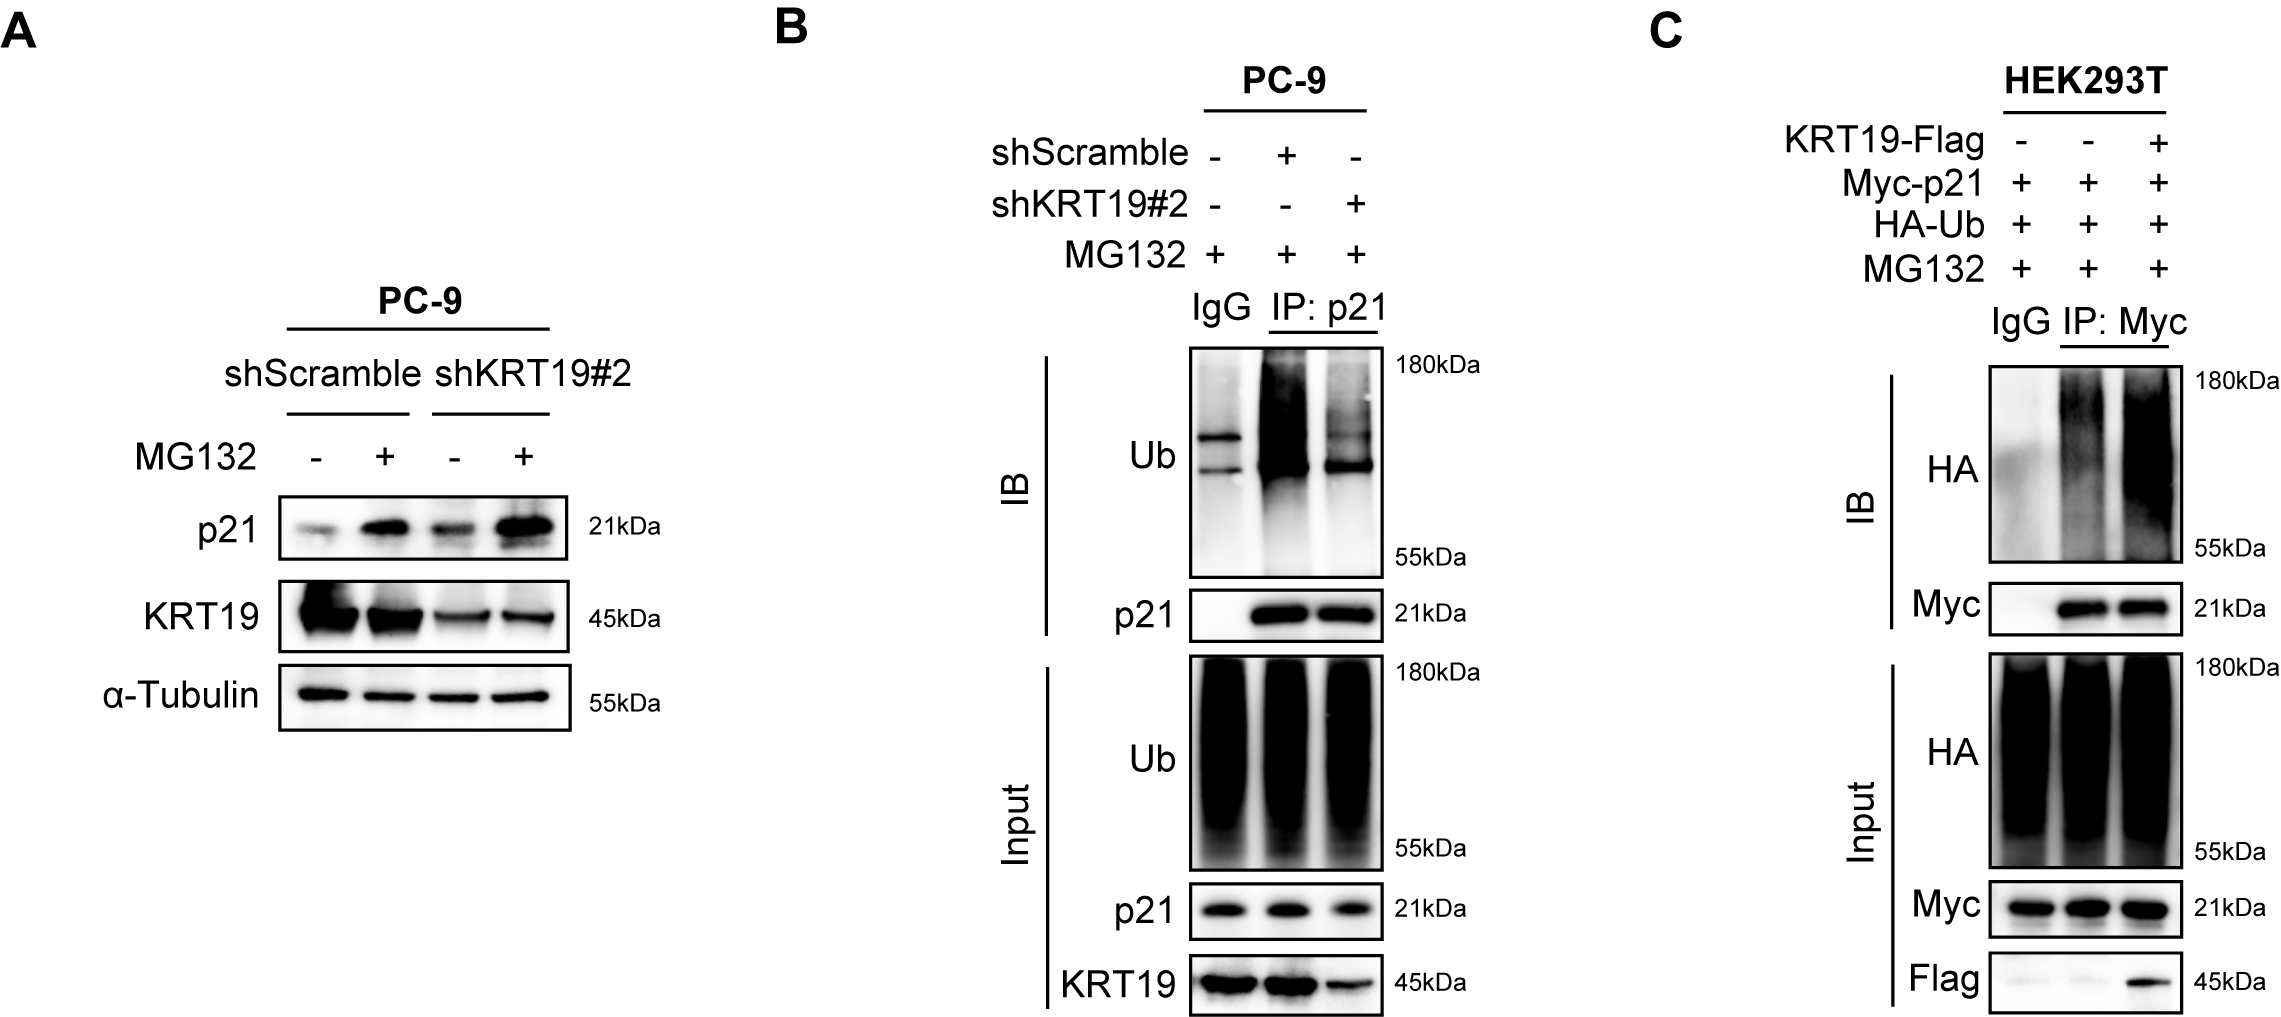
**

**Figure S6. KRT19 facilitates p21 ubiquitination, related to Figure 7.**

(**A**) PC-9 cells were transduced with scramble shRNA lentivirus (shScramble) or KRT19 shRNA lentivirus (shKRT19#2). p21 and KRT19 protein expression in PC-9 cells (shScramble, shKRT19#2) treated with or without MG132 (20 μM) for 4 h was determined by immunoblot. (**B**) Co-IP analysis of the interaction between p21 and ubiquitin (Ub) in PC-9 cells (shScramble, shKRT19#2) treated with MG132 (20 μM) for 4 h. (**C**) HEK293T cells were co-transfected with Myc-p21 and HA-Ub plasmids in control or Flag-KRT19-overexpressing (Flag-KRT19) HEK293T cells. The interaction between Myc-p21 and HA-Ub was determined by Co-IP in different groups of HEK293T cells treated with MG132 (20 μM) for 4 h. The experiments were repeated three times.

**
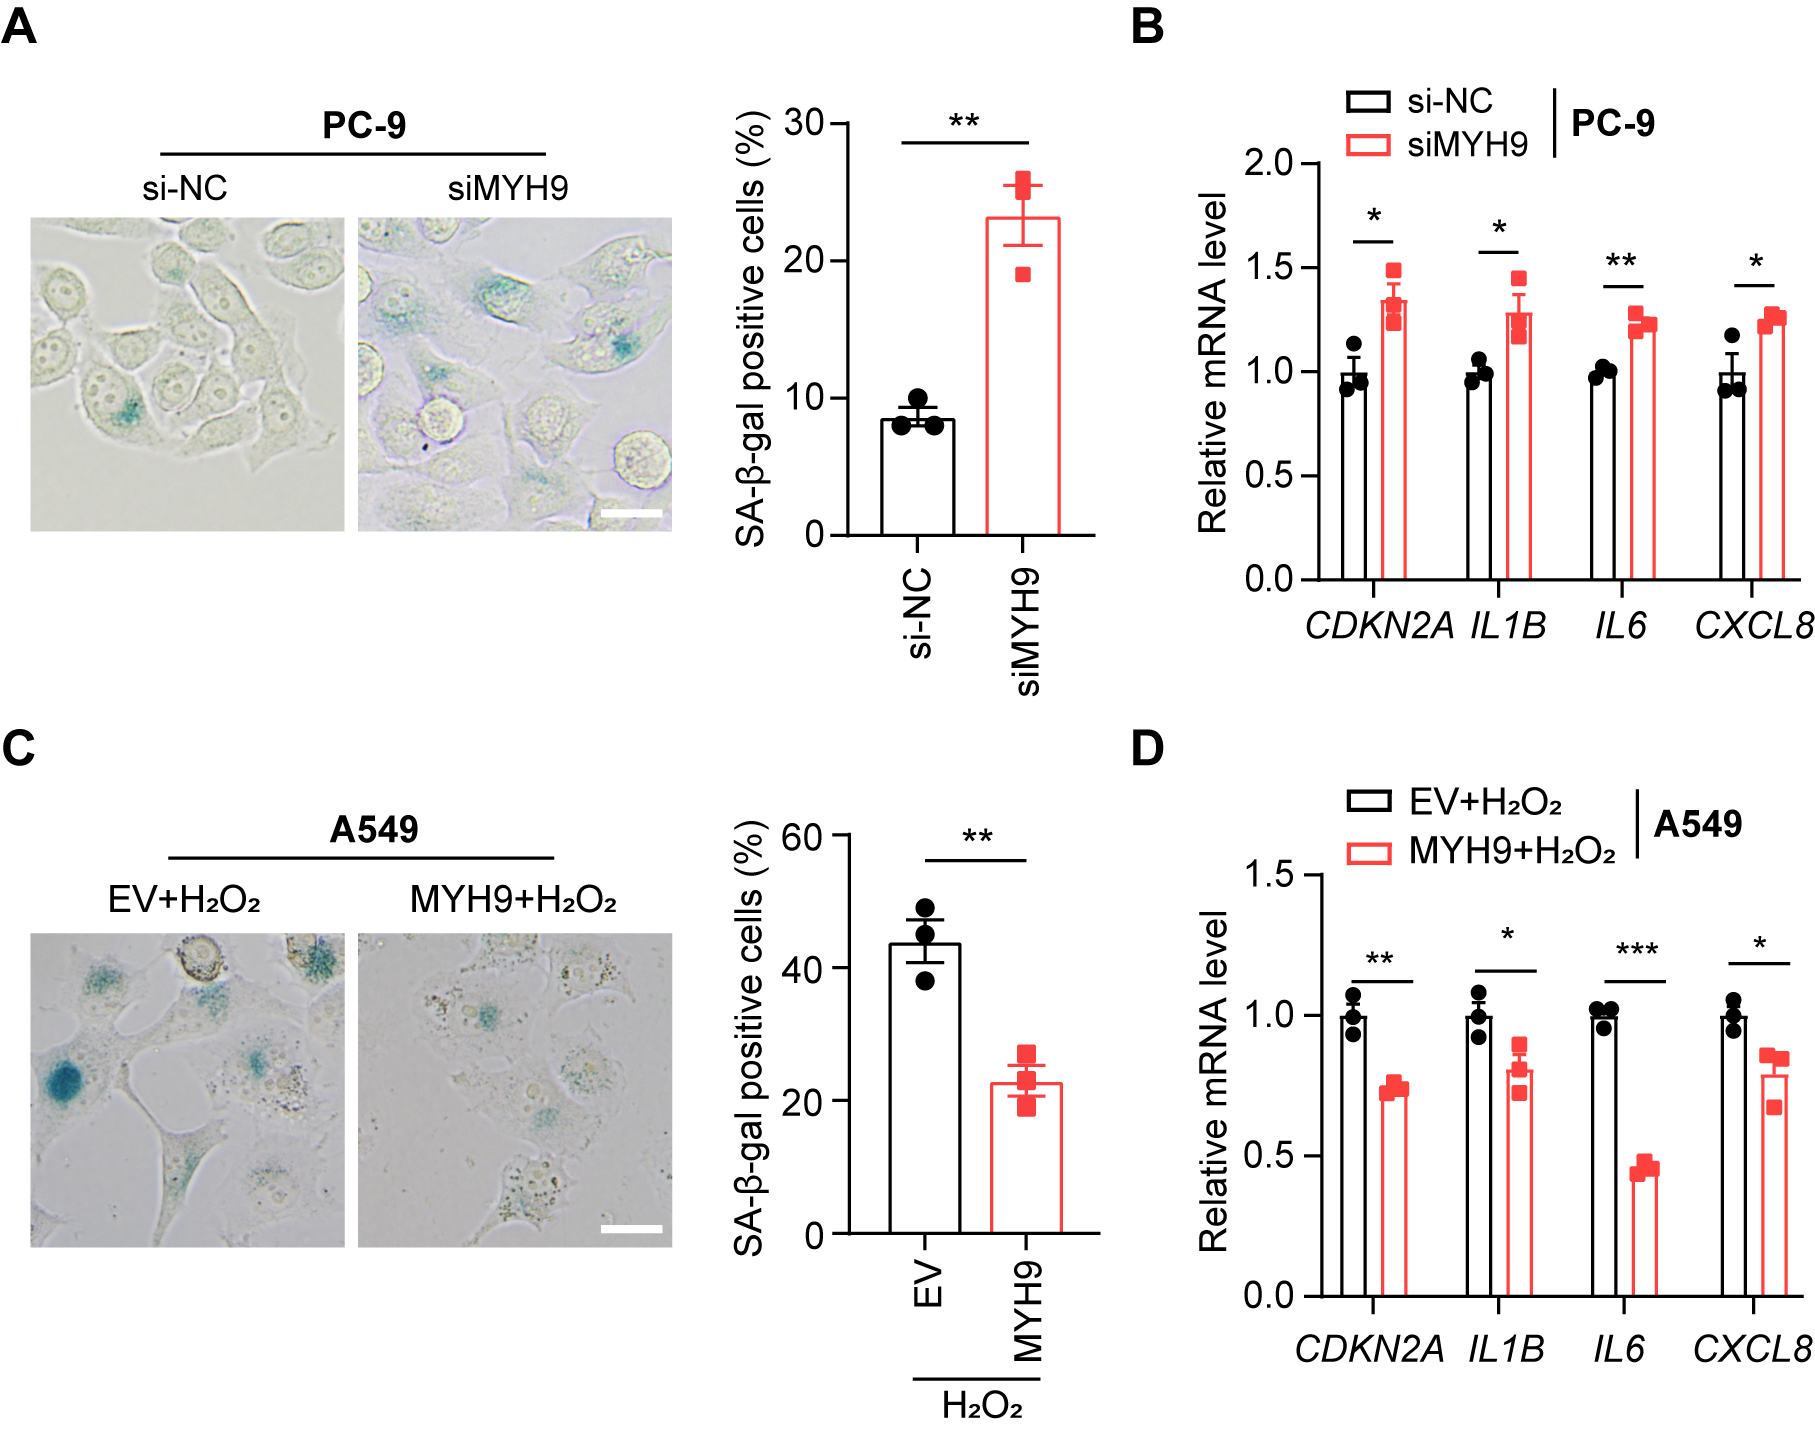
**

**Figure S7. MYH9 suppresses senescence in NSCLC cells, related to Figure 7.**

(**A**-**B**) PC-9 cells were transfected with MYH9 siRNA (siMYH9) or control siRNA (si-NC). (**A**) SA-β-gal staining of PC-9 cells (si-NC, siMYH9). Scale bar, 10 μm. (**B**) *CDKN2A, IL1B, IL6* and *CXCL8* mRNA expression in PC-9 cells (si-NC, siMYH9) was measured by RT-PCR. (**C**) A549 cells transfected with MYH9-overexpressing plasmid (MYH9 group) or empty vector (EV group) were treated with hydrogen peroxide (H_2_O_2_, 50 μM) for 24 h. SA-β-gal staining of A549 cells was shown. Scale bar, 10 μm. (**D**) A549 cells transfected with MYH9-overexpressing plasmid (MYH9 group) or empty vector (EV group) were treated with hydrogen peroxide (H_2_O_2_, 100 μM) for 24 h. *CDKN2A, IL1B, IL6* and *CXCL8* mRNA levels in A549 cells were determined by RT-PCR. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test. **p* < 0.05; ***p* < 0.01; ****p* < 0.001. The experiments were repeated three times.

**
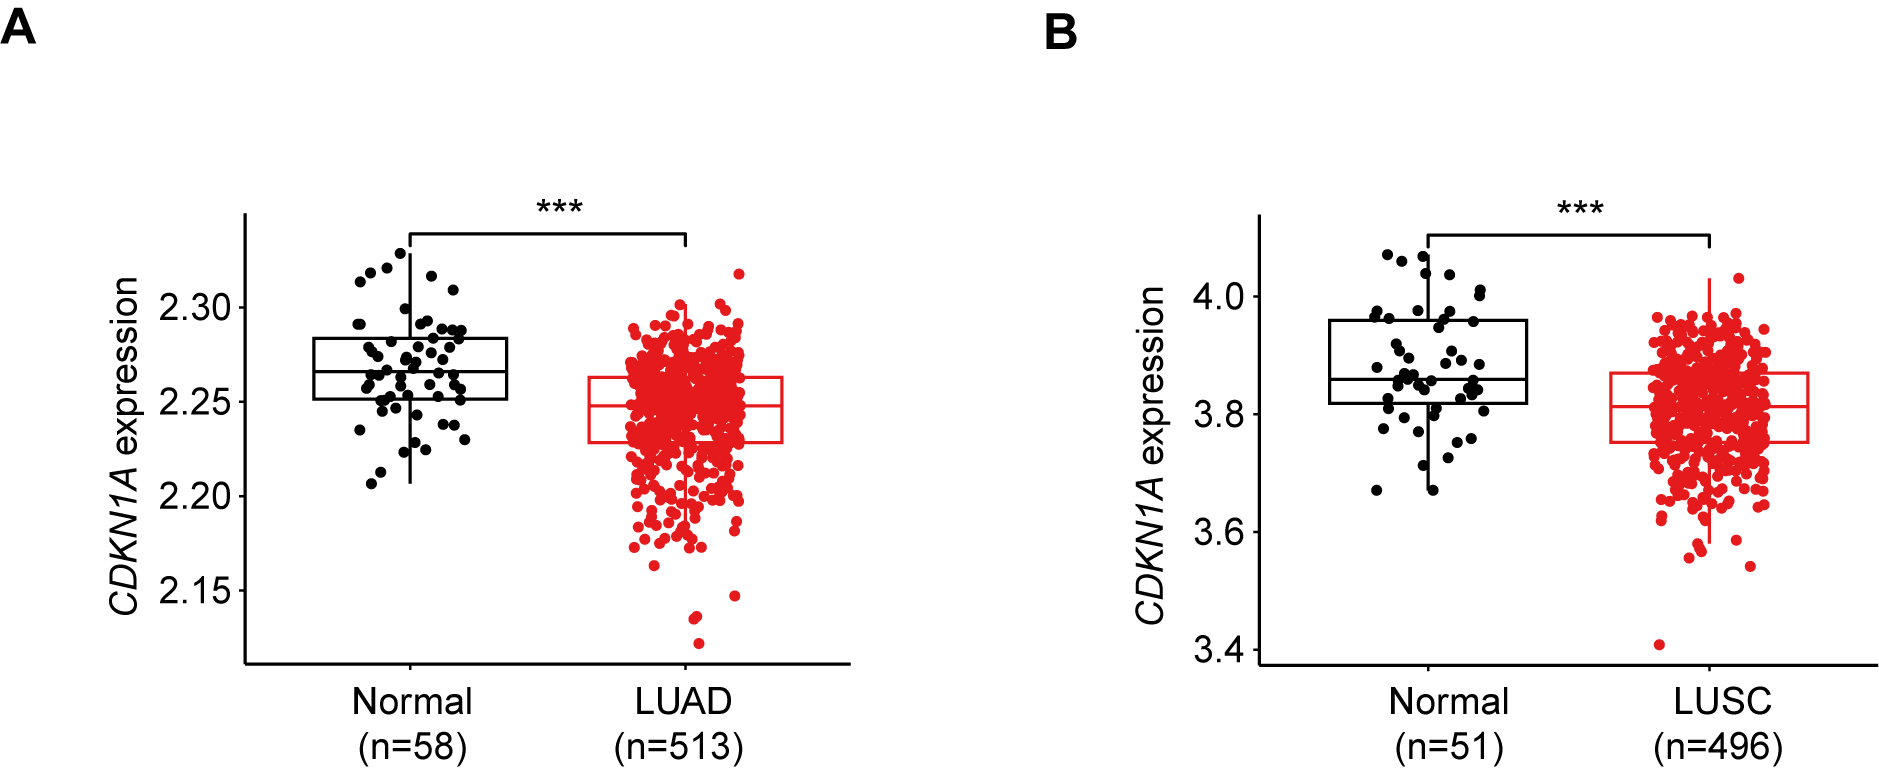
**

**Figure S8. *CDKN1A* mRNA expression is elevated in LUAD and LUSC, related to Figure 8.**

(**A-B**) *CDKN1A* mRNA expression levels in LUAD (A) and LUSC (B) samples obtained from The Cancer Genome Atlas (TCGA) database were analyzed using R software (version 4.3.1). *** *p*<0.001.

**
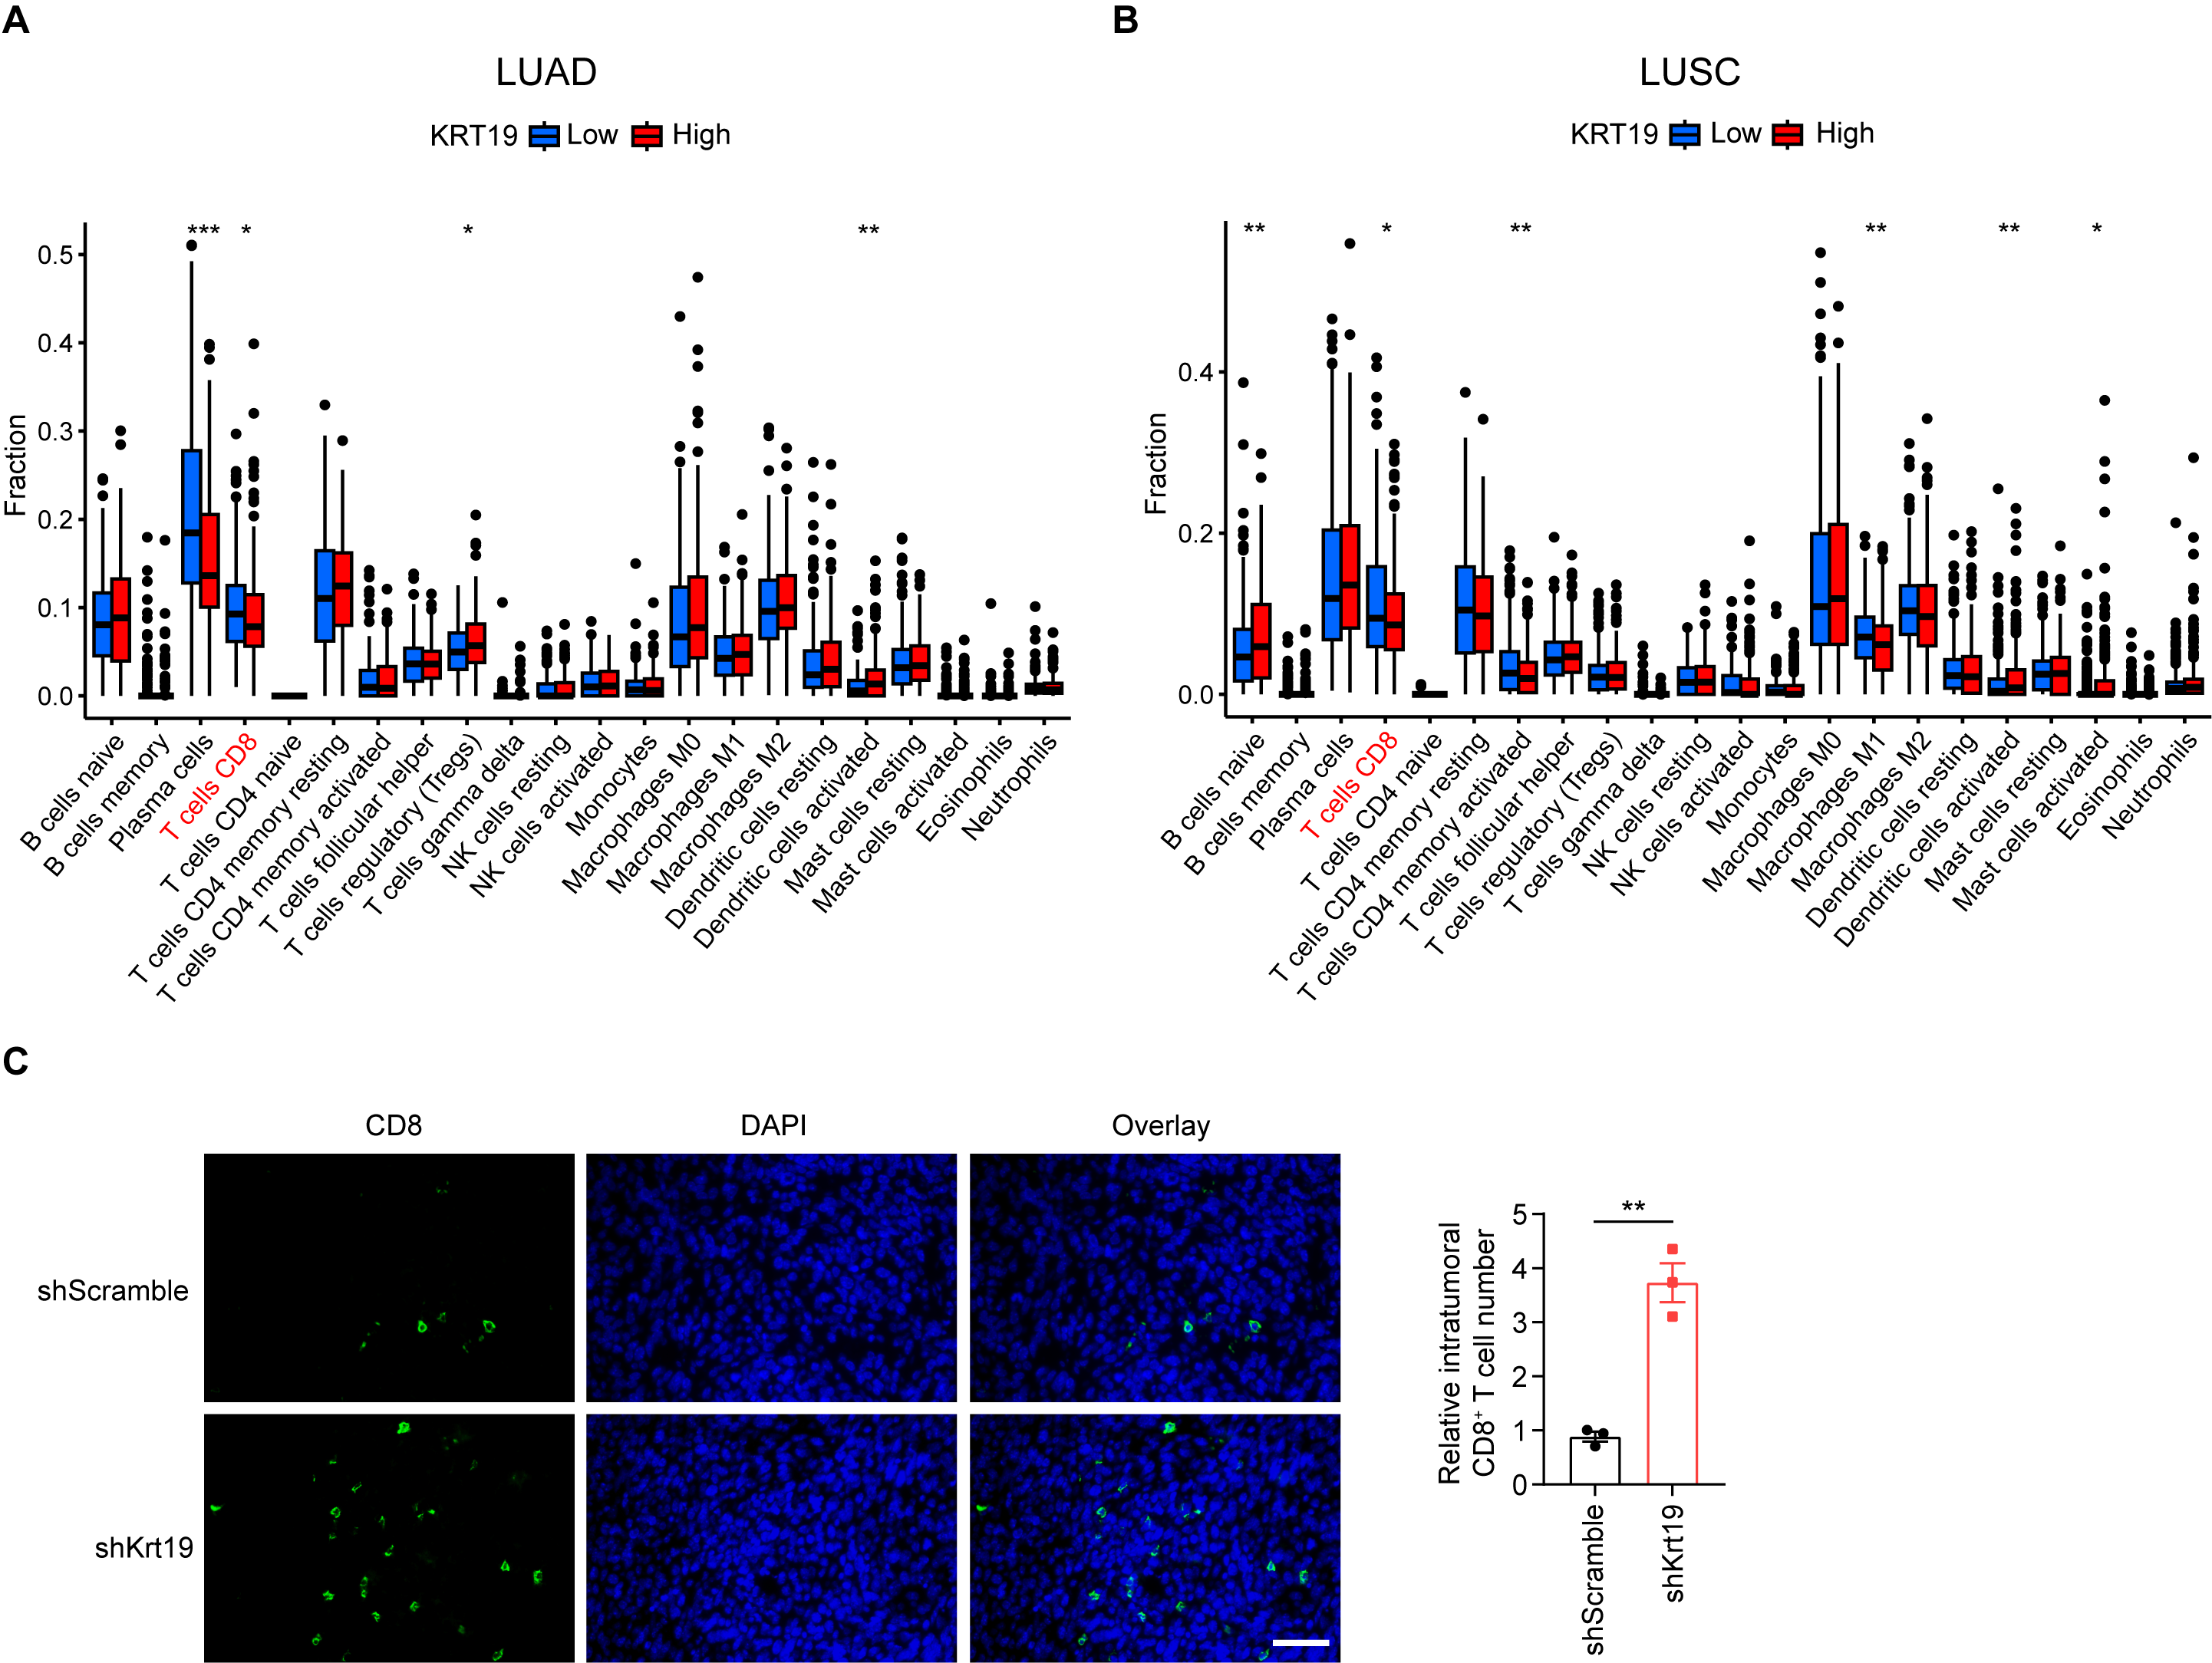
**

**Figure S9. KRT19 expression was negatively correlated with intratumoral CD8^+^ T cell infiltration in NSCLC, related to Figure 9.**

**(A-B)** Comparative analysis of the infiltration levels of 22 immune cells in KRT19^high^ and KRT19^low^ LUAD (A) and LUSC (B) tissues. Data were obtained from the TCGA database and analyzed using CIBERSORT. (**C**) C57BL/6J mice (5 weeks of age, female) were subcutaneously injected with 1×10^5^ LLC cells (shScramble, shKrt19) as illustrated in Fig. 8. Immunofluorescence analysis of tumor-infiltrating CD8^+^ T cell number in LLC tumors (shScramble, shKrt19, n=3). Scale bar, 50 μm. Data are shown as mean ± S.E.M. and analyzed by Student’s *t*-test (C). **p* < 0.05; ***p* < 0.01; *** *p* < 0.001.

**Table S1.** Primers sequences

| **Gene** | **Sequence (5'->3')** |
| --- | --- |
| *Krt19* (Forward) | GGTTCAGTACGCATTGGGTC |
| *Krt19* (Reverse) | TAAAACTTCCACCGCGGACT |
| *Actb* (Forward) | GGCTGTATTCCCCTCCATCG |
| *Actb* (Reverse) | CCAGTTGGTAACAATGCCATGT |
| *KRT19* (Forward) | TGAGTGACATGCGAAGCCAA |
| *KRT19* (Reverse) | TCAGTAACCTCGGACCTGCT |
| *CDKN2A* (Forward) | GCCTTTTCACTGTGTTGGAG |
| *CDKN2A* (Reverse) | TGCCATTTGCTAGCAGTGTG |
| *CDKN1A* (Forward) | TGTCCGTCAGAACCCATGC |
| *CDKN1A* (Reverse) | AAAGTCGAAGTTCCATCGCTC |
| *IL1B* (Forward) | TTCGACACATGGGATAACGACG |
| *IL1B* (Reverse) | TTTTTGCTCTGAGTCCCGGAG |
| *IL6* (Forward) | CCTGAACCTTCCAAAGATGGC |
| *IL6* (Reverse) | TTCACCAGGCAAGTCTCCTCA |
| *CXCL8* (Forward) | ATGACTTCCAAGCTGGCCGTG |
| *CXCL8* (Reverse) | TGTGTTGGCGCAGTGTGGTC |
| *ACTB* (Reverse) | GATAGCACAGCCTGGATAGCA |
| *KRT19* promoter-a (Forward) | TGTGTAGGAATATGACCCCA |
| *KRT19* promoter-a (Reverse) | CTCTCTCTGCAGACCCTGTT |
| *KRT19* promoter-b (Forward) | AATCGCAGCTTCTGAGACCA |
| *KRT19* promoter-b (Reverse) | ACGAGGACACAAAGCGGGC |
| *CDKN1A* promoter (Forward) | TGCCTCATGAGGACTCAGCA |
| *CDKN1A* promoter (Reverse) | TGGCACCTACCTGCCTGCTCT |
| p21 K16R (Forward) | ATGCGGCAGCAGGGCCTGCCGCCGCCTCTT |
| p21 K16R (Reverse) | CGGCAGGCCCTGCTGCCGCATGGGTTCTGA |
| p21 K75R (Forward) | TTGGCCTGCCCAGGCTCTACCTTCCCA |
| p21 K75R (Reverse) | AAGGTAGAGCCTGGGCAGGCCAAGGCC |
| p21 K154R (Forward) | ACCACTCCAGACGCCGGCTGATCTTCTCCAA |
| p21 K154R (Reverse) | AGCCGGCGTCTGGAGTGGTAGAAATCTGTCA |

| **Reagent** | **Sequence (5'->3')** | **Source** |
| --- | --- | --- |
| Human  LDHA siRNA | Sense: GGCAAAGACUAUAAUGUAA/dT//dT/ | Sangon |
|  | Antisense: UUACAUUAUAGUCUUUGCC/dT//dT/ |  |
|  |  |  |
| Human  LDHB siRNA | Sense: GGUGCAGAGAAAUGUUAAU/dT//dT/ | Sangon |
|  | Antisense: AUUAACAUUUCUCUGCACC/dT//dT/ |  |
|  |  |  |
| Human  p53 siRNA | Sense: GUCUUUGAACCCUUGCUUGTT | GenePharma |
|  | Antisense: CAAGCAAGGGUUCAAAGACTT |  |
|  |  |  |
| Human  MYH9 siRNA | Sense: GCAAAUUCAUUCGCAUCAAdTdT | GenePharma |
|  | Antisense: AUACUUAUCGGCAGCUUGCdTdT |  |
|  |  |  |
| Negative control siRNA | Sense: UUCUUCGAACGUGUCACGUTT | GenePharma |
|  | Antisense: ACGUGACACGUUCGGAGAATT |  |

**Table S2.** siRNA targeting sequences

How the deposited data were processed for this re-analysis (not part of the article)

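RNA of PC-9 cells transduced with scramble shRNA or KRT19 shRNA lentivirus (shScramble and shKRT19#1, 3 libraries each) was the only experiment of the deposited series used here, and all 6 libraries entered every comparison unless a library is named as left out. The deposited table gives whole-number counts per gene with no normalization, and the submitters' notes name CASAVA, Trimmomatic, HISAT2, bedtools, DESeq and the build GRCh38 without versions or roles. Between replicates of a group, the chi-square per gene against counting noise alone had means from 20.0 to 137 and medians from 2.09 to 24.9, and counting both reads of a pair would raise it.

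The table holds 20263 genes, of which 3 carry no name. Symbols of the gene lists were matched by the table's names and, for 43 list genes, by current or older symbols, with 2 list genes not found. Coordinates and exon overlaps were taken from GENCODE release 29, in which 5320 genes of the table have exons that overlap another gene. Counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, 13791 genes, TMM factors from 0.934 to 1.05, quasi-likelihood test, adjusted p threshold 0.05). Log2 CPM values used a prior count of 2. The common dispersion was 0.0683.

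Gene lists, 32 in all, were written by hand before the data were examined: regulators, drivers and suppressors of senescence, SASP factors, S phase, G2/M phase, cyclins with CDKs and their inhibitors, keratins, epithelial junctions, mesenchymal, actomyosin, interferon-stimulated, NF-kappaB, antigen presentation, glycolysis, hypoxia, EGFR-MAPK output, stress response of ATF4 and the unfolded protein, sterol synthesis, lysosome, NRF2, proteasome, respiratory chain, mitochondrially encoded, ribosomal protein and replication-dependent histone genes, and markers of fibroblasts, leukocytes, endothelium, lung lineage and neuroendocrine cells. A few genes, 1 of the lists and 1 set of the deposited table's annotation are not reported here. They were tested with camera of limma 3.58.1 at its preset correlation of 0.01, adjusted over the 31 lists with enough genes, and with an estimated correlation, fry and fgsea. The enrichment score used fgsea 1.28.0 on all tested genes ranked by log2 fold change, with 20000 permutations of genes and a fixed seed. That number of permutations was raised from the default of the tool after first values had been seen, because p-values near the threshold moved between runs, and with the larger number some alternatives came under 0.05.

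Genes named in the text are those of the paper (33 looked up), up to 10 with the largest increase and 10 with the largest decrease among called genes with a symbol, a mean of at least 5 CPM in the higher group and groups that do not overlap, and up to 2 highest and 2 lowest called members of each list. Since edgeR called 3 genes, the same rule was also applied to the genes called by DESeq2 1.42.0, which gave 36 genes, and that use was chosen after the counts were seen. Chosen after their values were seen were SMC5 and SMC6, the members AKR1C1, SRXN1, OSGIN1 and UCHL1 that passed when adjusted over a list alone, and PYURF, ARHGEF10 and CLN8, which overlap called genes.

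Alternatives set before the data were examined were RLE and upper quartile factors, library totals alone, no filter on low counts (at least 1 count in any library), a stricter filter of 1 CPM, DESeq2, limma-voom, replicate number as a block, each library left out in turn, an unadjusted threshold, other rankings and ranked genes, and other lists and set tests. Added later were the gene ontology and KEGG senescence sets and the KEGG cell cycle set carried by the deposited table, and DESeq2 without shKRT19#1 replicate 1.

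The methods were tested on simulated data with the dispersion and depth of these libraries. The data were drawn once, with each gene's dispersion as edgeR estimated it from all 6 libraries. In these, 200 of 13791 genes were changed by 1.5-fold, 2-fold or 4-fold, and a further set of genes was shifted by a smaller amount. Calls among that further set were not counted as false. Of the 200 genes, edgeR recovered 3% at 1.5-fold, 29.9% at 2-fold and 90.9% at 4-fold, with 4 false calls. DESeq2 recovered 19.4%, 62.7% and 100% with 46 false calls, and limma-voom 3%, 29.9% and 86.4% with 5. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 read the table and drew the plots. The RT-PCR, immunoblot, staining and A549 experiments were not analysed here.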

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

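The overlap tests, the comparison of library distances, the correlation with shScramble replicate 3, the splits without shKRT19#1 replicate 1 and the test of single libraries on G2/M genes were chosen after their results or closely related values had been seen, and the overlap and distance tests replaced first versions that decided nothing (for the swap, a ratio of KRT19 levels).

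3 genes the paper does not discuss passed edgeR's test: PIGY (log2 fold change -7.44), KBTBD11-OT1 (-5.83) and CDKN2C (1.96). Reads of PIGY may have been assigned to PYURF in shKRT19#1, since summed with PYURF the log2 fold change is 0.24 (standard error 0.18), against -0.36 if the reads of PIGY had been lost, while PYURF alone is at 0.61; the assignment of reads to genes cannot be checked in a table of counts. For KBTBD11-OT1 the sum with ARHGEF10 and CLN8 is -0.089 (standard error 0.16), against -0.18 if its reads had been lost, and shared reads and a lower level cannot be told apart because its share of the sum is small (11.5% in shScramble). The exons of CDKN2C overlap 0 genes of the table, which argues against shared reads for it, and a response to the KRT19 shRNA stays open as a hypothesis, with the effect of 1 shRNA sequence and of separate transductions untested. The CDKN2C call also ends without each library except shKRT19#1 replicate 1, with adjusted p from 0.0658 to 0.16 in edgeR, and with library totals alone (log2 fold change 1.90, adjusted p = 0.0507), and that of KBTBD11-OT1 without shScramble replicate 1 (-5.73, 0.103) or 2 (-5.78, 0.0732), at log2 fold changes close to those with all 6 libraries.

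On the first principal component (47.7% of the variance), shKRT19#1 replicate 1 (-38.9) lies with shScramble replicate 3 (-35.0) and far from replicates 2 and 3 of its group (46.7 and 49.0). Control cells mixed into it could not alone give the 62 genes that lie at least 2-fold outside the range of the other 5 libraries, against at most 28 in another library. A swap with a shScramble library is argued against by the distances of the shScramble libraries. Each lies farther from shKRT19#1 replicates 2 and 3 than from the other shScramble libraries, by a ratio of at least 1.24. Distances of shKRT19#1 replicate 1 itself go the other way, at 0.578 to 0.699 from shScramble and 0.828 and 0.841 from its own group. CDKN2C in it (28.9 CPM) lay near replicates 2 and 3 (24.8 and 25.05 CPM) and not shScramble (6.51 to 7.02 CPM), as did PIGY and KBTBD11-OT1. These 3 genes were named from the fit with this library in its group. They also passed in edgeR without it (adjusted p = 0.0007 for PIGY, 0.0086 for KBTBD11-OT1 and 0.00563 for CDKN2C). A culture state shared with shScramble replicate 3, in which hypoxia genes are also high, cannot be told apart from other causes, because over genes the 2 differences correlate only in part (r = 0.296; genes are not independent replicates). Without this library 2827 genes pass in edgeR, and each of the other 9 splits of the remaining 5 libraries into 2 and 3 calls 0, but the library was singled out from the same data.

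The lower mean of G2/M phase genes (-0.23) is at most -0.24 under RLE factors, upper quartile factors and library totals. Each of these shifts the log2 fold changes of all genes by a similar small amount. For MYH9, the value went from 0.146 with TMM factors to 0.068 with library totals. Such a shift is too small to bring the G2/M mean near 0, so the test shows only that the choice among these scalings does not account for it. With a library left out the highest G2/M mean is -0.16. Without shKRT19#1 replicate 1 the mean is -0.22 but the call ends (adjusted p = 0.114 from limma's camera), whereas it holds without each of the other 5 libraries (adjusted p at most 0.00141), which argues against the smaller number of libraries alone; with all 6 libraries it is also lost with an estimated correlation (adjusted p = 0.862) and with fry (adjusted p = 0.342). Why the call ends was not tested, and a part played by that library stays open. The design offers KRT19 knockdown as a biological explanation, which stays open as a hypothesis.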

How the results depend on the processing

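The DESeq2 fit without shKRT19#1 replicate 1 and the senescence sets of the deposited table were chosen after seeing the data.

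The KRT19 log2 fold change stayed negative under all 14 alternatives (-1.14 to -0.65 with a library left out) and passed only without shKRT19#1 replicate 1. The 3 genes called became 212 with DESeq2 (110 at 2-fold), 6 with limma-voom (6 at 2-fold), 1464 at an unadjusted p under 0.05, 4189 in DESeq2 without shKRT19#1 replicate 1, and 1 to 2827 (1 to 600 at 2-fold) with a library left out. With replicate number as a block, 1 gene passed (1 at 2-fold), and the calls of CDKN2C (1.96, adjusted p = 0.134) and KBTBD11-OT1 (-5.84, 0.101) ended in edgeR; correlations between libraries of the same number (-0.032, 0.217 and -0.256) do not show that the numbers pair the samples. The senescence score was -1.497 with upper quartile factors, -1.54 with library totals, -1.496 with the stricter filter, -1.56 ranked by the signed square root of F, -1.70 over 10000 genes and -1.45 for SASP factors, all past an unadjusted p under 0.05; -0.96 for drivers (p = 0.494) and -0.73 for suppressors of senescence (p = 0.875), by gene permutation; 0.86 with no filter; and -1.495 to -1.04 with a library left out (p from 0.0399 to 0.378, by gene permutation). The lists of SASP factors, drivers and suppressors are other gene lists than that of the regulators. For the regulators, camera gave p = 0.0875, or 0.147 with an estimated correlation. The 7 lists called became 0 with an estimated correlation, 0 with fry and 1 with fgsea, and were 5 to 10 with a library left out. Of 658 values of the 47 single genes, 598 kept direction and side of the threshold, 40 passed newly (18 in DESeq2, 22 without shKRT19#1 replicate 1), 10 lost the call and 10 reversed. With a library left out the reversed ranges were -0.77 to 0.56 for CDKN1A, -0.14 to 0.47 for IL6, -0.86 to 0.025 for CXCL8, -0.22 to 0.18 for LDHA, -0.011 to 0.27 for USP4, -2.41 to 0.38 for NDRG1 and -0.079 to 0.001 for UBQLN4. List means reversed to 0.029 (SASP factors) with no filter, and for suppressors of senescence to -0.001 with RLE factors, -0.021 with upper quartile factors, -0.065 with library totals, -0.002 with DESeq2, -0.006 with limma-voom and -0.008 with the replicate block; their mean was 0.005, and a scaling shifts all genes of a library together. With a library left out their ranges were -0.058 to 0.046 (suppressors), -0.28 to 0.061 (drivers), -0.87 to 0.064 (hypoxia) and -0.23 to 0.12 (SASP factors). The causes were not tested. In the simulated draw at this spread between libraries edgeR recovered 29.9% of 2-fold changes, so most such changes may be missed.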

Differences from the paper's values

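The number of permutations behind the p-values of the enrichment score was set after first values had been seen. The paper's values here are RT-PCR values except for the enrichment score, and nothing states that the same RNA was used. The SD beside each fold is that of the shKRT19#1 libraries divided by the shScramble mean. It leaves out the spread of the shScramble libraries, which for CXCL8 was 47.5 ± 23.8 CPM (SD, n = 3).

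KRT19 mRNA in shKRT19#1 cells was 0.546 of shScramble (SD 0.163) in the counts, and the paper's value is about 0.1 in Fig. 2J, read by eye; all 14 alternatives set before the data were examined still differ (0.453 to 0.636). IL1B was 0.358 of shScramble (SD 0.165) against the paper's about 1.3 in Fig. 4B, read by eye, with 0.263 to 0.425 over the same alternatives, none of which closes the difference. IL6 was 1.13 of shScramble (SD 0.474) against the paper's about 2.1 in Fig. 4B, read by eye. CXCL8 was 0.729 (SD 0.31) against the paper's about 1.8 in Fig. 4B, read by eye. The alternatives gave 0.911 to 1.39 and 0.552 to 1.02, and each lies below the paper's value. Whether the IL6 difference exceeds the spread between libraries and the error of a reading by eye was not tested.

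The paper states that the senescence signal was activated by KRT19 knockdown, whereas the score here is -1.44, that is, lower in shKRT19#1, and the plot of Fig. 4A also has its negative peak at the shScramble end. The paper's score is about -1.5 in Fig. 4A, read by eye. The score here passed an unadjusted p under 0.05, as the paper's does, with upper quartile factors, library totals alone or the stricter filter. It also did so ranked by the signed square root of F, over the 10000 genes with the highest mean CPM and without shScramble replicate 2. Each of these scores was negative (-1.70 to -1.495). It did not pass under the other settings, among them the other 5 libraries left out in turn (-1.35 to -1.04). With no filter it was positive (0.86). The list of SASP factors also passed (-1.45), and those of drivers (-0.96) and suppressors (-0.73) did not. These lists were not made after the gene ontology term of Fig. 4A, so their scores do not test the paper's value. The paper states that knockdown raised CDKN1A mRNA, in cells with shKRT19#2, while the log2 fold change here with shKRT19#1 was -0.14, and -0.77 (without shKRT19#1 replicate 1) to 0.56 (without shScramble replicate 3) with a library left out.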

Other observations

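The tests of other splits were set before their results were seen, and the gene sets carried by the deposited table were chosen after.

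Epithelial junction genes had a mean log2 fold change of -0.12 (24 of 39 below 0, adjusted p = 0.185 from limma's camera), and 2 passed when adjusted over the list alone and in DESeq2, the desmosomal cadherin gene DSG2 (-0.85) and the epithelial transcription factor gene EHF (-0.90). Keratins had a mean of -0.14 (adjusted p = 0.429) and mesenchymal genes a mean of 0.02 and a median of -0.11 (adjusted p = 0.419, direction down, from limma's camera), with TAGLN as the only member higher in DESeq2. Among actomyosin genes (mean 0.01, adjusted p = 0.955, direction down, from limma's camera), RHOB (0.59) and TAGLN were higher in DESeq2. MYH9, which the paper studies as a partner of KRT19, had a log2 fold change of mRNA of 0.15 (standard error 0.16). The paper reports lower MYH9 after knockdown by immunoblot, that is, for protein. Lysosomal genes (mean 0.08, adjusted p = 0.0666), sterol synthesis genes (0.06, 0.185), ribosomal protein genes (0.02, 0.662) and neuroendocrine markers (0.12, 0.419; UCHL1 passed when adjusted over the list alone, at 0.34) did not pass in limma's camera, nor did NF-kappaB targets (-0.24, 0.202), EGFR-MAPK output genes (-0.13, 0.202), interferon-stimulated genes (-0.13, 0.202), replication-dependent histone genes (-0.14, 0.61), lung lineage markers (-0.09, 0.61), leukocyte markers (-0.03, 0.61), stress response genes of ATF4 and the unfolded protein (-0.08, 0.777), glycolysis genes (-0.05, 0.777) and endothelial markers (0.09, 0.955). Of 10 fibroblast markers 2 were tested, with a mean of -0.29 and no list test.

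By the deposited table's own annotation, 26 tested genes of the gene ontology terms for regulation of cellular senescence had a score of -1.44 (p = 0.0696 from a gene permutation test) and 141 genes of the KEGG cellular senescence pathway a score of -0.80 (p = 0.895 from the same permutation test). For the KEGG cell cycle pathway, 76 of 141 tested genes lay above 0 and 65 below, with a score of -0.75 (p = 0.956 from the same permutation test; camera's direction is up, p = 0.802). LDHA and LDHB, which make the subunits of lactate dehydrogenase, had log2 fold changes of -0.08 and -0.16, and AARS, which encodes an alanyl-tRNA synthetase, of -0.16.

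The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split called 3 genes in edgeR, and 3 splits, the real one included, called as many, with 3 as the highest of the others. In DESeq2 it called 212 genes, and 2 splits called as many; the highest other, shScramble replicates 1 and 3 with shKRT19#1 replicate 1 against the rest, called 1523, which points to a structure of the samples besides the 2 groups. For lists the real split called 7, 9 splits called as many and the highest other was 15. The senescence score had a size of 1.44, 2 splits gave one as large and the highest other was 1.5.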
